# H2B oncohistones cause homologous recombination defect and genomic instability through reducing H2B monoubiquitination in *Schizosaccharomyces pombe*

**DOI:** 10.1016/j.jbc.2024.107345

**Published:** 2024-05-07

**Authors:** Bingxin Qin, Guangchun Lu, Xuejin Chen, Chenhua Zheng, Huanteng Lin, Qi Liu, Jinjie Shang, Gang Feng

**Keywords:** histone, histone modification, deubiquitination, homologous recombination, genomic instability, DNA damage response, DNA replication, DNA repair, yeast, yeast genetics

## Abstract

Canonical oncohistones are histone H3 mutations in the N-terminal tail associated with tumors and affect gene expression by altering H3 post-translational modifications (PTMs) and the epigenetic landscape. Noncanonical oncohistone mutations occur in both tails and globular domains of all four core histones and alter gene expression by perturbing chromatin remodeling. However, the effects and mechanisms of noncanonical oncohistones remain largely unknown. Here we characterized 16 noncanonical H2B oncohistones in the fission yeast *Schizosaccharomyces pombe*. We found that seven of them exhibited temperature sensitivities and 11 exhibited genotoxic sensitivities. A detailed study of two of these onco-mutants H2BG52D and H2BP102L revealed that they were defective in homologous recombination (HR) repair with compromised histone eviction and Rad51 recruitment. Interestingly, their genotoxic sensitivities and HR defects were rescued by the inactivation of the H2BK119 deubiquitination function of Ubp8 in the Spt-Ada-Gcn5-Acetyltransferase (SAGA) complex. The levels of H2BK119 monoubiquitination (H2Bub) in the H2BG52D and H2BP102L mutants are reduced in global genome and at local DNA break sites presumably due to enhanced recruitment of Ubp8 onto nucleosomes and are recovered upon loss of H2B deubiquitination function of the SAGA complex. Moreover, H2BG52D and H2BP102L heterozygotes exhibit genotoxic sensitivities and reduced H2Bub in *cis*. We therefore conclude that H2BG52D and H2BP102L oncohistones affect HR repair and genome stability *via* the reduction of H2Bub and propose that other noncanonical oncohistones may also affect histone PTMs to cause diseases.

Oncohistones refer to histone genes that are mutated in human cancers (1, 2). These missense mutations occur in one of many histone genes. H3.3K27M, H3.3G34R/V/W/L, and H3.3K36M are canonical oncohistones that are frequently found in pediatric glioma and sarcoma (3, 4, 5, 6, 7). Besides, genome sequence analyses of common cancers reveal many missense mutations at distinct sites in the histone H3, H4, H2A, and H2B genes, which are termed noncanonical oncohistones. They occur at lower frequencies in a variety of cancer types and collectively at a higher frequency than the canonical H3 oncohistone. Noncanonical onco-mutations occur in both the histone tails and globular domains, and at or near the sites of post-translational modifications (PTMs) (8, 9).

The mechanism of canonical H3 oncohistones causing cancer involves alterations of classical PTMs of H3 and thus leads to altered expression of cancer-related genes (10, 11, 12, 13). The H3.3K27M mutation leads to the global reduction of H3K27me3 levels by inhibiting the H3K27 methyltransferase EZH2 in the PRC2 complex in *trans* (14, 15) and by sequestering the PRC2 complex to poised enhancers (16, 17), and drives gene expression by SMARCA4-mediated chromatin remodeling (18). Likewise, the H3.3K36M mutation results in the global disruption of H3K36me3 *via* the inhibition of H3K36 methyltransferase SETD2 in *trans* (19, 20). In contrast, the H3.3G34R/V/W/L mutations reduce the abundance of H3.3K36me3 through the inhibition of SETD2 in *cis* (21, 22). H3.3 onco-mutations may not only alter gene expression but also cause genomic instability which is another hallmark of cancer (23, 24). The H3.3K27M and H3.3G34R/V mutants have altered interactions with DNA repair proteins and thus affect DNA repair in pediatric high-grade gliomas (25). Therefore, targeting DNA repair factors could improve their treatments (26, 27). Moreover, H3G34 onco-mutations in the *Schizosaccharomyces pombe* (*S. pombe*) can cause defects in homologous recombination (HR) and genomic stability (28, 29). Chondrocyte progenitor cells harboring H3.3K36M are also defective in HR repair of DNA damage (19), as Set2/SETD2 and H3K36me3 are critical for DNA repair (30).

In contrast to canonical H3 oncohistones, noncanonical histone mutations occur at both tails and globular domains. Although they have the potential to affect histone PTMs, the evidence is lacking. Therefore, they appear to influence gene expression by locally altering nucleosome stability, chromatin structure, and chromatin remodeling (1, 31, 32, 33). H2BE76K, for instance, is the most prevalent noncanonical oncohistone. It disrupts H2B-H4 interaction, destabilizes nucleosomes, and alters chromatin architecture to promote the expression of oncogenic genes like *ADAM19* (9, 34, 35). However, because of many diverse noncanonical oncohistones and their lack of association with specific cancer types, their functional consequences and oncogenic mechanisms remain largely unknown. In addition to nucleosome destabilization or chromatin corruption, whether noncanonical oncohistones affect histone PTMs and genome stability, is an additional question that needs to be addressed in the study of diverse cancers.

Genetic studies in model organisms have been used as alternative approaches to uncover phenotypes and effector genes of oncohistones. The functional consequences or genetic suppressors of H3K27M, H3G34R/V/W, and H3K36M mutations have been studied in budding (36) and fission yeast (28, 29), worm (37), and fly (38). Moreover, the cellular effects on growth and viability of noncanonical oncohistones have been systematically screened in the budding yeast *Saccharomyces cerevisiae* (*S. cerevisiae*) using the “humanized” histones library (32). However, extensive functional and mechanical studies of noncanonical oncohistones in model organisms are still lacking.

Because the *S. pombe* genome contains only one H2B gene compared with two paralogs in the *S. cerevisiae* genome and 18 canonical H2B paralogs in the human genome, we chose to investigate H2B onco-mutants in the *S. pombe* as representatives of noncanonical oncohistones. We constructed 16 *S. pombe* strains, each with a conserved and highly frequent H2B onco-mutation, and screened their phenotypes. Furthermore, we focused on two of these onco-mutants, H2BG52D and H2BP102L, and found that they were defective in homologous recombination of DNA repair due to reduced H2Bub in *cis*. H2Bub is evolutionarily conserved from yeast to humans, which is located at K119 in fission yeast, K123 in budding yeast, and K120 in humans. H2Bub plays a key role in transcription and is associated with the actively transcribed genome (39, 40). H2Bub is also involved in DNA replication (41), replication stress response (42, 43, 44), and DNA damage repair (45, 46, 47, 48). The reduction of H2Bub in the H2BG52D and H2BP102L mutants was restored by mutating the deubiquitination module components, Ubp8 and Sgf11, in the SAGA complex. This largely suppressed the genomic instability of the H2BG52D and H2BP102L mutants. Similar observations were also made for the H2BD67N mutant, and the heterozygous H2BG52D and H2BP102L mutants. We therefore uncovered a novel H2Bub-dependent mechanism underlying the genomic instability caused by H2B oncohistones.

## Results

### The phenotypes of 16 H2B onco-mutants in *S. pombe*

To dissect the role of H2B oncohistones, we constructed 16 strains of *S. pombe*, each carrying an onco-mutation in the H2B gene *htb1*^+^. These H2B onco-mutations occur at the conserved sites, and most of them have been reported among the top 20 of H2B mutations by frequency in human cancers (8, 9). These strains were spotted onto plates to investigate their growth under the indicated conditions: distinct temperature (25 °C, 30 °C, and 36 °C), replication stress (MMS, CPT, and HU), DNA damage (Phleomycin and UV irradiation), chromosome missegregation (TBZ), and inhibition of transcription elongation (MPA). MMS, CPT, and HU cause forks to stall or collapse during DNA replication. Phleomycin and UV directly lead to DNA damage or breaks. TBZ destabilizes the microtubule and leads to chromosome missegregation. We observed slower growth of *htb1-G52D*, *htb1-E112K*, and *htb1-D67N* cells compared with wild-type (WT) *htb1*^+^ under permissive temperature (Fig. 1*A*), which was consistent with the result from budding yeast with the “humanized” oncohistones (32). Intriguingly, seven out of the 16 mutants: *htb1-G52D*, *htb1-P102L, htb1-E112K*, *htb1-E75Q*, *htb1-E34K*, *htb1-E34D*, and *htb1-D67N* were temperature-sensitive (*ts*) in varying extents. Unexpectedly, 11 out of the 16 mutants comprising the *htb1-G52D*, *htb1-P102L*, *htb1-E112K*, *htb1-E112Q*, *htb1-E70Q*, *htb1-E75Q*, *htb1-G103W*, *htb1-E34K*, *htb1-E34D*, *htb1-D67N*, and *htb1-D50N* were sensitive to at least one genotoxic agent of replication stress and DNA damage (Fig. 1, *A* and *B*), suggesting that these 11 H2B onco-mutants potentially exhibit genomic instability. The above results were reproducible when using an independent alternative transformant from each strain (Fig. S1, *A* and *B*). The phenotypes of 16 H2B onco-mutants in *S. pombe* are summarized in Table 1. Interestingly, all seven *ts* onco-mutants showed genomic instability, and five out of nine non-*ts* onco-mutants failed to show genomic instability. The correlation between *ts* and genomic instability was statistically significant (Fig. 1*C*), suggesting that the normal function or stability of H2B in the nucleosome is necessary for genome stability. In addition, *htb1-P102L/S*, *htb1-E112K/Q*, and *htb1-E34K/D* which have two distinct mutations in one site exhibit diverse phenotypes. The *htb1-P102L*, but not *htb1-P102S* mutant, showed defects in *ts* and genomic instability. The *htb1-E112K* and *htb1-E34K* mutations exhibited more severe phenotypes than that of *htb1-E112Q* and *htb1-E34D* mutations, respectively (Fig. 1, *A* and *B*). These results correlate with previous findings of diverse phenotypes of H2BE76K/Q (9) and H3G34R/V/W (29), thus providing validation for our approach.

**Figure 1:**
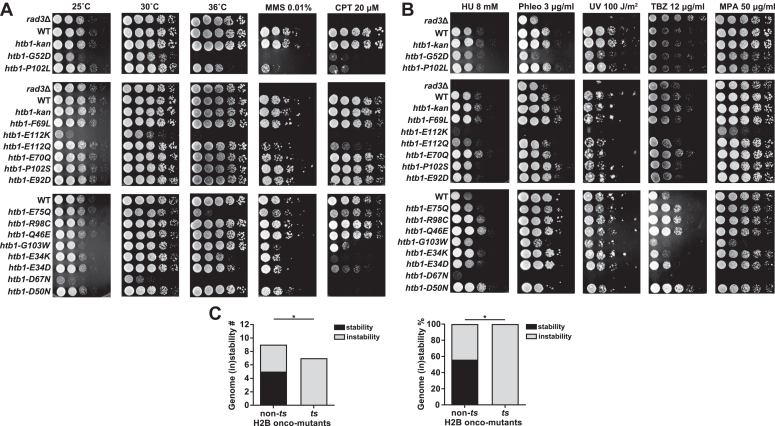
**The phenotypes of 16 *S. pombe* H2B onco-mutants.***A* and *B*, the growth of WT (TK8), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), *htb1-F69L* (YGF323), *htb1-E112K* (YGF328), *htb1-E112Q* (YGF321), *htb1-E70Q* (YGF330), *htb1-P102S* (YGF325), *htb1-E92D* (YGF326), *htb1-E75Q* (YGF317), *htb1-R98C* (YGF322), *htb1-Q46E* (YGF331), *htb1-G103W* (YGF318), *htb1-E34K* (YGF275), *htb1-E34D* (YGF329), *htb1-D67N* (YGF324), and *htb1-D50N* (YGF332) strains under indicated conditions. The *rad3*Δ (LD297) strain is the positive control, and the *htb1-kan* (YGF1) strain is the isogenic control in which the *htb1*^*+*^ gene with the *kanMX6* marker insertion downstream of its 3′ UTR. *C*, the number (*Left panel*) and percentage (*Right panel*) of *ts* and non-*ts* H2B onco-mutants with and without genome instability are shown. The significant correlation between *ts* and genome instability in H2B onco-mutants is subjected to Fisher’s exact test.

**Table 1:** Summary of phenotypes of 16 H2B onco-mutants in *S. pombe*

H2B onco-mutants	Growth	Genotoxic response	Transcription
G52D	+ (*ts*)	+	+
P102L	(*ts*)	+	+
F69L			
E112K	+ (*ts*)	+	
E112Q		+	
E70Q		+	
P102S			
E92D			
E75Q	(*ts*)	+	
R98C			
Q46E			
G103W		+	+
E34K	(*ts*)	+	
E34D	(*ts*)	+	
D67N	+ (*ts*)	+	+
D50N		+	

+, defective phenotype; *ts*, temperature sensitive.

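RNA selected with oligo(dT) beads from *S. pombe* cultures was sequenced in 24 libraries, 3 for each of 8 genotypes. The genotypes were WT, the H2B mutants *htb1-G52D*, *htb1-P102L*, *htb1-E34K*, *htb1-E75Q*, *htb1-E112K* and *htb1-D67N*, and a strain labelled *set1*Δ, meant to lack the H3K4 methyltransferase Set1. The authors filtered the reads with fastp, removed those that mapped to rRNA, and aligned the rest to an Ensembl release of the *S. pombe* genome with HISAT2. For 5195 genes they deposited the read count of each library, its FPKM (fragments of a transcript scaled by its length and by the mapped reads of the library, from StringTie) and their own comparisons with WT. The counts of a library summed to between 18935513 and 28181070. The median total was 22810185 in WT (from 22578239 to 23471642), 22401446 in *htb1-G52D* (from 18935513 to 23665039) and 24037678 in *htb1-P102L* (from 19525774 to 25004705). It was 23047231 in *htb1-E34K* (from 19956549 to 25338468), 19082664 in *htb1-E75Q* (from 19043504 to 23150360) and 26065808 in *htb1-E112K* (from 25759931 to 27138609). It was 21092342 in *htb1-D67N* (from 19353141 to 21457605) and 26315156 in the libraries labelled *set1*Δ (from 19250529 to 28181070). The 100 most abundant genes held 64.1% ± 1.92 (SD, n = 3) of the counts in WT and 56.7% ± 2.67 (SD, n = 3) in *htb1-G52D*, the highest and the lowest mean of the 8 genotypes. Replicates of one genotype differed by more than the sampling noise (chi-square per gene between 8.38 and 154), so each was counted as a separate library. From the counts, each mutant was compared with WT alone, 3 libraries against 3, by edgeR's quasi-likelihood test. Libraries were scaled by TMM (trimmed mean of M values), which centres the fold changes of most genes near 0, and genes with too few counts were left out by edgeR's filterByExpr. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, which are the paper's thresholds for differentially expressed genes (DEGs). The paper's text does not name the test behind its own adjusted p-values. CPM, the unit of all levels given here, are counts relative to the TMM-scaled library size. The biological coefficient of variation estimated by edgeR ranged from 0.141 for the libraries labelled *set1*Δ to 0.276 for *htb1-E34K*, so a change had to be larger in *htb1-E34K* to be called. The program that assigned reads to genes, and whether it used the strand of the reads, are not stated in the paper's text, so the counts of genes that overlap on opposite strands in the ASM294v3 annotation, or that belong to repeated families, are uncertain.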

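The deleted gene and the strain markers were examined first. *set1* (SPCC306.04c) had 20, 20 and 32 counts in the WT libraries and 336, 362 and 412 counts in the libraries labelled *set1*Δ. The log2 fold change was 3.66 (standard error 0.187, adjusted p = 1.75e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the highest *set1* count in the other 21 libraries was 150. The counts thus go against the label of a deletion. The genotype field of these libraries' labels calls them a knockdown of *set1*, and the legends of Fig. S1*C* and Fig. S11*F* give different strains for *set1*Δ, of which only the latter was found in Table S1. Which strain was sequenced is therefore uncertain, and every direction drawn from the libraries labelled *set1*Δ rests on that label. The transcript of the mutated gene, *htb1* (SPCC622.09), was at 1004 ± 83.1 CPM (SD, n = 3) in WT, 1051 ± 213 CPM in *htb1-G52D*, 997.2 ± 286 CPM in *htb1-E34K* and 1553 ± 115 CPM in *htb1-P102L*. It was at 10730 ± 2280 CPM in *htb1-D67N*, 6554 ± 2130 CPM in *htb1-E75Q* and 5455 ± 1180 CPM in *htb1-E112K*. Reads of *ura4* were counted in 1 library of each of WT (replicate 3, 865 counts), *htb1-G52D* (replicate 1, 1382 counts) and *htb1-P102L* (replicate 1, 712 counts), with at most 2 counts in any other library. *mat1-Mc*, a gene of the h- mating type, had 103 counts in WT replicate 3, 238 and 129 in *htb1-G52D* replicates 1 and 2, and 78 and 150 in *htb1-P102L* replicates 1 and 2. Every other library had at most 1 *mat1-Mc* count, whereas the paper's strain list (Table S1) gives WT as h+ and both mutants as h-.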

Next, we performed RNA-seq analyses on six selected H2B onco-mutants to determine whether their genomic instability might be due to changes in gene expression. 

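Against WT, 658 genes were called higher and 395 lower in *htb1-G52D*, and 483 higher and 169 lower in *htb1-P102L*. In *htb1-E75Q*, 633 genes were higher and 413 lower, in *htb1-D67N* 524 higher and 218 lower, and in *htb1-E112K* 391 higher and 115 lower. Between 4862 and 4915 genes were tested in each mutant. In *htb1-E34K*, 5 genes were called higher and 0 lower, and 900 genes had an unadjusted p under 0.05. Both counts were 0 for *htb1-E34K* when WT replicate 2 was left out, and 51 higher and 27 lower when *htb1-E34K* replicate 3 was left out. Among the other 5 H2B mutants, the share of called genes that were higher lay between 60.5% in *htb1-E75Q* and 77.3% in *htb1-E112K*. The scaling of the libraries moved this split most. Scaled by total counts, 1660 genes were higher and 55 lower in *htb1-G52D*, 865 and 72 in *htb1-P102L*, 1387 and 69 in *htb1-E75Q*, 879 and 48 in *htb1-D67N*, and 745 and 28 in *htb1-E112K*, so that 92.3% to 96.8% of called genes were higher. This scaling gave 114 higher and 4 lower genes in *htb1-E34K*. The median log2 fold change of all tested genes was 0.0908 under TMM and 0.765 under total counts in *htb1-G52D*, and 0.0295 and 0.397 in *htb1-P102L*. In the authors' deposited table, 1015 genes are listed as higher and 65 as lower in *htb1-G52D*, and 759 and 85 in *htb1-P102L*. Of those in the authors' deposited table for *htb1-G52D*, 639 higher and 63 lower genes were also called here under TMM. Without the 3 libraries that hold *ura4* counts, a setting chosen after seeing the data that leaves 2 libraries of each genotype, the genes called higher were 619 and the genes called lower 396 in *htb1-G52D*, and 500 and 210 in *htb1-P102L*. In all 5 H2B mutants other than *htb1-E34K*, 113 genes were called higher and 23 lower.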

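Some of the largest changes in each mutant are given here, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *htb1-G52D*, the phosphate transporter gene *pho84* (SPBC8E4.01c) fell from 195 ± 37.1 CPM (SD, n = 3) in WT to 31.4 ± 8.74 CPM, a log2 fold change of −2.63 (standard error 0.227, adjusted p = 4.76e-05). The largest rises in this mutant were those of copies of *tlh1*, a repeated telomeric gene family whose reads cannot be assigned to one copy. In *htb1-P102L*, the glucanase gene *eng1* (SPAC821.09) fell from 163 ± 46.8 to 13.5 ± 3.71 CPM (log2 fold change −3.58, standard error 0.249, adjusted p = 2.51e-06). In *htb1-D67N*, *osr1* (SPCC663.06c) rose from 1.13 ± 0.264 to 64.5 ± 13.1 CPM (log2 fold change 5.88, standard error 0.231, adjusted p = 1.5e-07). In *htb1-E112K*, SPBPB2B2.06c rose from 1.63 ± 0.742 to 63.2 ± 10.8 CPM (log2 fold change 5.32, standard error 0.277, adjusted p = 5.04e-06). In *htb1-E75Q*, SPCC1739.08c, which overlaps *cti1* on the opposite strand, rose from 0.782 ± 0.0437 to 21.9 ± 9.99 CPM (log2 fold change 4.78, standard error 0.375, adjusted p = 3.16e-06). In *htb1-E34K*, SPBC1271.08c rose from 1.73 ± 0.268 to 21.6 ± 9.77 CPM (log2 fold change 3.67, standard error 0.358, adjusted p = 0.00583), but it was not called when WT replicate 2 was left out. *uga1* (SPAC19D5.07) had 277, 261 and 279 counts in WT and 0 in every library of *htb1-D67N*, *htb1-E75Q* and *htb1-P102L*, which makes it at least 97.4-fold, 106-fold and 81.9-fold lower for counting error alone. It lies wholly within SPAC14C4.01c on the opposite strand, so its counts are uncertain.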

Although most H2B onco-mutants were not sensitive to MPA, we found that the expression of many genes was increased (Fig. S1*C*). 

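In the H2B mutants, 99 KEGG pathways with at least 5 tested genes were tested for called genes by a one-sided hypergeometric test with Benjamini-Hochberg adjustment (q). The background was the tested genes with a KEGG pathway in the authors' annotation, 1707 to 1721 per mutant. With higher and lower genes together, Ribosome was enriched in *htb1-G52D* (84 of 175 genes called, 2.29-fold, q = 1.73e-15), *htb1-E75Q* (77 genes, 2.1-fold, q = 2.42e-11) and *htb1-D67N* (42 genes, 1.76-fold, q = 0.00619). Glutathione metabolism was enriched in *htb1-D67N* (10 of 24 genes, 3.06-fold, q = 0.031). No pathway passed q under 0.05 in *htb1-P102L* or *htb1-E112K*, where 11 and 7 pathways had an unadjusted p under 0.05, and none could be tested in *htb1-E34K*, since 0 of its 5 called genes were in the background. In *htb1-G52D*, *htb1-E75Q*, *htb1-D67N* and *htb1-E112K* the called Ribosome genes were all lower than in WT, and their number depended on the scaling: under total counts 1 was called lower in *htb1-G52D*, 4 in *htb1-E75Q*, 5 in *htb1-D67N* and 2 in *htb1-E112K*. With the gene-length correction, chosen after seeing the data, 71, 27, 34 and 22 were called lower in the same order. Leaving out 1 library decided some of these results: 0 pathways passed in *htb1-E75Q* without WT replicate 2 or its replicate 1, and in *htb1-D67N* without its replicate 3, while 4 passed in *htb1-P102L* without its replicate 3 and 2 in *htb1-E112K* without WT replicate 3. Of the 65 tested genes of the pathway Autophagy - yeast, 16 were called in *htb1-G52D* (q = 1.0) and 19 in *htb1-E75Q* (q = 0.966). With the genes called higher alone, this pathway was enriched in *htb1-G52D* (16 genes, 2.52-fold, q = 0.0246) and in *htb1-E75Q* (18 genes, 2.94-fold, q = 0.00132). Starch and sucrose metabolism was then enriched in *htb1-G52D* (10 of 34 genes, 3.01-fold, q = 0.0246), *htb1-D67N* (10 of 34, 3.44-fold, q = 0.0262) and *htb1-P102L* (9 of 35, 3.48-fold, q = 0.033), and Galactose metabolism in *htb1-E112K* (6 of 18, 6.04-fold, q = 0.0259). Meiosis - yeast was also enriched among the higher genes in *htb1-P102L* (14 of 63, 3.01-fold, q = 0.0114), *htb1-E75Q* (16 of 63, 2.7-fold, q = 0.00655) and *htb1-G52D* (15 of 64, 2.4-fold, q = 0.0246), and Autophagy - other eukaryotes in *htb1-E75Q* and *htb1-G52D* (8 of 23 in each, q = 0.0246 in each). Among higher genes, Glutathione metabolism passed in *htb1-D67N* (8 of 24, 3.9-fold, q = 0.0262). With the genes called lower alone, a setting chosen after seeing the data, Ribosome was enriched in *htb1-G52D* (4.3-fold, q = 1.47e-38), *htb1-E75Q* (3.82-fold, q = 4.1e-30), *htb1-D67N* (4.71-fold, q = 6.49e-19) and *htb1-E112K* (22 of 175 genes, 4.7-fold, q = 3.71e-09). Ribosome biogenesis in eukaryotes and Purine metabolism then also passed in *htb1-G52D* (q = 0.000121 and 0.00646) and in *htb1-E75Q* (q = 5.11e-05 and 0.000323), and Pyrimidine metabolism and RNA polymerase in *htb1-E75Q* (q = 0.000962 and 0.00177). Across the alternatives, the q of Autophagy - yeast with both directions together ranged from 4.44e-06 to 1.0 in *htb1-G52D*, the lowest under total-count scaling, and from 4.81e-06 to 1.0 in *htb1-E75Q*, the lowest with the FPKM fold change. It was not under 0.05 in *htb1-P102L*, *htb1-D67N* or *htb1-E112K* under any alternative. Of 756 to 764 GO biological process terms, 7 passed q under 0.05 in *htb1-G52D*, 5 in *htb1-P102L*, 10 in *htb1-E75Q*, 10 in *htb1-D67N* and 8 in *htb1-E112K*. With the genes called higher alone, the GO term autophagy passed in *htb1-G52D* (16 of 34 genes, q = 0.000559) and *htb1-E75Q* (13 of 34, q = 0.0161). It did not pass in *htb1-P102L*, *htb1-D67N* or *htb1-E112K*. The term intra-S DNA damage checkpoint passed in *htb1-G52D* alone (7 of 13, q = 0.0466).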

Classification analyses (DEGs, KEGG, and GO) revealed that the autophagy and nutrient metabolism pathways were significantly enriched (Fig. S1, *D–F*). Furthermore, we found that the expression of genes annotated as DNA replication, repair, and recombination in GO-BP and KEGG were not significantly altered (Fig. S1*G*). These results suggest that the genome instability in H2B onco-mutants is not largely due to dysregulation of transcription, although we cannot rigorously exclude this possibility.

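Table S6 lists 241 genes, 231 from the GO-BP annotation and 75 from KEGG, and all were found among the deposited genes. Of the 229 tested in *htb1-G52D*, 46 were called, 41 higher and 5 lower. In *htb1-P102L*, 31 of 230 were called (24 higher, 7 lower), in *htb1-E75Q* 48 of 230 (37 higher, 11 lower), in *htb1-D67N* 36 of 228 (30 higher, 6 lower) and in *htb1-E112K* 22 of 232 (21 higher, 1 lower). None of 230 was called in *htb1-E34K*, where 52 had an unadjusted p under 0.05. Adjusted over the list alone, the counts were 46, 30, 42, 34, 22 and 0 in the same order. The called share of the list was 20.1% against 21.6% of the other tested genes in *htb1-G52D* (two-sided Fisher's exact test, p = 0.622), 13.5% against 13.4% in *htb1-P102L* (p = 1.0) and 20.9% against 21.5% in *htb1-E75Q* (p = 0.87). By the same exact test it was 15.8% against 15.2% in *htb1-D67N* (p = 0.778), 9.48% against 10.3% in *htb1-E112K* (p = 0.741) and 0% against 0.108% in *htb1-E34K* (p = 1.0, with only 5 genes called in all), and all 6 adjusted p-values were 1.0. As a set, the list was not shifted in one direction in any H2B mutant by camera, whose lowest adjusted p was 0.236 in *htb1-E34K*. The directional test of fry gave an adjusted p of 0.0271 in *htb1-E112K* and between 0.113 and 0.284 in the other 5. For changes in either direction, fry's mixed test gave an unadjusted p of 1.84e-07 in *htb1-P102L*, 3.8e-06 in *htb1-E112K* and 2.29e-05 in *htb1-D67N*. The same mixed test gave 0.000167 in *htb1-G52D*, 0.00243 in *htb1-E75Q* and 0.0681 in *htb1-E34K*. In the libraries labelled *set1*Δ it gave 1.27e-06. Both tests of fry ask whether the genes of the list change at all, not whether they change more than other genes. Where much of the genome changes, a low p is therefore not specific to this list. Total-count scaling moved the count most in *htb1-G52D*, to 97 genes of the list, where an adjusted p under 0.05 without the fold threshold gave 91, and the latter moved it most in *htb1-P102L*, to 70. *cdc22* (SPAC1F7.05), the gene of the large subunit of ribonucleotide reductase, fell from 534 ± 42.5 CPM (SD, n = 3) in WT to 96.4 ± 16.8 CPM in *htb1-P102L*, a log2 fold change of −2.44 (standard error 0.173, adjusted p = 2.62e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test it fell to 91.9 ± 33.5 CPM in *htb1-E75Q* (adjusted p = 5.9e-05) and to 241 ± 110 CPM in *htb1-G52D* (log2 fold change −1.15, adjusted p = 0.0143). In *htb1-G52D* it was not called under total counts (−0.599) or without *htb1-G52D* replicate 1 (−0.841). *cig1* (SPCC4E9.02) fell from 59.1 ± 7.99 CPM to 22.2 ± 2.42 CPM in *htb1-D67N* (log2 fold change −1.35, adjusted p = 0.000108 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but under total counts its change was −0.953. *orc1* (SPBC29A10.15) rose from 8.6 ± 1.56 CPM to 22.5 ± 2.11 CPM in *htb1-D67N* (log2 fold change 1.46, adjusted p = 0.000154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).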

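Among DNA repair and checkpoint genes that the paper uses, *mus81*, *rhp18*, *ubc13*, *pku70*, *ssb1* and *rad9* were not called in any of the 6 H2B mutants. On the opposite strand, *trs8502* overlaps 92.1% of *rhp18* and *csm1* overlaps 12.1% of *ubc13*, so their counts are uncertain. *rad3* (SPBC216.05), which overlaps *swi1* on the opposite strand, had only 10, 18 and 9 counts in WT and was called higher in all H2B mutants except *htb1-E34K* (adjusted p = 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *htb1-P102L* it rose from 0.725 ± 0.351 CPM (SD, n = 3) to 5.1 ± 0.394 CPM, a log2 fold change of 2.85 (standard error 0.308, adjusted p = 4.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest of its 5 called log2 fold changes was 2.01, in *htb1-E112K*, where the gene-length correction, chosen after seeing the data, gave 1.25. *exo1* (SPBC29A10.05), which overlaps *ely5*, rose from 4.08 ± 1.11 CPM to 13.9 ± 3.56 CPM in *htb1-G52D* (log2 fold change 1.77, adjusted p = 0.000659 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and to 12.9 ± 0.96 CPM in *htb1-P102L* (log2 fold change 1.68, adjusted p = 7.08e-05 from the same test). It was also called in *htb1-E75Q* (log2 fold change 1.12, adjusted p = 0.0102 from the same test), but not with the gene-length correction (0.904) or without WT replicate 3 (0.939) or *htb1-E75Q* replicate 2 (0.836). *rqh1* (SPAC2G11.12) rose from 2.57 ± 0.444 CPM to 8.76 ± 2.07 CPM in *htb1-P102L* (log2 fold change 1.78, adjusted p = 0.000128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and to 5.62 ± 1.36 CPM in *htb1-G52D* (log2 fold change 1.13, adjusted p = 0.00729). It was also called in *htb1-E75Q* (log2 fold change 1.42, adjusted p = 0.00319 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene-length correction lost the *rqh1* calls in *htb1-E75Q* (0.834) and *htb1-G52D* (0.633), and the latter was also lost without *htb1-G52D* replicate 1 (0.907). *rad52* (SPAC30D11.10) was called in *htb1-D67N* alone (log2 fold change 1.27, standard error 0.18, adjusted p = 0.000417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *cds1* in *htb1-G52D* and *htb1-E75Q*, *chk1* in *htb1-P102L* and *htb1-E112K*, and *tel1* in *htb1-E112K*, each higher. The gene *meu27* overlaps 57.9% of *chk1* on the opposite strand, so the counts of *chk1* are uncertain. The call of *cds1* was lost in *htb1-G52D* without *htb1-G52D* replicate 1 (0.855), and in *htb1-E75Q* without its replicate 2 (0.562), WT replicate 1 (1.04) or WT replicate 2 (0.9). Those of *chk1* were lost with the gene-length correction in both mutants (0.675 in *htb1-E112K*, 0.936 in *htb1-P102L*), and in *htb1-E112K* also without WT replicate 1 (0.932) or *htb1-E112K* replicate 1 (0.916). That of *tel1* was lost with the gene-length correction (0.801) and whenever a library other than WT replicate 1 was left out (1.2 without WT replicate 2). From the expression of the genes annotated for DNA replication, repair and recombination, the paper proposes that dysregulated transcription is not the main source of the genome instability, and adds that this possibility cannot be rigorously excluded.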

### The DNA synthesis defect during damaged fork stalling and restart in the *htb1-G52D* and *htb1-P102L* mutants

To gain insights into the mechanisms contributing to genomic instability in H2B onco-mutants, we focused on studies of the *htb1-G52D* and *htb1-P102L* mutants. Their equivalent mutation sites in human cancers are H2BG53 and H2BP103, respectively, and their mutation frequencies are ranked second and 11th among all H2B mutation sites, respectively (9). H2BG53D and H2BP103L are the main mutation types that have not been intensely studied but exhibit strong phenotypes in our genetic screen.

To independently test whether the *htb1-G52D* and *htb1-P102L* cells were sensitive to strand breaks by DNA damage directly, these mutants were subjected to ionizing radiation (IR). We found that the *htb1-G52D* mutant was sensitive to IR whereas the *htb1-P102L* mutant was less sensitive (Fig. S2*A*), which resembled their response to genotoxic drugs. Because their growth was temperature-sensitive, we tested whether temperature affects the DNA damage response of the *htb1-G52D* and *htb1-P102L* mutants by performing the MMS spot assays at permissive temperature (25 °C) and semi-restrictive temperature (33 °C) (Fig. S2*B*). Both *htb1-G52D* and *htb1-P102L* mutants were still sensitive to MMS at 25 °C and 33 °C, indicating that their *ts* is not necessary for their MMS sensitivities. In addition to the chronic exposure to MMS, we studied the survival rate of the *htb1-G52D* and *htb1-P102L* mutants under the acute treatment of MMS. Upon treatment with 0.05% MMS for 2 h and 4 h in liquid culture, the survival rate of the *htb1-G52D* and *htb1-P102L* mutants was reduced (Fig. S2*C*). Collectively, we conclude that the *htb1-G52D* and *htb1-P102L* mutants are defective in response to both replication stress and DNA damage.

Next, we used FACS to measure the amount of newly synthesized DNA as results of DNA replication under normal growth conditions and the DNA repair process under acute MMS block and release. The *htb1-G52D* and *htb1-P102L* mutants were engineered to be capable of incorporating EdU, and these strains were verified for their MMS sensitivities (Fig. S2, *D* and *E*). We first used HU to synchronize cells into the early S phase and then labeled cells with EdU in the presence and absence of MMS treatment. During EdU labeling in physiological conditions without MMS, the *htb1-G52D* and *htb1-P102L* mutants exhibited approximately 20% and 10% reduction of both number of cells with EdU incorporation and intensity of EdU signals compared with WT, respectively (Fig. 2, *A* and *B*). This implies that the *htb1-G52D* mutation affects DNA replication in the S phase, probably because of more replication stress or genomic instability. Under the MMS treatment and release conditions, the *htb1-G52D* and *htb1-P102L* mutants exhibited approximately 70% reduced number of cells with EdU incorporation and about 50% reduced intensity of EdU signals during both MMS block and release (Fig. 2, *C* and *D*). These defects are not caused by delay of the cell growth in the fork stalling and restart during MMS block and release because the *htb1-G52D* and *htb1-P102L* cells exhibited no significant difference in growth rate compared with the WT during MMS block and release (Fig. S2, *F* and *G*). To avoid potential complications from HU synchronization, we also performed similar experiments without HU treatment and synchronization. Consistently, the *htb1-G52D* cells displayed fewer EdU incorporation and lower EdU intensity than the WT in the physiological condition (Fig. 2, *E* and *F*). Under MMS block and release conditions, the *htb1-G52D* and *htb1-P102L* mutations also reduced EdU signals under MMS and delayed EdU synthesis after release (Fig. 2, *G* and *H*).

**Figure 2:**
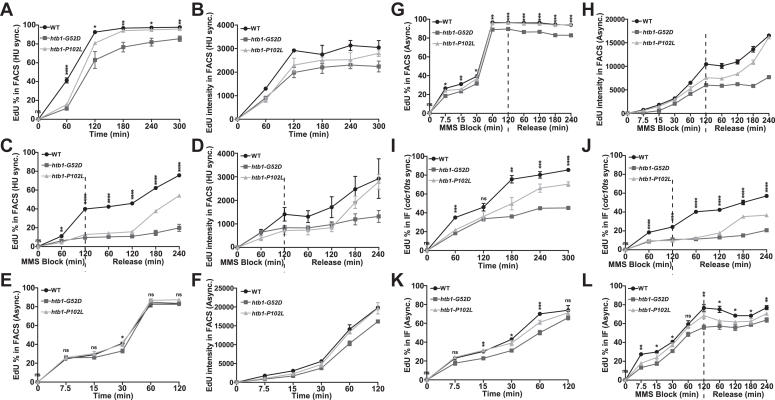
**Measurement of DNA synthesis using EdU incorporation in the *htb1-G52D* and *htb1-P102L* mutants under normal and MMS block/release conditions.***A*–*D*, EdU-incorporating strains of WT (J2172), *htb1-G52D* (YGF281), and *htb1-P102L* (YGF282) were synchronized into early S phase by 12 mM HU treatment, and then labeled with EdU at the indicated time points under normal condition (*A* and *B*) and 0.05% MMS block and release condition (*C* and *D*). *E*–*H*, the asynchronized cells were labeled with EdU at the indicated time points under normal conditions (*E* and *F*) and 0.05% MMS block and release condition (*G* and *H*). The percentages of cells with positive EdU signals (*A*, *C*, *E*, and *G*) and the mean intensities of EdU signals (*B*, *D*, *F*, and *H*) were analyzed with FACS. *I* and *J*, the *cdc10* mutant cells were synchronized into the G1 phase by incubating at 36 °C for 6 h and then released into the S phase by incubating at 25 °C for 1 h. The S phase cells were labeled with EdU at the indicated time points under normal condition (*I*) and 0.05% MMS block and release condition (*J*). *K* and *L*, the asynchronized cells were labeled with EdU at the indicated time points under normal condition (*K*) and 0.05% MMS block and release condition (*L*). The percentages of cells with positive EdU signals were observed with immunofluorescence (IF) (*I*–*L*). MMS block is shown on the *left* of the *dotted line*, and then release into normal condition is shown on the right. Three independent biological repeats are averaged and error bars represent SEMs. One-way ANOVA is statistically performed at each time point for the percentages of EdU-positive cells.

In addition to FACS analysis, we observed EdU-positive cells by immunofluorescence (IF). Because HU causes replication stress which may complicate analysis, the *cdc10ts* cells were synchronized at G1 and released into the S phase. The result of IF demonstrated that the *htb1-G52D* and *htb1-P102L* mutants in the S phase exhibited approximately 40% and 20% reduction of cell percentage with EdU compared with WT, respectively (Fig. 2*I*). Under the MMS block and release conditions, the *htb1-G52D* and *htb1-P102L* mutants in S phase exhibited approximately 60% reduced number of cells with EdU during the MMS block and delayed about 70% rate of EdU re-synthesis after MMS release (Fig. 2*J*). For the asynchronized cells, we observed similar results but with smaller differences between *htb1-G52D/P102L* and WT cells with and without MMS (Fig. 2, *K* and *L*). These IF results were consistent with the previous FACS results. Together, the data suggest that replication stress results in defective fork stalling and delayed fork repair or recovery in the *htb1-G52D* and *htb1-P102L* mutants.

### Genetic interaction analysis indicates defective Rad51-mediated HR repair in the *htb1-G52D* and *htb1-P102L* mutants

We then performed the genetic interaction analyses to identify the potential defective pathways in the *htb1-G52D* and *htb1-P102L* mutants in response to replication and DNA damage by constructing double mutants with the mutations of the genes involved in DNA damage checkpoint, repair, and tolerance.

Following replication stress and DNA damage, checkpoint signaling is first activated to arrest cell cycle progression. The upstream sensor kinases Rad3 (ATR) and Tel1 (ATM) phosphorylate H2AS128/S129, which is also termed γH2A, and consequently activate the downstream effector kinases Chk1 (CHK1) and Cds1 (CHK2). We found that *chk1*Δ and *cds1*Δ, which are the null mutants of *chk1*^+^ and *cds1*^+^, together with *htb1-G52D* and *htb1-P102L* showed synergistic MMS and CPT or HU sensitivities compared with either single mutant (Fig. 3, *A* and *B*), suggesting that the *htb1-G52D* and *htb1-P102L* mutations were independent of the intact checkpoint functions in response to MMS. To independently test this speculation, we calculated the septation indices as indications of cell cycle phases of *htb1-G52D*, *htb1-P102L*, and their double mutants with *chk1*Δ and *cds1*Δ under MMS block and release. We found that the septation indices in the *htb1-G52D* and *htb1-P102L*, but not *rad3*Δ mutants, were reduced in response to MMS, implying that their checkpoint kinases especially for Rad3 was efficiently activated (Fig. S3*A*). Besides, the arrested cell cycle of the double mutants *cds1*Δ *htb1-G52D* and *cds1*Δ *htb1-P102L* indicated that Chk1 was activated by MMS and not affected by *htb1-G52D* and *htb1-P102L* mutations (Fig. S3*B*). The septation indices of *chk1*Δ *htb1-G52D* and *chk1*Δ *htb1-P102L* after MMS treatment were unchanged (Fig. S3*B*). Since Chk1 appears to be the dominant effector kinase in response to MMS, we cannot conclude that Cds1 is not affected. Accordingly, we conducted the assay of phosphorylation band shift. After the validation of MMS sensitivities in the *htb1-G52D* and *htb1-P102L* strains with either Chk1-HA and Cds1-HA (Fig. S3*C*), the immunoblots demonstrated that Chk1 and Cds1 were normally phosphorylated after MMS block and release, further supporting that checkpoint activation and maintenance remain functional in the *htb1-G52D* and *htb1-P102L* mutants (Fig. S3, *D* and *E*).

**Figure 3:**
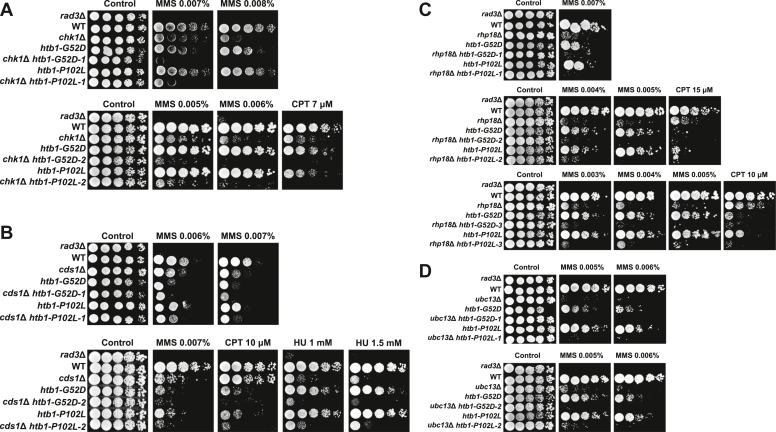

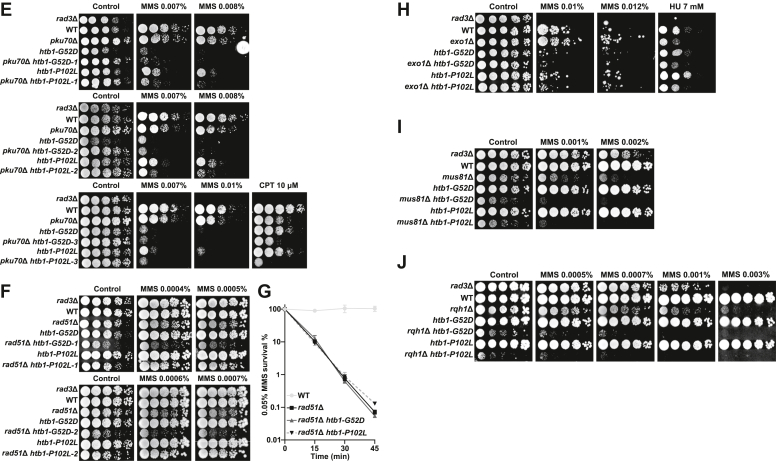
**Genetic interactions between *htb1-G52D/P102L* and indicated mutants.***A*, MMS and CPT sensitivities of *chk1*Δ (Ets12), *chk1*Δ *htb1-G52D* (YGF291), and *chk1*Δ *htb1-P102L* (YGF292) mutants. *B*, MMS, CPT, and HU sensitivities of *cds1*Δ (Ets13), *cds1*Δ *htb1-G52D* (YGF287), and *cds1*Δ *htb1-P102L* (YGF288) mutants. *C*, MMS and CPT sensitivities of *rhp18*Δ (FY20976), *rhp18*Δ *htb1-G52D* (YGF299), and *rhp18*Δ *htb1-P102L* (YGF300) mutants. *D*, MMS sensitivities of *ubc13*Δ (FY20970), *ubc13*Δ *htb1-G52D* (YGF295), and *ubc13*Δ *htb1-P102L* (YGF296) mutants. *E*, MMS and CPT sensitivities of *pku70*Δ (YGF266), *pku70*Δ *htb1-G52D* (YGF293), and *pku70*Δ *htb1-P102L* (YGF294) mutants. *F*, MMS sensitivities of *rad51*Δ (FY18537), *rad51*Δ *htb1-G52D* (YGF301), and *rad51*Δ *htb1-P102L* (YGF302) mutants. *G*, the viability of *rad51*Δ (FY18537), *rad51*Δ *htb1-G52D* (YGF301), and *rad51*Δ *htb1-P102L* (YGF302) under 0.05% MMS treatment. Three independent biological repeats are averaged and SD is shown as the error bar. *H*, MMS and HU sensitivities of *exo1*Δ (YGF357), *exo1*Δ *htb1-G52D* (YGF358), and *exo1*Δ *htb1-P102L* (YGF359) mutants. *I*, MMS sensitivities of *mus81*Δ (YGF396), *mus81*Δ *htb1-G52D* (YGF397), and *mus81*Δ *htb1-P102L* (YGF398) mutants. *J*, MMS sensitivities of *rqh1*Δ (YGF393), *rqh1*Δ *htb1-G52D* (YGF394), and *rqh1*Δ *htb1-P102L* (YGF395) mutants. Two or three repeated experiments with independent biological transformants of double mutants were shown in the indicated panels.

In addition to checkpoint, DNA damage tolerance like post-replication repair (PRR) and DNA damage repair such as non-homologous end join (NHEJ) and homologous recombination (HR), are also involved in MMS damage response (49). The null mutations of PRR genes, which are *rhp18*Δ (involved in translesion synthesis) (Fig. 3*C*) and *ubc13*Δ (involved in template switching) (Fig. 3*D*), might show mildly synergistic or additive sensitivities in response to MMS or CPT when combined with the *htb1-G52D/P102L* mutations. In addition to colony formation of *rhp18*Δ related mutants in MMS, we also observed that the cell cycle progression of two double mutants, *rhp18*Δ *htb1-G52D* and *rhp18*Δ *htb1-P102L*, which was indicated by their septation indices, was delayed compared with either single mutant after MMS release (Fig. S3, *A* and *F*). The results suggest that the *htb1-G52D* and *htb1-P102L* mutants influence both *rhp18/ubc13*-dependent PRR and -independent HR pathways in response to MMS-induced replication stress. Moreover, the deletion of NHEJ gene *pku70*^+^ with the *htb1-G52D* and *htb1-P102L* mutants also exhibited synergistic defects under MMS and CPT (Fig. 3*E*). In contrast, the null mutations of the HR genes *rad51*^+^ recombinase (Fig. 3, *F* and *G*) and *exo1*^*+*^ exonuclease (Fig. 3*H*) failed to show synergistic MMS or HU sensitivities with the *htb1-G52D* and *htb1-P102L* mutations. Taken together, these data suggest that the *htb1-G52D* and *htb1-P102L* mutants mainly affect the Rad51-dependent HR under MMS.

HR can be further divided into several sub-pathways, *i*.*e*., replication fork repair/restart by HR, also called break-induced replication (BIR), classical DSB repair (DSBR), and Rad51-independent single-strand annealing (SSA) (50). In addition to Rad51-mediated DSB repair, replication fork repair or restart by HR could be another pathway in the *htb1-G52D* and *htb1-P102L* cells in response to MMS. We found that the *htb1-G52D* and *htb1-P102L* mutations negatively interacted with the deletion of the Holliday junction resolvase *mus81*^*+*^ and RecQ helicase *rqh1*^*+*^, which are important for replication fork repair *via* HR under MMS (Fig. 3, *I* and *J*). This indicates that Rad51-dependent HR, but not Mus81-dependent HR and Rqh1-dependent HR, is the key defective pathway in the *htb1-G52D* and *htb1-P102L* cells under MMS.

### The *htb1-G52D* and *htb1-P102L* mutants are defective in HR repair

To independently test the findings of the genetic interaction analyses, we monitored the levels of γH2A during MMS block and release, which is an important marker of replication stress and DNA damage (51, 52). Immunoblots demonstrated that the levels of γH2A in the WT cells were increased after MMS treatment and decreased after MMS release (Figs. 4*A* and S4*A*). In contrast, γH2A levels in the *htb1-G52D* (Figs. 4*B* and S4*B*) and *htb1-P102L* cells (Figs. 4*C* and S4*C*) were induced after MMS treatment, but failed to decrease, and remained at the similar induced levels after MMS release, suggesting that the *htb1-G52D* and *htb1-P102L* mutations delayed the DNA repair.

**Figure 4:**
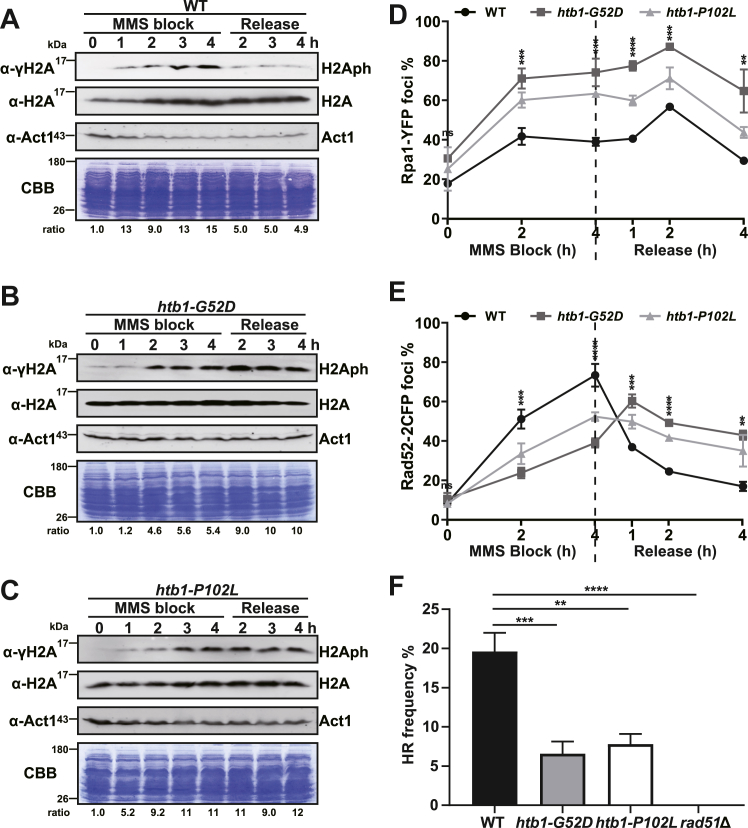
**Determination of levels of γH2A, RPA, and Rad52 markers during MMS block and release as well as HR frequency in the *htb1-G52D* and *htb1-P102L* mutants.***A*–*C*, the immunoblots of γH2A and H2A abundance during 0.05% MMS block and release at the indicated time points in WT (TK8) (*A*), *htb1-G52D* (YGF277) (*B*) and *htb1-P102L* (YGF279) (*C*) strains. The γH2A signal normalized to H2A signal is used to calculate the ratio of the indicated time points to 0 h. *D* and *E*, the percentage of Rpa1-YFP foci (*D*) and Rad52-2CFP foci (*E*) in WT (DY2407), *htb1-G52D* (YGF276), and *htb1-P102L* (YGF278) cells under 0.05% MMS block and release at the indicated time points. The percentage of foci is averaged from three independent biological repeats. Error bars represent SDs. One-way ANOVA is statistically performed at each time point. *F*, determination of HR frequencies in WT (TK8), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), and *rad51*Δ (FY14135) strains. HR efficiency is calculated as the percentage of the number of Leu^+^ colonies relative to the number of Ura^+^ colonies. Results are averaged from three independent biological repeats. Error bars represent SEMs. One-way ANOVA is statistically performed for multiple comparisons between the indicated samples and WT.

In addition to the γH2A levels, we also used the fluorescent microscope to observe the numbers of Rpa1 and Rad52 foci in the *htb1-G52D* and *htb1-P102L* cells during MMS block and release. Rpa1-YFP and Rad52-2CFP contained in the *htb1-G52D* and *htb1-P102L* mutants were validated for MMS sensitivity (Fig. S4*D*). We then observed that the percentage of Rpa1 foci in the *htb1-G52D* and *htb1-P102L* cells was higher than that in WT cells throughout MMS treatment and release (Fig. 4*D*), suggesting that the *htb1-G52D* and *htb1-P102L* cells contain more RPA-coated ssDNA that might be due to inefficient repair under spontaneous and induced damage conditions. Therefore, normal replicating genomes of the *htb1-G52D* and *htb1-P102L* cells might be unstable and become more severe after fork damage. In addition to Rpa1 foci, the percentage of Rad52 foci in the *htb1-G52D* and *htb1-P102L* cells was slowly increased compared with that in WT cells under MMS treatment, suggesting that the function of Rad52 in Rad51 recruitment was compromised during HR repair. After MMS release, the percentage of Rad52 foci in the *htb1-G52D* and *htb1-P102L* cells remained at higher levels compared with that of WT cells (Fig. 4*E*). The change in the percentage of Rpa1 and Rad52 foci was not due to the change in their abundance of total protein (Fig. S4*E*). Together, these data imply that Rad52-dependent HR repair is compromised in the *htb1-G52D* and *htb1-P102L* cells.

To further investigate these implications, we directly measured the frequency of HR repair. We transformed the *leu1-32 ura4-D18* cells with the *leu1* fragments which generate Leu^+^ by HR repair, and with the *ura4*^+^ plasmids which are used for the normalization of transformation efficiency. The frequency of HR was calculated as the number of Leu^+^ transformants divided by that of Ura^+^ transformants. We found that the HR frequency of the positive control *rad51*Δ was very low as expected, and the HR frequency was also reduced in the *htb1-G52D* and *htb1-P102L* mutants (Fig. 4*F*). HR operates in S and G2 phases of the cell cycle in *S. pombe*. The reduced HR frequency appears not to be caused by the shortening of the S phase since the *htb1-G52D* cells replicate slowly with a longer S phase and the *htb1-P102L* cells replicate with a normal S phase.

### The *htb1-G52D* and *htb1-P102L* mutants show reduced Rad51 loading onto the HO-induced DSB site

The above results motivated us to study the mechanisms of HR defects in the *htb1-G52D* and *htb1-P102L* mutants. We employed the established genetic system of P*nmt41*-HO endonuclease-induced HO cut to introduce one specific DSB site in *S. pombe* genome (53, 54, 55). We then performed ChIP experiments to investigate whether the recruitment of Rad51 to the HO-induced DSB site was compromised during HR in the *htb1-G52D* and *htb1-P102L* strains. A similar percentage (∼90%) of DSB formation was found in all the tested strains after inducing HO overexpression for 20 h (Fig. S5*A*). Subsequently, we engineered and confirmed these strains in which Rad51 was tagged with 5FLAG (Fig. S5*B*). We then validated the ChIP assay and found that Rad51-5FLAG was enriched around HO-induced DSB sites compared with the untagged strain (Fig. S5, *C* and *D*). After HO induction for 20 h instead of 0 h, the Rad51-5FLAG enrichment at 35 bp, 3.1 kb, 9.4 kb, and 20 kb away from the DSB site, was reduced in the *htb1-G52D* and *htb1-P102L* cells compared with the WT (Fig. 5, *A–D*). The Rad51-5FLAG enrichment and its reduction around DSB sites in the *htb1-G52D* and *htb1-P102L* cells failed to occur at *act1*^+^ locus, which has no induced DSB (Fig. S5*E*). This suggests that compromised Rad51 enrichment at DNA break ends is responsible for the HR defects of the *htb1-G52D* and *htb1-P102L* mutants.

**Figure 5:**
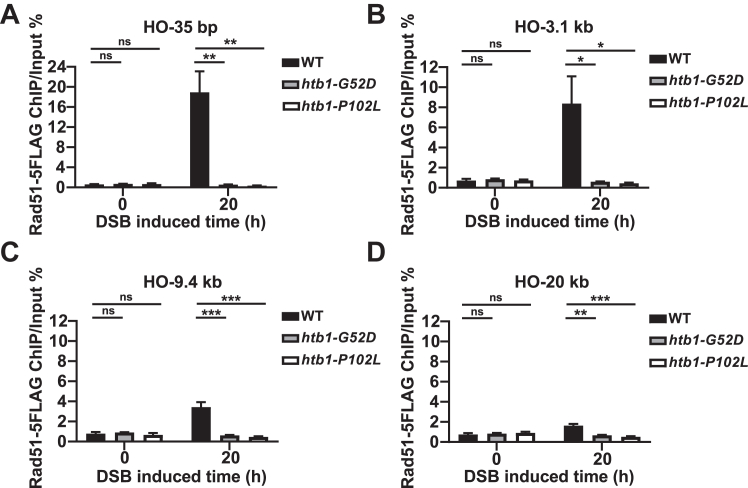
**The recruitment of Rad51aroundthe HO-induced DSB site in the *htb1-G52D* and *P102L* mutant.***A*–*D*, the ChIP-qPCR analysis of Rad51-5FLAG enrichment in WT (YGF466), *htb1-G52D* (YGF462), and *htb1-P102L* (YGF463) at 35 bp (*A*), 3.1 kb (*B*), 9.4 kb (*C*), and 20 kb (*D*) adjacent to the HO-induced DSB site after HO-induced 0 h and 20 h. The fold change is shown as the normalization of the enrichment in the indicated mutants to the WT at HO-induced 0 h and 20 h, separately. The data from three independent biological repeats are averaged. Error bars represent SEMs. One-way ANOVA is used for multiple comparisons between the indicated samples and WT at HO-induced 0 h and 20 h.

### The *htb1-G52D* and *htb1-P102L* mutants show histone retention around the local HO-induced DSB site and exhibit the relaxed global chromatin

To study whether the decreased enrichment of Rad51 at the HO-induced DSB site is due to a change in histone or nucleosome occupancy during HR in the *htb1-G52D* and *htb1-P102L* mutants, we first verified that these mutations failed to affect the total abundance of H2B and H3 in the presence and absence of MMS treatment (Fig. S6, *A* and *B*). We then performed the ChIP experiments to measure the H2B enrichment representing local nucleosome occupancy near the HO-induced DSB site. Initially, we used a commercial polyclonal antibody of H2B for the ChIP assay. The amount of H2B enrichment in the *htb1-G52D* cells relative to the WT was slightly increased at 35 bp, 9.4 kb, and significantly increased at 3.1 kb, 20 kb away from the HO-induced DSB site compared with the un-induced condition (Fig. S6, *C*–*F*), but was not altered at *act1*^+^ gene (Fig. S6*G*). The amount of H2B enrichment in the *htb1-P102L* cells relative to the WT appeared to be increased but displayed large variations. To avoid non-specific binding and variations using the polyclonal antibody of H2B for ChIP, we successfully tagged H2B at the C-terminal with 5FLAG in the *htb1*^+^ and *htb1-P102L* strains but failed in the *htb1-G52D* strain, probably due to the synthetic lethality of *htb1-G52D-5FLAG.* The H2B-5FLAG ChIP experiments demonstrated that the amount of H2B-5FLAG enrichment in the *htb1-P102L* cells relative to the WT was significantly increased at 35 bp, 3.1 kb, 9.4 kb, and 20 kb away from the HO-induced DSB site compared with the un-induced condition (Fig. 6, *A*–*D*), but was not changed at *act1*^+^ locus (Fig. S6*H*). According to the previous result which shows that reduced Rad51 loading in H2Bub deficient cells is due to decreased histone eviction during end resection in budding yeast (56), we propose that reduced histone eviction or histone retention caused by the *htb1-G52D* and *htb1-P102L* mutations during end resection is also responsible for their HR defects.

**Figure 6:**
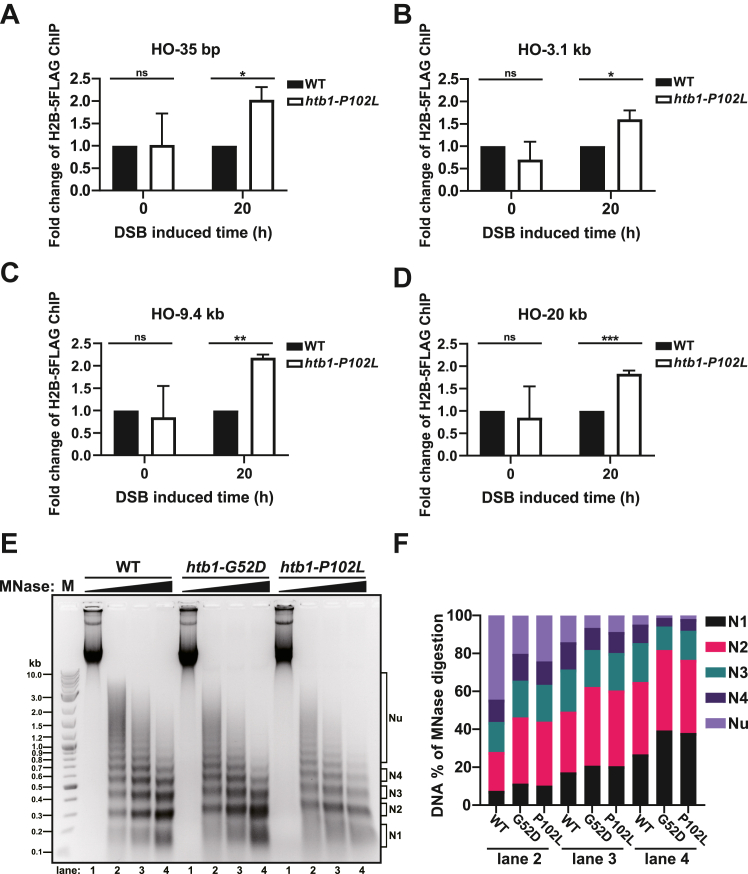
**The association of nucleosomes near the HO-induced DSB site in the *htb1-G52D* and *P102L* mutant.***A*–*D*, the ChIP-qPCR analysis of H2B-5FLAG enrichment at 35 bp (*A*), 3.1 kb (*B*), 9.4 kb (*C*), and 20 kb (*D*) adjacent to the HO-induced DSB site after HO-induced 0 h or 20 h. The fold change of H2B-5FLAG enrichment in the *htb1-P102L* (YGF492) relative to WT (DY49) is shown at HO-induced 0 h and 20 h, separately. The data from two or three independent biological repeats are averaged. Error bars represent SEMs. Student’s *t* test is used for comparing *htb1-P102L* with WT at HO-induced 0 h or 20 h. *E*, the DNA gel after MNase digestion of chromatin from WT (TK8), *htb1-G52D* (YGF277), and *htb1-P102L* (YGF279) strains is shown. N indicates the nucleosome DNA band; Nu indicates nucleosome DNA bands in the upper gel. *F*, quantification of nucleosomal DNA bands in lanes 2 to 4.

In addition to the local nucleosome occupancy, we also investigated whether global nucleosome occupancy or general chromatin architecture was affected by the *htb1-G52D* and *htb1-P102L* mutations. The *htb1-G52D* mutation occurs at the DNA binding loop L1 in the H2B fold domain, and changing from a neutral to a negative charge may attenuate the H2B-DNA interaction. The *htb1-P102L* mutation is located in the junction between α-helix α3 and αC near the H2B fold domain, and changing to an aliphatic hydrophobic side chain may interfere with H2B-H2A interaction. Consistently, MNase digestion assay revealed that the chromatin in the *htb1-G52D* and *htb1-P102L* mutants was digested more readily than that of WT, suggesting that their unstable nucleosomes make global chromatin structure more relaxed (Fig. 6, *E* and *F*). Results from another independent biological repeat were consistently shown (Fig. S6, *I* and *J*). These data also agree with the previous study demonstrating that H2BG53D relaxes global chromatin in human cells (57), and explain our finding that the expression of most genes is upregulated in the *htb1-G52D* and *htb1-P102L* mutants. 

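In the RNA-seq libraries, 54.6% of the 4894 genes tested in *htb1-G52D* and 51.7% of the 4862 tested in *htb1-P102L* had a log2 fold change above 0 against WT under TMM. This share of tested genes higher than in WT depended on how the libraries were scaled. Under total counts it was 83.2% in *htb1-G52D* and 74.2% in *htb1-P102L*, and with the deposited FPKM means it was 83.2% and 74.0%. With DESeq2's size factors it was 51.1% and 49.5%. With the gene-length correction, chosen after seeing the data, it was 48.0% and 44.4%. With each of the 6 libraries left out in turn under TMM, it stayed between 52.1% and 55.6% in *htb1-G52D* and between 49.5% and 52.8% in *htb1-P102L*. TMM and DESeq2's size factors set the centre of the fold changes near 0 by construction, so they cannot show a rise shared by most genes, and total counts show each gene's share of the library, not its amount per cell. In the authors' deposited table, 94.0% of the DEGs in *htb1-G52D* and 89.9% of those in *htb1-P102L* are higher than in WT.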

Taken together, we conclude that the *htb1-G52D* and *htb1-P102L* mutations affect both local nucleosome occupancy around DNA break sites and global chromatin structure.

### The defect in H2B deubiquitination suppresses the genomic instability of the *htb1-G52D* and *htb1-P102L* mutants

To further dissect the direct mechanism by which the *htb1-G52D* and *htb1-P102L* mutations cause the defect in HR repair, we attempted to isolate *ts* suppressors of the *htb1-G52D* mutant and determined whether the *ts* suppressors also rescued its genotoxic sensitivity or genomic instability. We isolated several *htb1-G52D* colonies that grew at the restrictive temperature of 36 °C due to spontaneous mutations. After purifying these colonies, they were subjected to the spot assay for suppressor confirmation and classification of suppression extent. After PCR and sequencing the *htb1*^+^ gene to exclude the possible revertant of *htb1-G52D* itself and intragenic mutations, we selected some strong extragenic suppressors. Tetrad dissection analysis suggested that these extragenic suppressors were likely single gene mutations. Genome re-sequencing revealed that the strongest suppressor was an insertion of a stop codon (TAGTGGTTTTTG nucleotides) behind the amino acid Leu408 in the ubiquitin protease domain of the deubiquitinase Ubp8. This suppressor was named as *ubp8-1* (Fig. S7*A*). It was a nonsense mutation that presumably caused the loss of the deubiquitination activity. We found that *ubp8-1* rescued the defective growth of *htb1-G52D* cells in the presence of 36 °C, bleomycin, phleomycin, and UV (Fig. 7*A*). To confirm this result and test whether this also applies to *htb1-P102L*, we introduced the null mutation of *ubp8*^*+*^ into our *htb1-G52D* and *htb1-P102L* background strains. The deletion of *ubp8*^*+*^ also suppressed the sensitivities of the *htb1-G52D* and *htb1-P102L* mutants to restrictive temperature (36 °C), MMS, bleomycin, phleomycin, and UV (Figs. 7*B* and S7*B*).

**Figure 7:**
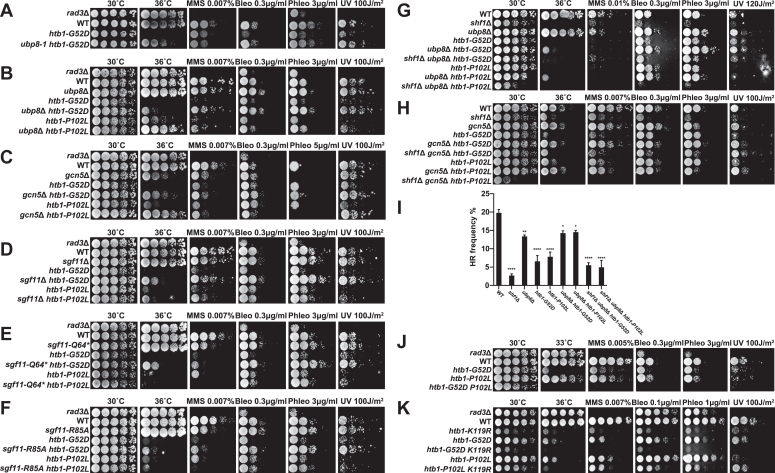
**Suppression of the genomic instability of the *htb1-G52D* and *htb1-P102L* mutants by the reduction of H2B deubiquitination.***A*, the growth of *htb1-G52D* (FY17274) cells and *ubp8-1 htb1-G52D* (YGF408) cells in the presence of 36 °C, MMS, bleomycin, phleomycin, and UV. *B*, the growth of *ubp8*Δ (YGF415), *htb1-G52D* (YGF277), *ubp8*Δ *htb1-G52D* (YGF416), *htb1-P102L* (YGF279), and *ubp8*Δ *htb1-P102L* (YGF417) cells in the presence of 36 °C, MMS, bleomycin, phleomycin, and UV. *C*, the growth of *gcn5*Δ (BN1), *htb1-G52D* (YGF277), *gcn5*Δ *htb1-G52D* (YGF418), *htb1-P102L* (YGF279), and *gcn5*Δ *htb1-P102L* (YGF419) cells in the presence of 36 °C, MMS, bleomycin, phleomycin, and UV. *D*, the growth of *sgf11*Δ (YGF482), *htb1-G52D* (YGF277), *sgf11*Δ *htb1-G52D* (YGF483), *htb1-P102L* (YGF279), and *sgf11*Δ *htb1-P102L* (YGF484) cells in the presence of 36 °C, MMS, bleomycin, phleomycin, and UV. *E*, the growth of *sgf11*-*Q64∗* (YGF485), *htb1-G52D* (YGF277), *sgf11*-*Q64∗ htb1-G52D* (YGF486), *htb1-P102L* (YGF279), and *sgf11*-*Q64∗ htb1-P102L* (YGF487) cells in the presence of 36 °C, MMS, bleomycin, phleomycin, and UV. *∗* indicates the stop codon. *F*, the growth of *sgf11*-*R85A* (YGF488), *htb1-G52D* (YGF277), *sgf11*-*R85A htb1-G52D* (YGF489), *htb1-P102L* (YGF279), and *sgf11*-*R85A htb1-P102L* (YGF490) cells in the presence of 36 °C, MMS, bleomycin, phleomycin, and UV. *G*, the growth of *shf1*Δ (YGF431), *ubp8*Δ (YGF415), *htb1-G52D* (YGF277), *ubp8*Δ *htb1-G52D* (YGF416), *shf1*Δ *ubp8*Δ *htb1-G52D* (YGF432), *htb1-P102L* (YGF279), *ubp8*Δ *htb1-P102L* (YGF417), and *shf1*Δ *ubp8*Δ *htb1-P102L* (YGF433) cells in the presence of 36 °C, MMS, bleomycin, phleomycin, and UV. *H*, the growth of *shf1*Δ (YGF431), *gcn5*Δ (BN1), *htb1-G52D* (YGF277), *gcn5*Δ *htb1-G52D* (YGF418), *shf1*Δ *gcn5*Δ *htb1-G52D* (YGF457), *htb1-P102L* (YGF279), *gcn5*Δ *htb1-P102L* (YGF419), and *shf1*Δ *gcn5*Δ *htb1-P102L* (YGF458) cells in the presence of 36 °C, MMS, bleomycin, phleomycin, and UV. *I*, the HR frequencies of *shf1*Δ (YGF431), *ubp8*Δ (YGF415), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), *ubp8*Δ *htb1-G52D* (YGF416), *ubp8*Δ *htb1-P102L* (YGF417), *shf1*Δ *ubp8*Δ *htb1-G52D* (YGF432), and *shf1*Δ *ubp8*Δ *htb1-P102L* (YGF433) cells. *J*, the growth of *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), and *htb1-G52D P102L* (YGF491) in the presence of 33 °C, MMS, bleomycin, phleomycin, and UV. *K*, the growth of *htb1-K119R* (YGF226), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), *htb1-G52D K119R* (YGF444), and *htb1-P102L K119R* (YGF442) cells in the presence of 36 °C, MMS, bleomycin, phleomycin, and UV.

Ubp8 is the catalytic component of the deubiquitination (DUB) module (Ubp8, Sgf11, Sgf73, and Sus1) in the SAGA complex, which is responsible for deubiquitinating H2Bub (58, 59). Since other modules in the SAGA complex and other components of the DUB module are required for the deubiquitination activity of Ubp8 (60), we studied the effects of perturbation of the histone acetylation (HAT) module and Sgf11 in the DUB module on the phenotypes of the *htb1-G52D* and *htb1-P102L* cells. The absence of Gcn5, the catalytic subunit of the HAT module, suppressed the response of the *htb1-G52D* and *htb1-P102L* cells to restrictive temperature and DNA damage (Fig. 7*C*). Because Gcn5 in the HAT module of the SAGA complex acetylates histone H3 and H2B, the suppression mechanism of *gcn5*Δ is possibly attributed to the elevated acetylation levels of H3 and H2B in the *htb1-G52D* and *htb1-P102L* cells. However, the levels of H3K9ac and H2BK5acK10acK15ac were not altered in the *htb1-G52D* and *htb1-P102L* mutants (Fig. S7*C*). This implies that suppression of *htb1-G52D* and *htb1-P102L* mutants depends on the loss of deubiquitination but not the acetylation function of the SAGA complex. In addition to catalytic subunits Ubp8 and Gcn5, non-catalytic subunit Sgf11 interacts with nucleosomal DNA and an acidic patch of the nucleosome and is required for H2BK119 recognition by Ubp8 (61, 62). We found that *sgf11*Δ also reversed the sensitivity of the *htb1-G52D* to restrictive temperature and DNA damage, but failed in *htb1-P102L* cells (Fig. 7*D*). Since the Zinc Finger (ZnF) domain of Sgf11 is responsible for the interaction between the SAGA complex and nucleosome, we made its nonsense mutation *sgf11-Q64∗*, which causes an Sgf11 truncation of ZnF domain (Fig. S7*D*). The *sgf11-Q64∗* mutation rescued the defects of the *htb1-G52D* rather than *htb1-P102L* in response to restrictive temperature and DNA damage (Fig. 7*E*). Furthermore, we constructed a missense mutation *sgf11-R85A* (Fig. S7*D*), which occurs in the ZnF domain and disrupts the interaction between Sgf11 and the nucleosome without affecting the integrity of the SAGA complex (61). The *sgf11-R85A* mutation also suppressed the defects of the *htb1-G52D* instead of *htb1-P102L* in response to restrictive temperature and DNA damage (Fig. 7*F*). These findings suggest that the *htb1-G52D* mutation, not *htb1-P102L*, affects the interaction between the DUB module of SAGA complex and the nucleosome. These suppressions were not due to the detrimental effects of expression levels of *ubp8*^+^, *gcn5*^+^, and *sgf11*^+^ in the *htb1-G52D* and *htb1-P102L* cells, given that the abundance of *ubp8*^+^, *gcn5*^+^ and *sgf11*^+^ transcripts was not significantly altered in the *htb1-G52D*, *htb1-P102L*, and even other H2B onco-mutants (Table S7).

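*ubp8* (SPAC13A11.04c), which partly overlaps *mcp7* on the opposite strand, was at 4.76 ± 0.739 CPM (SD, n = 3) in WT and at 5.69 ± 0.46 CPM in *htb1-G52D*, a log2 fold change of 0.26 (standard error 0.207, adjusted p = 0.33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *htb1-P102L* it was at 5.41 ± 0.165 CPM (log2 fold change 0.21, adjusted p = 0.385 from the same test). *sgf11* (SPAC57A10.14) changed from 14.3 ± 1.81 CPM to 13.1 ± 2.04 CPM in *htb1-G52D* (log2 fold change −0.13, adjusted p = 0.577 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and to 16.1 ± 2.99 CPM in *htb1-P102L* (0.20, adjusted p = 0.36). These differences were smaller than the spread between the libraries or close to it. *gcn5* (SPAC1952.05), whose end overlaps SPAC1952.06c, rose from 2.23 ± 0.631 CPM to 4.06 ± 0.696 CPM in *htb1-G52D*, with a log2 fold change of 0.86 (standard error 0.29, adjusted p = 0.0361 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that lies under the 2-fold threshold. It passed that threshold under total counts (1.52) and when WT replicate 3 was left out (1.1). In *htb1-P102L*, *gcn5* was at 2.83 ± 0.724 CPM (log2 fold change 0.37, adjusted p = 0.334 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the other 4 H2B mutants none of these 3 genes was called over all genes. Of their comparisons there, an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was reached by *ubp8* and *gcn5* in *htb1-D67N* (log2 fold changes 0.66 and 0.88, adjusted p = 0.0423 and 0.0327) and *sgf11* in *htb1-E112K* (0.46, adjusted p = 0.04). In *htb1-E34K*, *gcn5* rose to 4.44 ± 0.228 CPM (log2 fold change 1.02, adjusted p = 0.174 over all genes and 0.0392 over the 9 SAGA and HULC genes alone, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *gcn5* passed the 2-fold threshold in *htb1-D67N* without WT replicate 3 (1.13) and in *htb1-E112K* under total counts (1.04). The direction of *sgf11* in *htb1-G52D* turned positive under total counts (0.519).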

Previous work indicated that H2B appeared to be the only deubiquitinating substrate of Ubp8 in the SAGA complex in *S. pombe* (63). Hence, we reasoned that the restoration of H2Bub abundance is required for the inactivation of Ubp8 to suppress the *htb1-G52D* and *htb1-P102L* mutants. To test this hypothesis, we additionally deleted *shf1*^+^, the adaptor subunit of the H2Bub ligase complex HULC (Rhp6, Brl1, Brl2, and Shf1), resulting in a complete loss of H2Bub (64). As expected, the phenotypes of *shf1*^+^ deletion mutant *shf1*Δ were similar to that of the mutant lacking H2Bub. Besides, the *htb1-G52D* and *htb1-P102L* mutants shared similar phenotypes with *shf1*Δ (Fig. 7, *G* and *H*), suggesting that they also affect H2Bub. Interestingly, we found that *shf1*Δ alleviated the suppression effects of *ubp8*Δ (Figs. 7*G* and S7*E*) and *gcn5*Δ (Fig. 7*H*) on the restrictive temperature and DNA damage sensitivities of the *htb1-G52D* and *htb1-P102L* cells. In addition, the HR frequencies of *htb1-G52D* and *htb1-P102L* were reduced like *shf1*Δ, and restored in the absence of *ubp8*^+^, but reduced again after further deleting *shf1*^+^ (Fig. 7*I*). Collectively, these genetic data motivate us to hypothesize that the restoration of H2Bub is the major reason of the suppression of the *htb1-G52D* and *htb1-P102L* mutants, and the deficiency of H2Bub is the key mechanism for their genomic instability.

If H2Bub is the common effector of the *htb1-G52D* and *htb1-P102L* mutations, we speculate that the *htb1-G52D P102L* double mutant would have more severe defects than either single mutant. We did find that it exhibited the synergistic sensitivity to semi-restrictive temperature and DNA damage (Fig. 7*J*), supporting that the two onco-mutations have distinct mechanisms for reducing H2Bub. Next, we asked whether affecting H2Bub is the only mechanism underlying the *htb1-G52D* and *htb1-P102L* mutants by combining them with the null mutant of H2Bub *htb1-K119R*. As expected, the phenotypes of *htb1-G52D* and *htb1-P102L* were less severe than that of *htb1-K119R*. The phenotype of the *htb1-P102L K119R* double mutant resembled that of *htb1-K119R*, implying that H2Bub is the dominant effector for the *htb1-P102L* mutation. Unexpectedly, the *htb1-G52D* combined with the *htb1-K119R* exhibited enhanced sensitivity to restrictive temperature and DNA damage (Fig. 7*K*), suggesting that affecting H2Bub is not the sole mechanism for the phenotype of the *htb1-G52D* mutant. Since the *htb1-G52D* is a strong *ts* mutant and affects the chromatin structure, we speculate that the defects in both H2Bub and chromatin structure are responsible for the genomic instability of the *htb1-G52D* mutant.

### The levels of H2Bub are reduced in the *htb1-G52D* and *htb1-P102L* mutants and recovered in their SAGA suppressor mutants

The above genetic data prompted us to investigate the levels of H2Bub in our 16 H2B onco-mutants (Fig. 8, *A* and *B*). As expected, we found that the levels of H2Bub were decreased in the *htb1-G52D* and *htb1-P102L* mutants (Fig. 8*A*), and were additively reduced in the *htb1-G52D P102L* double mutant (Fig. 8*C*). Besides *htb1-G52D* and *htb1-P102L*, the levels of H2Bub were also reduced in the *htb1-D67N* mutant (Fig. 8*A*), which was also ranked among the top 20 of H2B mutations by frequency in a previous report (8). The deletion of *ubp8*^+^ also rescued the restrictive temperature and genotoxic sensitivities of the *htb1-D67N* mutant (Fig. S8*A*). Since the growth of the *htb1-D67N* cells was so weak that its transformation efficiency was very low, its frequency of HR could not be reliably calculated. These data suggest that the H2Bub-dependent mechanism for genomic instability applies to other H2B onco-mutants besides H2BG52D and H2BP102L.

**Figure 8:**
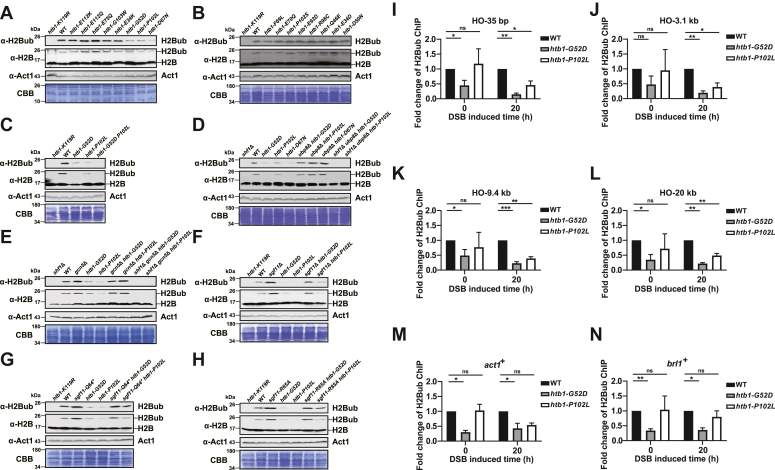
**Global and local levels of H2Bub in the indicated H2B onco-mutants and relevant suppressor mutants.***A*, immunoblots of H2Bub levels in *htb1-K119R* (YGF226), WT (TK8), *htb1-E112K* (YGF328), *htb1-E112Q* (YGF321), *htb1-E75Q* (YGF317), *htb1-G103W* (YGF318), *htb1-E34K* (YGF275), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279) and *htb1-D67N* (YGF324) cells. *B*, the immunoblots of H2Bub levels in *htb1-K119R* (YGF226), WT (TK8), *htb1-F69L* (YGF323), *htb1-E70Q* (YGF330), *htb1-P102S* (YGF325), *htb1-E92D* (YGF326), *htb1-R98C* (YGF322), *htb1-Q46E* (YGF331), *htb1-E34D* (YGF329) and *htb1-D50N* (YGF332) cells. *C*, the immunoblots of H2Bub levels in *htb1-K119R* (YGF226), WT (TK8), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), and *htb1-G52D P102L* (YGF491) cells. *D*, immunoblots of H2Bub levels in *shf1*Δ (YGF431), WT (TK8), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), *htb1-D67N* (YGF324), *ubp8*Δ *htb1-G52D* (YGF416), *ubp8*Δ *htb1-P102L* (YGF417), *ubp8*Δ *htb1-D67N* (YGF443), *shf1*Δ *ubp8*Δ *htb1-G52D* (YGF432), and *shf1*Δ *ubp8*Δ *htb1-P102L* (YGF433) cells. *E*, immunoblots of H2Bub levels in *shf1*Δ (YGF431), WT (TK8), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), *gcn5*Δ (BN1), *gcn5*Δ *htb1-G52D* (YGF418), *gcn5*Δ *htb1-P102L* (YGF419), *shf1*Δ *gcn5*Δ *htb1-G52D* (YGF457), and *shf1*Δ *gcn5*Δ *htb1-P102L* (YGF458) cells. *F*, immunoblots of H2Bub levels in *htb1-K119R* (YGF226), WT (TK8), *sgf11*Δ (YGF482), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), *sgf11*Δ *htb1-G52D* (YGF483), and *sgf11*Δ *htb1-P102L* (YGF484) cells. *G*, immunoblots of H2Bub levels in *htb1-K119R* (YGF226), WT (TK8), *sgf11*-*Q64∗* (YGF485), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), *sgf11*-*Q64∗ htb1-G52D* (YGF486), and *sgf11*-*Q64∗ htb1-P102L* (YGF487) cells. *∗* indicates the stop codon. *H*, immunoblots of H2Bub levels in *htb1-K119R* (YGF226), WT (TK8), *sgf11*-*R85A* (YGF488), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), *sgf11*-*R85A htb1-G52D* (YGF489), and *sgf11*-*R85A htb1-P102L* (YGF490) cells. *I*–*N*, the ChIP-qPCR analysis of H2Bub enrichment at 35 bp (*I*), 3.1 kb (*J*), 9.4 kb (*K*), and 20 kb (*L*) adjacent to the HO-induced DSB site, as well as at *act1*^+^ (*M*) and *brl1*^+^ (*N*) gene bodies after HO-induced 0 h or 20 h. The fold change of H2Bub enrichment in the *htb1-G52D* (YGF276) and *htb1-P102L* (YGF278) relative to WT (DY2407) is shown at HO-induced 0 h and 20 h, separately. The data from two or three independent biological repeats are averaged. Error bars represent SEMs. One-way ANOVA is used for multiple comparisons between the indicated samples and WT at HO-induced 0 h or 20 h.

Furthermore, immunoblots revealed that the levels of H2Bub were significantly restored when the *htb1-G52D*, *htb1-P102L*, and *htb1-D67N* were combined with *ubp8*Δ, but completely reduced when *shf1*^+^ was additionally deleted (Fig. 8*D*). Similar results of immunoblots were obtained for the suppressor *gcn5*Δ (Fig. 8*E*). For the SAGA non-catalytic subunit Sgf11, we also found that the *sgf11*Δ (Fig. 8*F*), *sgf11-Q64∗* (Fig. 8*G*), and *sgf11-R85A* (Fig. 8*H*) in the *htb1-G52D* significantly rescued the reduced levels of H2Bub to that of *sgf11* mutants, but failed in the *htb1-P102L* cells. Together, these provide biochemical evidence that the genomic instability and its suppression in the *htb1-G52D* and *htb1-P102L* cells is due to the loss of H2Bub and the recovery of H2Bub, respectively.

In addition to the global reduction of H2Bub levels in whole-cell protein extracts, we speculate that the levels of H2Bub around the local DNA break site are also reduced in the *htb1-G52D* and *htb1-P102L* cells because RPA recruits Bre1 (Brl1 homolog in budding yeast) to catalyze the initial DNA break-proximal H2Bub in budding yeast and Wdr70 promotes the spreading of Brl1/Brl2-mediated break-distal (several kilobases away) H2Bub in fission yeast (65, 66). To test this speculation, we performed the H2Bub ChIP experiments. Our preliminary results indicated that the antibody against H2Bub was valid for ChIP (Fig. S8*B*). We then found that the levels of H2Bub in the *htb1-G52D* and *htb1-P102L* cells were significantly reduced at 35 bp, 3.1 kb, 9.4 kb, and 20 kb away from the HO-induced DSB site (Fig. 8, *I*–*L*), but not at *centromere-I* and the intergenic region *ars2004*, which are not transcribed and lacking H2Bub (Fig. S8, *C* and *D*). Since H2Bub is widespread across the transcribed genes, we also found that the levels of H2Bub in the *htb1-G52D* cells were significantly reduced at the transcribed genes, such as *act1*^+^ and *brl1*^+^ (Fig. 8, *M* and *N*). Taken together, we conclude that the abundance of H2Bub is reduced at global and local DNA damage sites in the *htb1-G52D* and *htb1-P102L* cells.

### The recruitment of the SAGA but not the HULC complex is responsible for the reduction of H2Bub in the *htb1-G52D* mutant

Furthermore, we investigated the possible mechanism responsible for H2Bub reduction in the *htb1-G52D* and *htb1-P102L* mutants. The reduction of H2Bub could be caused by the loss of the ubiquitination function of the HULC complex and the gain of the deubiquitination function of the SAGA complex. Our RNA-seq data revealed that the RNA levels of the HULC complex subunits Rhp6, Brl1, and Brl2 were not significantly decreased (Table S7), and the protein levels of Rhp6, Brl1, Brl2, and Shf1 were also not altered in the *htb1-G52D* and *htb1-P102L* mutants (Fig. S9*A*). Additionally, we speculate that the ubiquitination activity of the HULC complex is not affected by the *htb1-G52D* and *htb1-P102L* mutations because their H2Bub are completely catalyzed by the HULC complex after inactivation of deubiquitination. To test this hypothesis, we overexpressed Brl1 (ubiquitin ligase E3) from the *adh21*^*+*^ promoter with medium strength (Fig. S9*B*), and found that it failed to suppress the restrictive temperature and genotoxic sensitivities of the *htb1-G52D* and *htb1-P102L* cells (Fig. S9*E*). Furthermore, we overexpressed Brl1 from the *nmt1*^*+*^ promoter with higher strength (Fig. S9*C*) and obtained a similar result (Fig. S9*F*). 

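The HULC genes were low in WT except *rhp6*, and none fell in *htb1-P102L* by the thresholds used. *rhp6* (SPAC18B11.07c) was at 37.2 ± 4.63 CPM (SD, n = 3) in WT, 51.0 ± 2.56 CPM in *htb1-G52D* (log2 fold change 0.46, standard error 0.141, adjusted p = 0.0264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 43.4 ± 1.82 CPM in *htb1-P102L* (0.25, adjusted p = 0.158). Under total counts its change in *htb1-G52D* was 1.13 and it was called. *brl1* (SPCC1919.15) was called higher in both mutants, from 0.962 ± 0.14 CPM in WT to 4.47 ± 1.05 CPM in *htb1-G52D* (log2 fold change 2.20, adjusted p = 0.00056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.06 ± 0.467 CPM in *htb1-P102L* (1.12, adjusted p = 0.0143). The call in *htb1-P102L* was lost without *htb1-P102L* replicate 2 (1.06) or replicate 3 (0.997). *brl2* (SPCC970.10c), which overlaps *sec8* on the opposite strand, rose from 0.597 ± 0.416 CPM to 2.76 ± 0.255 CPM in *htb1-G52D* (log2 fold change 2.23, adjusted p = 0.00427 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *htb1-P102L* it was at 1.43 ± 0.633 CPM (1.33, adjusted p = 0.0561), and it was called there without WT replicate 2 (2.01) and under total counts (1.76). *shf1* (SPAC22F8.12c), the fourth HULC gene, had 66, 42 and 59 counts in WT, 43, 71 and 47 in *htb1-P102L* (log2 fold change −0.40, adjusted p = 0.274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4, 0 and 0 in *htb1-G52D* (adjusted p = 0.000195). It lies within *plc1* on the opposite strand, so its counts are uncertain.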

We also overexpressed Rhp6 (ubiquitin-conjugating enzyme E2) from the *nmt1*^*+*^ promoter (Fig. S9*D*) and still found that their defects were not rescued (Fig. S9*G*). These genetic data suggest that the reduction of H2Bub in the *htb1-G52D* and *htb1-P102L* cells might not be attributed to decreased activity of their HULC complexes.

Since the defects of the *htb1-G52D* but not the *htb1-P102L* mutant are rescued by mutations of *sgf11*^+^, and the *htb1-G52D P102L* double mutant exhibits the synthetic defects, we hypothesize that the molecular details underlying H2Bub reduction may be distinct between the *htb1-G52D* and *htb1-P102L* mutants, and the *htb1-G52D* but not *htb1-P102L* mutant may be defective in association of the HULC or the SAGA complex with the nucleosomes. Consequently, we first tested whether the recruitment of the HULC complex subunit Brl1 onto nucleosomes was affected by the *htb1-G52D* mutation. We validated the Brl1-5FLAG ChIP experiment by demonstrating that Brl1-5FLAG in the WT was enriched at the active gene *htb1*^+^ more than that of untagged control (Fig. S9*H*). We then repeated Brl1-5FLAG ChIP and found that Brl1-5FLAG in the *htb1-G52D* was not enriched at non-transcribed region *ars2004* as expected, but similarly enriched at the indicated transcribed genes as it was in the WT (Fig. 9*A*).

**Figure 9:**
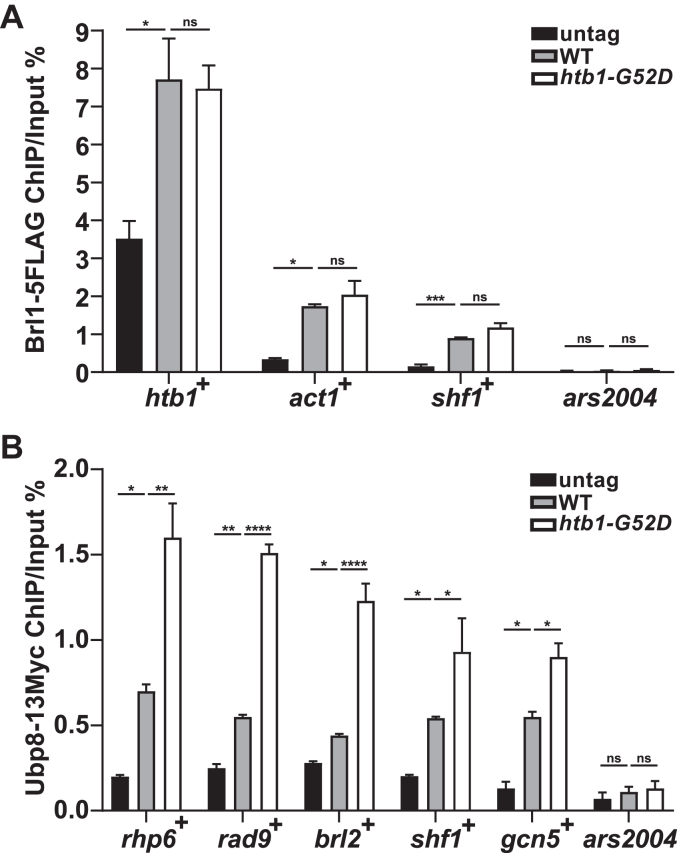
**Ubp8 in the SAGA complex but not Brl1 in the HULC complex exhibits enhanced recruitmentonto the chromatin in the *htb1-G52D* mutant.***A*, the ChIP-qPCR of Brl1-5FLAG enrichment at *htb1*^+^, *act1*^+^, *shf1*^+^, and *ars2004*. The Brl1-5FLAG enrichments from the untag (TK8), WT (YGF479), and *htb1-G52D* (YGF496) are shown as the percentages of IP DNA relative to input DNA. *B*, the ChIP-qPCR of Ubp8-13Myc enrichment at *rhp6*^+^, *rad9*^+^, *brl2*^+^, *shf1*^+^, *gcn5*^+^, and *ars2004* from the untagged control (TK8), WT (YGF502), and *htb1-G52D* (YGF503). The data from two or three independent biological repeats are averaged. Error bars represent SEMs. One-way ANOVA is used for multiple comparisons between the indicated samples and WT.

In addition to the HULC complex, we investigated whether the SAGA complex was influenced by the *htb1-G52D* and *htb1-P102L* mutations. The RNA levels of Ubp8, Sgf11, Sgf73, and Sus1 in the DUB module of the SAGA complex were not significantly changed (Table S7), and the protein levels of Ubp8 and Sgf11 were also not altered in the *htb1-G52D* and *htb1-P102L* mutants (Fig. S9*I*). Moreover, the H2B deubiquitination activity of Ubp8 in the SAGA complex may not be directly affected by the *htb1-G52D* and *htb1-P102L* mutations, since they are not close to the H2BK119 site. Thus, we speculate that they may indirectly influence the regulator subunits of the DUB module in SAGA. 

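Among the genes of the deubiquitination module, *sgf73* (SPCC126.04c), which overlaps *pus1* slightly, was at 8.0 ± 1.43 CPM (SD, n = 3) in WT, 8.79 ± 0.589 CPM in *htb1-G52D* (log2 fold change 0.14, standard error 0.185, adjusted p = 0.573 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 9.78 ± 1.75 CPM in *htb1-P102L* (0.32, adjusted p = 0.191). *sus1* (SPBC6B1.12c) fell from 2.85 ± 0.362 CPM in WT to 1.24 ± 0.452 CPM in *htb1-G52D*, a log2 fold change of −1.16 (standard error 0.345, adjusted p = 0.0219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called. All 3 *htb1-G52D* libraries lay under every WT library. The call was lost under total counts (−0.439) and when WT replicate 1 (−1.06), WT replicate 2 (−1.20), *htb1-G52D* replicate 2 (−0.958) or *htb1-G52D* replicate 3 (−1.19) was left out. In *htb1-P102L*, *sus1* was at 1.42 ± 0.383 CPM (log2 fold change −0.97, standard error 0.28, adjusted p = 0.0179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just inside the 2-fold threshold. It passed that threshold with DESeq2 (−1.02) and when WT replicate 2 (−1.02), WT replicate 3 (−1.05) or *htb1-P102L* replicate 3 (−1.23) was left out. Over the 9 SAGA and HULC genes that the paper names (*ubp8*, *gcn5*, *sgf11*, *sgf73*, *sus1*, *rhp6*, *brl1*, *brl2* and *shf1*), 4 were called in *htb1-G52D* and 1 in *htb1-P102L*, and the counts adjusted over the list alone were also 4 and 1. Adjusted over all genes, 4 were called in *htb1-D67N*, 4 in *htb1-E75Q*, 3 in *htb1-E112K* and 0 in *htb1-E34K*. *sus1* was also called lower in *htb1-D67N* (log2 fold change −1.18, adjusted p = 0.00719) and *htb1-E75Q* (−1.44, adjusted p = 0.0168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test *sgf73* was called lower in *htb1-D67N* (−1.15, adjusted p = 0.00218). *sus1* was not called in *htb1-E112K* (−0.61) or *htb1-E34K* (−0.14).

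**Figure D1:**
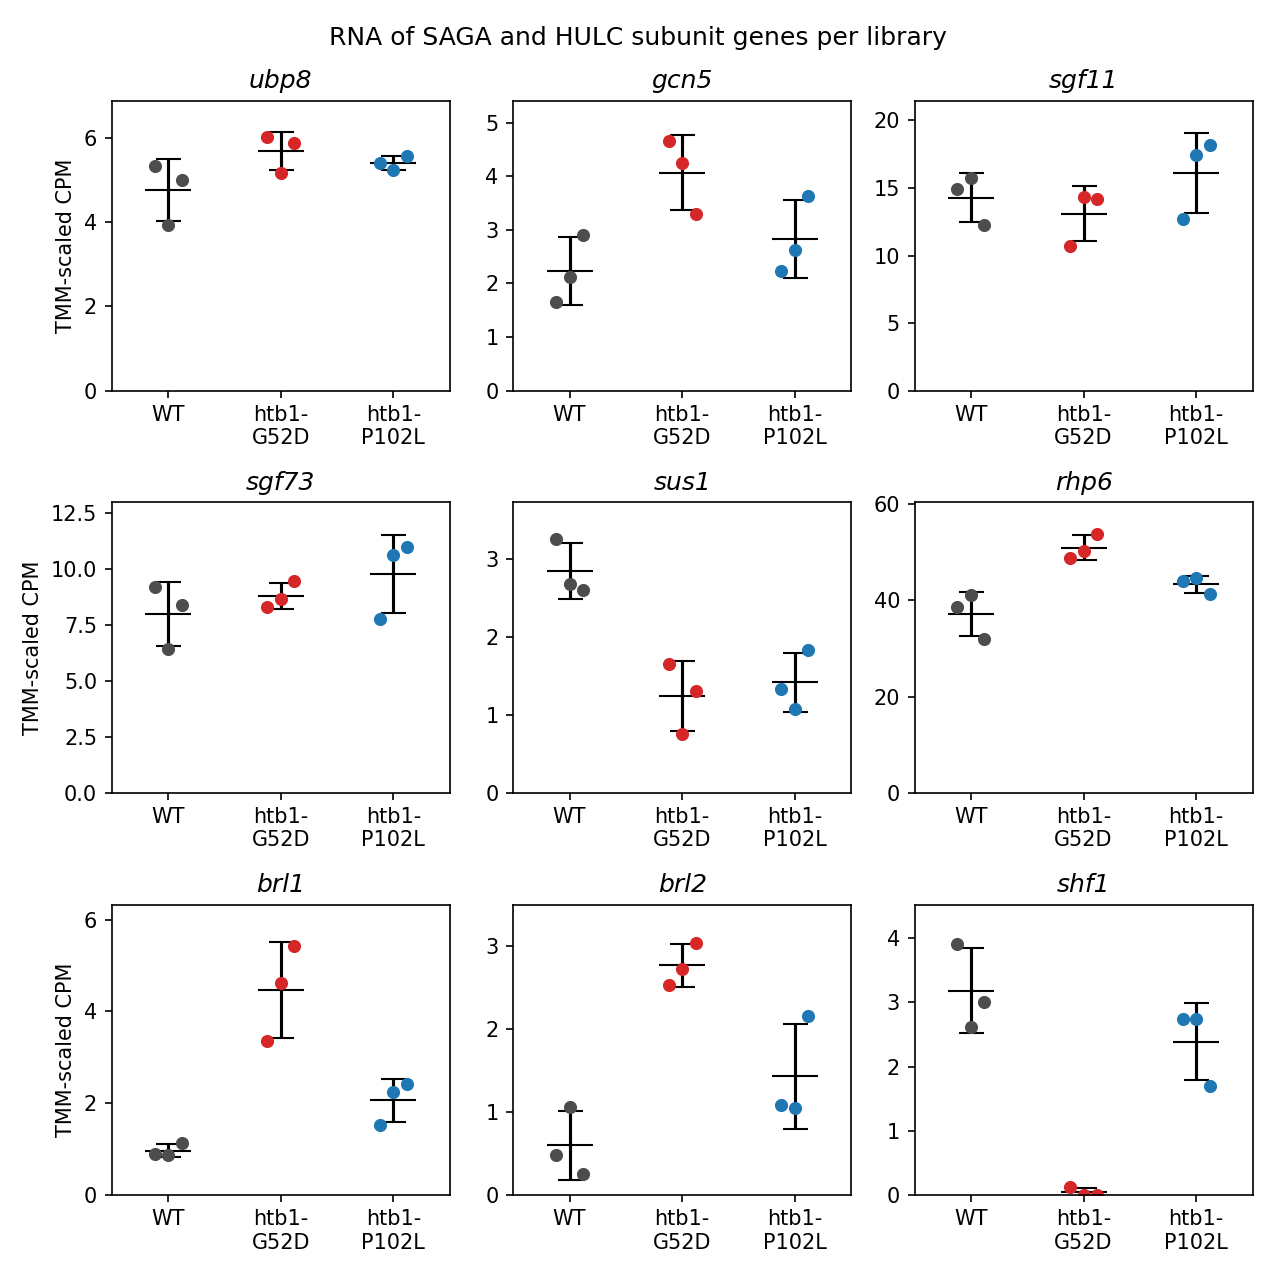
TMM-scaled CPM (vertical axis, starting at 0) of 9 SAGA and HULC genes, 1 panel each, in WT, *htb1-G52D* and *htb1-P102L*. Points are the 3 libraries of each genotype, the horizontal bar is their mean and the error bar the SD; *sus1* lies between 1.24 and 2.85 CPM in its 3 means, with both mutants under WT.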

To test whether the interaction between Ubp8 and its substrate was affected, we performed Ubp8-13Myc ChIP and confirmed that the 13Myc tag did not interfere with the levels and H2B deubiquitinating activity of Ubp8 in the WT and *htb1-G52D* cells (Fig. S9, *I* and *J*). We verified that Ubp8-13Myc in the WT was significantly enriched at the indicated transcribed genes more than that of the untagged control (Fig. S9*K*). We then repeated Ubp8-13Myc ChIP and discovered that Ubp8-13Myc of the *htb1-G52D* was not significantly enriched at the non-transcribed region *ars2004* as expected, but enriched at the indicated transcribed genes more than that of WT (Fig. 9*B*). These results suggest that the recruitment of the SAGA but not HULC complex onto the chromatin is enhanced in the *htb1-G52D* mutant.

The above results motivate us to propose that the 52nd amino acid of H2B changing from Glycine (G) to Aspartic acid (D) is critical for the enhanced H2BK119 recognition by the DUB module in the SAGA complex. Indeed, the other H2BG52 onco-mutants such as the *htb1-G52A* and *htb1-G52S*, which are mutated to neutral amino acids, exhibited no significant defects in restrictive temperature and MMS sensitivities (Fig. S9*L*) as well as H2Bub levels (Fig. S9*M*). The *htb1-G52R* onco-mutant, which is mutated to a basic amino acid, also exhibited no defects (our unpublished data). Conversely, the *htb1-G52E* onco-mutant, which is mutated to another acidic amino acid, exhibited similar defects in genome stability and H2Bub levels (our unpublished data). These suggest that the negative charge of H2BG52D has an important impact on H2Bub and the association between the SAGA complex and the nucleosomes.

### Heterozygous H2BG52D and H2BP102L mutations exhibit MMS sensitivities and reduction of H2Bub in *cis*

The above findings of *htb1-G52D* and *htb1-P102L* in *S. pombe* prompted us to ask whether they apply to humans. Since H2B mutations in human cancers occur in one of 18 copies of the classical H2B gene, we attempted to mimic this genotype in *S. pombe* by constructing heterozygous H2BG52D and H2BP102L mutants and tested their MMS sensitivities and H2Bub levels. Thus, we constructed the first type of heterozygous H2BG52D and H2BP102L mutants *via* overexpressing the FLAG-tagged H2BG52D and H2BP102L plasmids after depletion of thiamine in the *htb1*^*+*^ strain. These heterozygous strains conferred the MMS but not the temperature sensitivity (Fig. 10*A*). Reversely, we constructed the second type of heterozygous H2BG52D and H2BP102L mutants by overexpressing the FLAG-tagged H2B plasmid after depletion of thiamine in the *htb1-G52D* and *htb1-P102L* strains. We found that the overexpression of H2B rescued the *ts* phenotype but not the MMS sensitivity of the *htb1-G52D* and *htb1-P102L* mutants (Figs. 10*B* and S10*A*), supporting again that H2B or nucleosome destabilization which is responsible for *ts* may not be the key mechanism for their genomic instability. Overexpression of FLAG-tagged H2B, H2BG52D, and H2BP102L were verified with immunoblots (Fig. S10*B*). To overcome the problem that phenotypes of cells in drugs-containing PMG synthetic medium are weak, we constructed the third type of heterozygous H2BG52D and H2BP102L mutants *via* integrating the plasmids into the *lys1*^+^ locus and overexpressing the FLAG-tagged H2BG52D and H2BP102L from *adh21* promoter in the *htb1*^*+*^ strain. These heterozygous strains conferred the MMS and CPT sensitivities (Fig. 10*C*). We also constructed the fourth type of heterozygous H2BG52D and H2BP102L mutants by integrating and overexpressing the FLAG-tagged H2B in the *htb1-G52D* and *htb1-P102L* strains. These heterozygous strains also displayed significant MMS and CPT sensitivities (Fig. 10*D*). Altogether, these results suggest that the heterozygous H2BG52D and H2BP102L mutations cause genomic instability in a dominant-negative manner.

**Figure 10:**
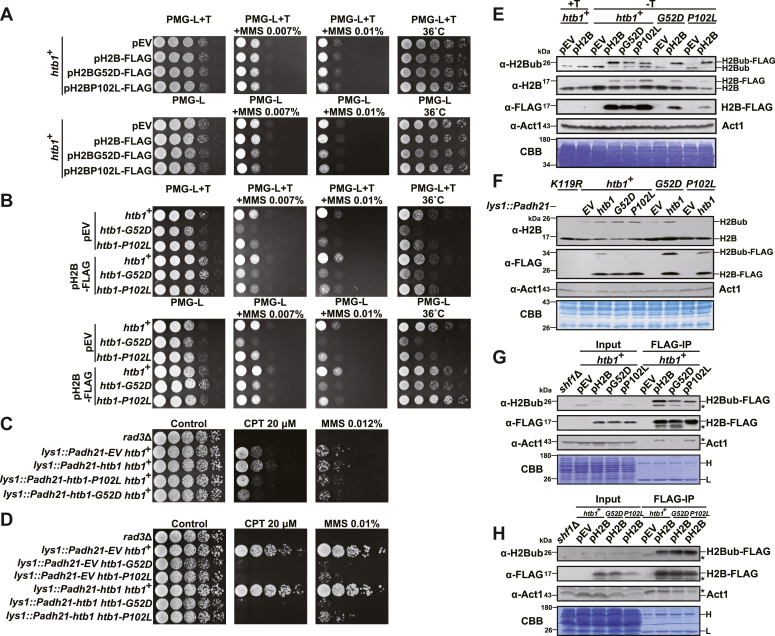
**The DNA damage sensitivities and H2Bub levels of the heterozygous H2BG52D and H2BP102L mutants.***A*, MMS and temperature sensitivities of *htb1*^+^/pEV (YGF311), *htb1*^+^/pH2B-FLAG (YGF314), *htb1*^+^/pH2BG52D-FLAG (YGF319), and *htb1*^+^/pH2BP102L-FLAG (YGF320) strains. pH2BG52D-FLAG indicates the FLAG tagged *htb1-G52D* gene under control of *nmt1*^*+*^ promoter in pREP1; pH2BP102L-FLAG indicates the FLAG tagged *htb1-P102L* gene under control of *nmt1*^*+*^ promoter in pREP1. *B*, MMS and temperature sensitivities of *htb1*^+^/pEV (YGF311), *htb1-G52D*/pEV (YGF312), *htb1-P102L*/pEV (YGF313), *htb1*^+^/pH2B-FLAG (YGF314), *htb1-G52D*/pH2B-FLAG (YGF315), and *htb1-P102L*/pH2B-FLAG (YGF316) strains. pEV is the empty vector of pREP1 plasmid. pH2B-FLAG indicates the C-terminal FLAG tagged *htb1*^+^ gene under control of *nmt1*^*+*^ promoter in pREP1. T indicates thiamine. *C*, MMS and CPT sensitivities of *htb1*^+^ strains integrated with overexpressed *Padh21-EV* (YGF467), *Padh21-htb1-5FLAG* (YGF493), *Padh21-htb1-G52D-5FLAG* (YGF498), and *Padh21-htb1-P102L-5FLAG* (YGF500) at *lys1*^+^. *D*, MMS and CPT sensitivities of *htb1*^+^ (YGF493), *htb1-G52D* (YGF494), and *htb1-P102L* (YGF495) strains integrated with overexpressed *Padh21-htb1-5FLAG* at *lys1*^+^. *htb1*^+^ (YGF467), *htb1-G52D* (YGF422), and *htb1-P102L* (YGF424) strains are also integrated with *Padh21-EV* at *lys1*^+^. *E*, immunoblots of H2Bub and H2Bub-FLAG in *htb1*^+^, *htb1-G52D*, and *htb1-P102L* strains with H2B-FLAG, H2BG52D-FLAG, and H2BP102L-FLAG overexpression. pH2B, pG52D, and pP102L are abbreviations for pH2B-FLAG, pH2BG52D-FLAG, and pH2BP102L-FLAG, respectively. *F*, the immunoblots of H2Bub and H2Bub-FLAG in *htb1*^+^ strains integrated with overexpressed H2B-5FLAG, H2BG52D-5FLAG, and H2BP102L-5FLAG, as well as in *htb1-G52D* and *htb1-P102L* strains integrated with overexpressed H2B-5FLAG. *G*, the immunoblots of H2Bub-FLAG in the FLAG immunoprecipitate from the *htb1*^+^ strain transformed with plasmids of H2B-FLAG, H2BG52D-FLAG, and H2BP102L-FLAG. *H*, the immunoblots of H2Bub-FLAG in the FLAG immunoprecipitate from *htb1*^+^, *htb1-G52D*, and *htb1-P102L* strains transformed with the H2B-FLAG plasmid. The asterisk indicates cross-reactive protein bands. H and L indicate heavy and light chains of antibodies, respectively.

We then determined the levels of H2Bub in these four types of heterozygous H2BG52D and H2BP102L mutants. In the first type of heterozygotes, we discovered that the amount of exogenous ubiquitinated H2BG52D-FLAG and H2BP102L-FLAG were decreased compared with that of exogenous ubiquitinated H2B-FLAG in the *htb1*^+^ cells. In the second type of heterozygotes, the amount of exogenous ubiquitinated H2B-FLAG in the *htb1*^+^ cells was the same as that of exogenous ubiquitinated H2B-FLAG in the *htb1-G52D* and *htb1-P102L* cells (Fig. 10*E*). In addition, the amount of endogenous ubiquitinated H2BG52D in *htb1-G52D* cells and ubiquitinated H2BP102L in *htb1-P102L* cells was also decreased compared with endogenous ubiquitinated H2B in the *htb1*^+^ cells with overexpressed H2B-FLAG (Fig. 10*E*). Consistent results were obtained in the third and fourth type of heterozygotes with integration and overexpression of H2B, H2BG52D, and H2BP102L (Fig. 10*F*). Therefore, we conclude that the abundance of H2Bub is reduced when the G52D and P102L are mutated in the same H2B protein.

To further support the above mentioned results obtained from whole-cell protein extracts, overexpressed H2B-FLAG, H2BG52D-FLAG, and H2BP102L-FLAG in *htb1*^*+*^ cells (the first type of heterozygotes) were immunoprecipitated by FLAG beads. We found that the H2Bub abundance was significantly reduced in both input and immunoprecipitated H2BG52D-FLAG and H2BP102L-FLAG compared with that of H2B-FLAG (Fig. 10*G*). Reversely, overexpressed H2B-FLAG in *htb1*^*+*^, *htb1-G52D*, and *htb1-P102L* cells (the second type of heterozygotes) were also immunoprecipitated and the abundance of H2Bub was unaffected in both input and immunoprecipitated H2B-FLAG from *htb1-G52D* and *htb1-P102L* cells (Fig. 10*H*). These two IP results were reproducible in another independent transformant, respectively (Fig. S10, *C* and *D*). Together, these data support that the heterozygous H2BG52D and H2BP102L mutations reduce H2Bub in *cis*.

### Genomic instability of the *htb1-G52D* and *htb1-P102L* mutants are independent of Set1 mediated H3K4 methylation

Since H2Bub has the crosstalk with H3K4 methylation (H3K4me) (40, 67, 68), we finally tested whether H3K4 methylation, in addition to H2Bub, was also responsible for genomic instability of the *htb1-G52D* and *htb1-P102L* mutants. We uncovered that the abundance of both H3K4me2 and H3K4me3 was diminished in the *htb1-G52D* and *htb1-P102L* cells (Fig. S11*A*). Nevertheless, the *htb1-G52D* and *htb1-P102L* mutations did not affect the total abundance of Set1 proteins (Fig. S11*B*). Moreover, overexpression of Set1 failed to suppress the MMS sensitivities of the *htb1-G52D* and *htb1-P102L* mutants (Fig. S11*C*), although overexpression of Set1 did not significantly restore the levels of H3K4me3 in the *htb1-G52D* and *htb1-P102L* mutants (Fig. S11*D*). As previously reported (69), the null mutation of *set1*^*+*^ was not significantly sensitive to MMS, which was distinct from the phenotypes of *htb1-G52D* and *htb1-P102L* mutants. The absence of *set1*^*+*^ exaggerated the MMS sensitivities of the *htb1-G52D* and *htb1-P102L* mutants (Fig. S11*E*), implying again that *set1*^+^ affects distinct genes or pathways in response to MMS. Additionally, the gene expression profile of *set1*Δ was distinct from that of *htb1-G52D* and *htb1-P102L* (Fig. S11*F*), and the number of genes affected by *set1*Δ in GO terms was also different from the number affected by *htb1-G52D* and *htb1-P102L* (Fig. S11*G*). Together, these data suggest that the genomic instability of the *htb1-G52D* and *htb1-P102L* mutants is independent of Set1 or H3K4 methylation. This is reminiscent of the findings that the functions of H2Bub in transcription elongation and HR repair are also unrelated to H3K4 methylation mediated by Set1 (40, 56).

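Against WT, 250 genes were called higher and 63 lower in the libraries labelled *set1*Δ, where *set1* itself was higher than in WT. Of the 304 genes called in these libraries and tested in both comparisons, 192 were also called in *htb1-G52D*, 175 of them in the same direction. Those 192 are 63.2% of the genes called in the libraries labelled *set1*Δ and 19.0% of the 1012 called in *htb1-G52D*, against 63.8 shared genes for independent lists (one-sided Fisher's exact test over 4821 genes, p = 1.26e-61). With *htb1-P102L*, 193 of 301 genes were shared, 179 in the same direction, against 39.3 for independent lists (one-sided Fisher's exact test over 4806 genes, p = 1.2e-104). *htb1-G52D* and *htb1-P102L* shared 437 genes, 68.0% of those called in *htb1-P102L*. The total-count scaling moved these overlaps most, to 317 and 291 genes shared with the libraries labelled *set1*Δ. All comparisons use the same 3 WT libraries, which alone makes them similar. In 20 simulations, unchanged groups were set against WT libraries that were simulated as well, from the mean levels of the real WT libraries. For *htb1-G52D* with the libraries labelled *set1*Δ, the simulated correlation across genes of the log2 fold changes averaged 0.521 (from 0.462 to 0.551). The observed correlation for this pair was 0.478. For *htb1-P102L* the observed correlation with the libraries labelled *set1*Δ was 0.55, and the simulated range was 0.483 to 0.558. For *htb1-G52D* with *htb1-P102L* it was 0.727, above the simulated range of 0.466 to 0.555. In lists as long as the observed ones, the simulations shared 149 genes on average and at most 162 for *htb1-G52D* with the libraries labelled *set1*Δ, and at most 139 for *htb1-P102L*. No gene changes in these simulations, so their correlations come from the noise of the shared WT alone. In the data, 2123 genes in *htb1-G52D*, 1854 in *htb1-P102L* and 1280 in the libraries labelled *set1*Δ had an adjusted p under 0.05 by edgeR's quasi-likelihood test. The simulated ranges therefore cannot say how much of the observed correlation or overlap comes from the shared WT.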

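The libraries labelled *set1*Δ were also compared directly with each H2B mutant, without WT. Against *htb1-G52D*, 258 genes were called higher and 578 lower in them, of 4915 tested, and against *htb1-P102L* 168 higher and 329 lower, of 4905 tested. Scaled by total counts, the split was 82 higher and 1033 lower against *htb1-G52D*, and 124 higher and 413 lower against *htb1-P102L*. *pho84* was at 461 ± 30.8 CPM (SD, n = 3) in the libraries labelled *set1*Δ, higher than in *htb1-G52D* by a log2 fold change of 3.88 (standard error 0.21, adjusted p = 2.52e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPAC23H3.15c was at 54.6 ± 4.35 CPM in them, 1038 ± 154 CPM in *htb1-G52D* (log2 fold change −4.25, standard error 0.189, adjusted p = 1.17e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1217 ± 287 CPM in *htb1-P102L* (−4.47, adjusted p = 4.34e-09). *fhn1* (SPBC1685.13) fell from 551 ± 39.0 CPM in *htb1-P102L* to 29.8 ± 8.55 CPM (log2 fold change −4.21, standard error 0.193, adjusted p = 7.42e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *rds1* (SPAC343.12), which overlaps SPAC343.20 on the opposite strand, was at 21.7 ± 6.81 CPM against 2165 ± 273 CPM in *htb1-G52D* (log2 fold change −6.64, adjusted p = 1.38e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the distinct expression profiles and the genetic interactions of *set1*+ with both mutations, the paper proposes that the genome instability of *htb1-G52D* and *htb1-P102L* does not depend on Set1 or H3K4 methylation. It also cites unchanged Set1 protein in both mutants and no significant MMS sensitivity of cells without *set1*+. Set1 overexpression did not suppress the MMS sensitivity of either mutant, though it did not significantly restore H3K4me3.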

## Discussion

We have characterized H2B oncohistones in *S. pombe*. The genomic instability caused by H2B oncohistones supports that noncanonical oncohistones may act as disease drivers rather than passengers. Noncanonical histone onco-mutations are thought to likely affect histone PTMs, but the evidence is lacking. Here we discovered that H2BG52D, H2BP102L, and H2BD67N onco-mutations in *S. pombe* reduced H2Bub, which plays a key role in HR repair by facilitating histone eviction and chromatin relaxation (56, 70). Thus, local histone retention and chromatin compaction impair Rad51 loading onto resected DNA break ends. This leads to defects in HR repair and genomic instability (Fig. 11). This model could also apply to heterozygous H2BG52D and H2BP102L. Therefore, we propose that affecting H2Bub is a novel mechanism of cancers with H2B mutations, and affecting histone PTMs is also a potential oncogenic mechanism of other noncanonical oncohistones.

**Figure 11:**
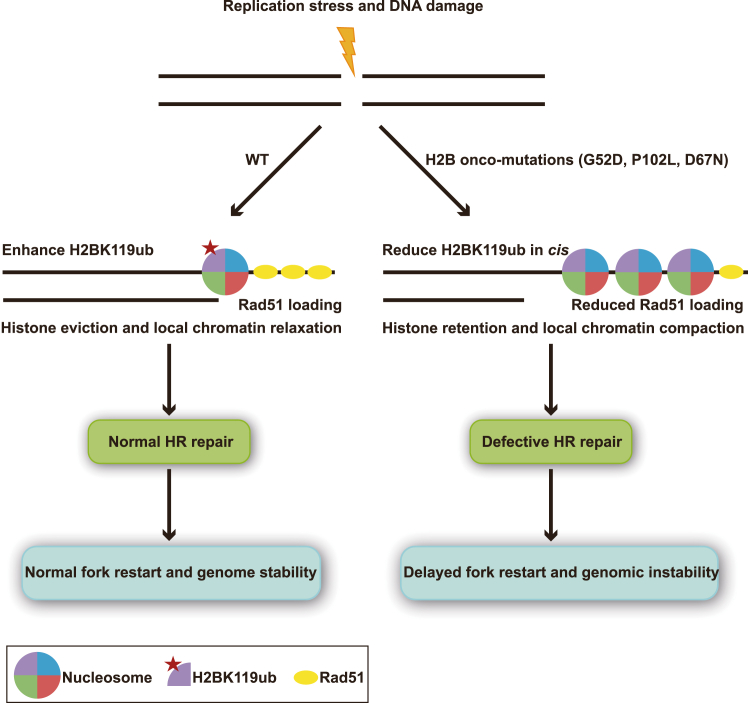
**A model for the genomic instability in H2B onco-mutants of *S. pombe*.** Replication stress and DNA damage increase the abundance of H2Bub to promote histone eviction and chromatin relaxation around DNA break sites, which facilitates the Rad51 recruitment and HR repair as well as genome stability in WT cells. In contrast, the H2B onco-mutations such as G52D, P102L, and D67N in *S. pombe* reduce the global and local abundance of H2Bub in *cis*. The loss of H2Bub leads to defective histone eviction and chromatin compaction at local DNA break sites. This compromises the Rad51 recruitment and HR repair and finally causes genomic instability.

Our survey of 16 H2B oncohistones in *S. pombe* revealed a significant association between *ts* and genomic instability of H2B onco-mutants. Seven H2B onco-mutations with *ts* directly destabilize nucleosome: H2BE75Q interferes with the H2B-H4 interaction (8, 9); H2BE112K disturbs the formation of nucleosome acidic patch (8); H2BG52D and H2BE34K could weaken H2B-DNA interaction (57, 71); H2BP102L and H2BD67N may be defective in the interaction with H2A (71). Therefore, nucleosome destabilization contributes to phenotypes of H2B oncohistones, as previously reported (32). However, this study uncovered that the genomic instability of *htb1-G52D*, *htb1-P102L*, and *htb1-D67N* is largely due to compromised H2Bub. Since their H2Bub levels correlate well with their severity of phenotypes and the recovery of H2Bub significantly rescues their genotoxic sensitivities and HR defects, we propose that besides nucleosome destabilization, affecting H2Bub is a parallel and dominant pathway for the genomic instability of some H2B onco-mutants. The fact that *htb1-K119R* showed negative genetic interaction with *htb1-G52D* further supports that H2Bub-dependent and -independent pathways act in parallel to maintain genome stability. Moreover, a similar study isolated 56 *ts* suppressors of the *S. pombe* *htb1-G52D* mutant and obtained 16 distinct *ts* suppressors. All these mutants were subunits of the SAGA complex: Ubp8, Gcn5, Hfi1/Ada1, Sgf11, and Sus1, but not other mutants implicated in chromatin remodeling (60). Although deubiquitination and chromatin remodeling functions of the SAGA complex are intertwined, these highly specific and convergent suppressors support that affecting H2Bub is the major mechanism for the genomic instability in *htb1-G52D* cells.

The DNA damage sensitivity of cancer-irrelevant histone mutations like H3K56R can be suppressed by H3 overexpression (72). However, the MMS sensitivities of H2BG52D and H2BP102L cannot be rescued by H2B overexpression, although their *ts* phenotypes can be rescued. Importantly, the DNA damage sensitivity and HR ability of H2BG52D and H2BP102L can be largely rescued by the inactivation of the Ubp8 and Sgf11 in the SAGA DUB module that results in restored H2Bub levels. These results support that the biological effect of noncanonical oncohistones is also dominant-negative.

There are several possibilities to explain how HR repair in H2B onco-mutants is inhibited by reduced H2Bub. First, H2Bub directly alters nucleosome stability and disrupts chromatin compaction (70, 73, 74). Second, H2Bub indirectly facilitates histone eviction by cooperating with the histone chaperone FACT to remove H2A-H2B dimer as it does in transcription (75, 76, 77, 78). Finally, H2Bub indirectly promotes chromatin relaxation to regulate HR repair *via* recruiting ATP-dependent chromatin remodelers like the SWI/SNF complex (42, 79, 80, 81). Therefore, local histone retention and chromatin compaction caused by H2Bub reduction in H2B onco-mutants may impair the recruitment of repair proteins like Rad51 to DNA damage sites (56, 82). To prove these possibilities, we need to study whether the defect of histone or nucleosome eviction and Rad51 loading of the H2BG52D and H2BP102L mutants can be suppressed by the inactivation of the Ubp8 or SAGA complex.

H2Bub has crosstalk with histone PTMs such as H3K4me (68) and the acetylation of H2A (83). H2Bub is also affected by other histone residues, *e*.*g*., H2A N-terminal repression domain, H4 basic patch, and H2A/H2B acidic patch (84, 85, 86). Nevertheless, how H2Bub is reduced in *cis* by the H2BG52D, P102L, and D67N onco-mutations is still unclear in detail. Our results suggest that these onco-mutations may indirectly regulate the H2B deubiquitination function of the DUB module in the SAGA complex. Structural studies suggest that Sgf11 and Ubp8 interact with nucleosomal DNA (61, 62). The H2BG52D mutation promotes the association of Ubp8 with the nucleosome. Accordingly, we hypothesize that H2BG52 regulates H2Bub through competing with Ubp8 and/or Sgf11 for association with the nucleosomal DNA, and the H2BG52D mutation weakens its interaction with DNA but strengthens the interaction of nucleosome with Ubp8 and/or Sgf11. We also speculate that H2BP102 and H2BD67 may affect nucleosome stability and higher-order chromatin structure, and the H2BP102L and H2BD67N mutations may destabilize chromatin structure and release additional nucleosomes for SAGA binding and deubiquitination. It will be interesting to test these hypotheses in future studies.

H2BG52D and H2BP102L were reported to affect chromosome segregation and centromere silencing at the restrictive temperature in *S. pombe* (71), but they were not recognized as oncohistones and studied for DNA damage repair. Moreover, H2BG53D mutation was knocked into one H2B gene (*HIST1H2BO*) in the pancreatic ductal adenocarcinoma cell line S2VP10 (57, 87), which has a relatively lower mutation frequency in human cancers (9). The genomic instability and the change in γH2A and H2Bub abundance were not detected in human cells (57), presumably because of the weak effect of the G53D mutation in one of 18 H2B genes. However, the homozygous mutation in the single H2B gene in our haploid fission yeast may amplify the effects of H2B oncohistones to be detectable. Moreover, our study of the heterozygous H2BG52D and H2BP102L mutants further supports the possibilities of genomic instability and local H2Bub reduction in human cells. Thus, changing the H2B mutated gene copy, types of cell lines, and local H2Bub detection methods like ChIP-seq could be necessary to confirm the effects of H2BG53D and H2BP103L in human cells.

In summary, the *S. pombe* model of H2B oncohistones demonstrates that H2B onco-mutations have effects on genotoxic response, HR repair, and genome stability. Inactivation of the Ubp8 in the SAGA complex can suppress genomic instability defects in H2B oncohistones by reversing the reduced levels of H2Bub. Therefore, we propose that the oncogenic mechanism of H2B oncohistones may be dependent on H2Bub. The inhibitors of USP22, which is the human homolog of Ubp8 and a death-from-cancer signature (88), might treat cancers with H2B oncohistones. In addition, we need to investigate whether other PTMs of H3, H4, H2B, and H2A could be influenced by their noncanonical onco-mutations.

## Experimental procedures

### *S. pombe* strains, plasmids, and antibodies

Standard genetic methods were used for the construction of *S. pombe* strains (89, 90, 91), which are listed in Table S1. The information on plasmids and antibodies is listed in Tables S2 and S3, respectively.

### *S. pombe* growth and survival assay

*S. pombe* strains were grown at 30 °C, unless other permissive or restrictive temperatures were indicated. For the growth assay, mid-log phase cells were resuspended to the same optical density (OD_600_) 0.5 and serially 5-fold diluted. Each dilution was spotted onto YES plates at the indicated temperatures and plates containing drugs for chronic exposure at 30 °C. The drugs include hydroxyurea (HU) (Sigma, H8627), camptothecin (CPT) (Sigma, C9911), methyl methanesulfonate (MMS) (Sigma, 129925), phleomycin (MCE, HY-126490), bleomycin (MCE, HY-17565), mycophenolic acid (MPA) (Sigma, M5255) and thiabendazole (TBZ) (Sigma, T8904). Cells were grown for 3 to 5 days and photographed. For the survival assay, mid-log phase cells were acutely exposed to 0.05% MMS for the indicated time points. Cells were washed and neutralized with 5% sodium thiosulphate, serially diluted, and plated onto YES. The number of colonies was counted. The percentage of survival was shown as colony number at the indicated time of MMS exposure divided by the colony number of cells without MMS treatment, which is set as 100% survival.

### RNA-seq and gene expression analysis

Total RNA was extracted from 50 OD_600_ cells using Trizol kit (Invitrogen). mRNA was enriched by oligo(dT) beads and fragmented. cDNA was synthesized, end-repaired, and ligated to Illumina sequencing adapters. The specific purified ligation products were amplified by PCR and sequenced using Illumina Hiseq 2500 by Gene Denovo Biotechnology (Guangzhou, China). Raw reads were filtered by fastp and the rRNA mapped reads were removed by Bowtie2 alignment. The remaining clean reads were mapped to *S. pombe* reference genome (Ensembl_release45) using HISAT2. The read count of each region was transformed to FPKM (fragment per kilobase of transcript per million mapped reads) value as gene expression abundance using StringTie. The transcripts with FDR (false discovery rate) or q value below 0.05 and more than 2-fold change averaged from three independent biological repeats were considered as differentially expressed genes (DEGs). 

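In the authors' deposited table of each comparison, the genes listed as differentially expressed are those of the full table that pass both thresholds, 1080 in *htb1-G52D*, 844 in *htb1-P102L*, 940 in *htb1-E75Q*, 894 in *htb1-D67N*, 629 in *htb1-E112K*, 125 in *htb1-E34K* and 371 in the libraries labelled *set1*Δ. The fold change in the authors' deposited table is the ratio of the mean FPKM of the 3 mutant libraries to that of the 3 WT libraries, with 0.001 in place of a mean of 0. FPKM divides by the mapped reads of the library, so this fold change follows the total-count scale and not TMM. Called by the edgeR quasi-likelihood adjusted p-values together with this FPKM fold change, 1157 genes were higher and 65 lower in *htb1-G52D*, and 792 higher and 80 lower in *htb1-P102L*.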

Analysis of bioinformatic data was performed using Omicsmart online platform (http://www.omicsmart.com). All gene expression was listed in Table S4. A list of DEGs is provided in Table S5. A list of the expression of genes involved in DNA replication, repair, and recombination of GO-BP and KEGG is provided in Table S6. 

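The log2 fold changes of Table S7 were recomputed from the deposited FPKM values, and 48 of its 48 values, for 8 genes in 6 H2B mutants, equalled the recomputed ratio of mean FPKM within 0.01. Its values are therefore on the FPKM scale, on which the median gene is higher in every H2B mutant than in WT, by a log2 ratio of total-scaled counts between 0.394 in *htb1-P102L* and 0.765 in *htb1-G52D*.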

Gene expression in the SAGA complex and the HULC complex are listed in Table S7.

### EdU labeling and analysis by flow cytometry (FACS) and immunofluorescence (IF)

The methods of EdU labeling and detection by FACS and IF were modified from previous reports (92, 93, 94, 95). Strains with the ability to incorporate EdU, a nucleoside analog of thymidine, were synchronized into the early S phase after treatment with 12 mM HU for 4 h or by *cdc10ts* block and release. The synchronized and asynchronized cells were labeled with 10 μM 5-ethynyl-2′-deoxyuridine (EdU) (Molecular Probes, E10187) at the indicated time points with and without 0.05% MMS. For the MMS release experiment, MMS was inactivated and removed by repeated washing with 5% sodium thiosulphate. The cells were then fixed with cold 70% ethanol. After washing, cells were reacted with the Click-iT EdU (Alexa Fluor 488) imaging reagents (Molecular Probes, C10337). For the FACS analysis, after briefly sonicating cells, the cell percentage and mean intensities of fully and partially incorporated EdU were analyzed using a FACSVerse (BD) to detect FL1-A (Alexa Fluor 488). The EdU intensity at 0 h of labeling was the background and subtracted from the intensity at each time point. The results of FACS were analyzed using the FlowJo software. For the IF analysis, the cells with Alexa Fluor 488 labeled EdU were then stained with DAPI (Solarbio, C0065) and observed with a laser confocal microscope (Nikon, A1R). The results of IF were analyzed using the NIS-Elements Free Viewer software and the raw images of each representative timepoint were shown in Figs. S12–S15.

### Microscopy imaging

Methanol fixed cells were washed and stained with calcofluor (Sigma, 18909) to measure the septation index, which was calculated as the number of *S. pombe* septa divided by the total number of cells. Methanol-fixed cells were washed and observed with a laser confocal microscope (Leica, SP8) to measure the percentage of Rpa1-YFP and Rad52-2CFP foci.

### Immunoblotting of whole-cell protein extracts

Whole-cell proteins were extracted and immunoblotted according to previous publications (96, 97). 10 OD_600_ cells were resuspended in 500 μl of 10% trichloroacetic acid (TCA) (Sigma, 91228) and 200 μl of acid-washed glass beads (Sigma, G-8772). After bead-beating and centrifugation, the pellets were resuspended in the 2x SDS loading buffer, adjusted pH with 1 M Tris, and boiled at 90 °C for 5 min. After running gel and gel transfer, the blots were detected with SuperSignal West Pico PLUS chemiluminescence (Thermo, 34580) and Odyssey infrared imaging system (Li-Cor). The blots after exposure were stained with Coomassie Brilliant Blue (CBB) to show loading controls with total proteins (98). The ImageJ software was used for the quantification of the signal intensity of protein bands.

### Homologous recombination (HR) frequency assay

The frequency of HR was measured according to the previous method (99). The plasmid pGF77 (pBluescript-*leu1*-3′Δ) was linearized with *Apa*I (NEB, R0114) to generate the integrating fragment containing 5′ homologous region and 3′ truncated homologous region of *leu1*-3′Δ. This was co-transformed with an equal molar of pGF124 (pREP2-*ura4*^+^) into the *leu1-32 ura4-D18* strains. HR frequency was calculated as the number of colonies grown in PMG-Leu plates normalized to the number of colonies grown in PMG-Ura plates. The raw data are listed in Table S8.

### HO endonuclease-induced DSB assay

The assay for the HO-induced DSB was based on these previous publications (53, 54, 55). A single DSB was induced by HO (homing endonuclease) cleavage of the genome. gDNA was extracted and digested with and without *Apo*I (NEB, R3566). The PCR products at the gene *isn1*^*+*^ represent the amount of total DNA, and the PCR products at the HO site represent the amount of uncut DNA. The subtractions of uncut from total DNA were calculated as percentages of HO-induced DSB at indicated times except 0 h. The sequences of primers are listed in Table S9.

### Micrococcal nuclease (MNase) digestion assay

MNase digestion assay was based on a previous method (96). 200 OD_600_ cells were incubated with zymolase-20T (MP Biomedicals, 320921) to digest the cell wall. Spheroplasts were then permeabilized with 0.075% NP-40 buffer and digested with a set of increasing units of MNase (NEB, M0247) at 25 °C for 10 min. After DNA purification, an equal abundance of total DNA was separated on 1.5% agarose gel. The amount of indicated DNA in each lane was quantified with ImageJ software by calculating the integral area of the peak in the optical density plot after background subtraction.

### Chromatin immunoprecipitation and quantitative PCR (ChIP-qPCR)

ChIP-qPCR assay was modified from the previous publication (96). For the ChIPs of Rad51-5FLAG, H2B, H2B-5FLAG, and H2Bub, 50 OD_600_ cells were crosslinked with 3% paraformaldehyde (Sigma, P6148) at 25 °C for 20 min and stopped by the addition of 1/20 volume of 2.5 M glycine. For the ChIPs of Brl1-5FLAG and Ubp8-13Myc, 100 OD_600_ cells were shifted to 18 °C for 6 h prior to crosslinking with 3% paraformaldehyde for 60 min, followed by fixing with 10 mM dimethyl adipimidate (Sigma, 285625) at 25 °C for 45 min. Cells were resuspended in the ChIP lysis buffer (50 mM HEPES (pH 7.2); 150 mM NaCl; 1 mM EDTA; 1% TritonX-100; 0.1% SDC) with yeast protease inhibitors (Sangon, C510026) and disrupted with FastPrep (MP Biomedicals) bead-beating. Chromatin was then sonicated to 200 to 1000 bp of DNA fragments as input. For the ChIPs of H2B and H2Bub, the input samples were incubated with the indicated antibodies and then added with protein A/G agarose beads (Thermo, 26159). For the ChIPs of Rad51-5FLAG, H2B-5FLAG, Brl1-5FLAG, and Ubp8-13Myc, the input samples were incubated with the FLAG agarose beads (Sigma, A2220) and c-Myc magnetic beads (MCE, HY-K0206) overnight at 4 °C. After extensive washing with lysis buffer, high salt buffer, and LiCl buffer, the immunoprecipitated chromatin was eluted and reverse crosslinked with 50 μl of TE containing 1% SDS at 65 °C overnight. After digestion with 100 μg/ml proteinase K (NEB, P8102) and 100 μg/ml RNase A (Thermo, EN0531), the immunoprecipitated and input DNA were purified using the MinElute PCR purification kit (Qiagen, 28004). 6 μl of diluted DNA templates, 10 μl of 2x SYBR Green PCR master mix (TaKaRa, RR420A), and 4 μl of primer sets (2 μM each) at indicated genomic positions were mixed and run on the BioRad and ABI StepOne Real-Time PCR instruments. The enrichment at the indicated locus was calculated as the percentage of immunoprecipitated DNA level relative to the input DNA level by the comparative Ct (2^−Ct^) method. For the HO induction experiments, we performed ChIP experiments before (t = 0 h) and after HO induction (t = 20 h), separately. Thus, we normalized the enrichment in the *htb1-G52D*/*P102L* mutants to that in the WT (set as 1) as fold change at the induced time points of 0 h and 20 h, separately. The primers are listed in Table S9.

### Immunoprecipitation (IP) assay

The immunoprecipitation assay was based on a previous publication (96). 100 OD_600_ cells were resuspended in IP lysis buffer (50 mM Tris-HCl (pH 8.0); 150 mM NaCl; 1 mM MgAc_2_; 1 mM EDTA; 0.5% NP-40; 10% Glycerol) with yeast protease inhibitors (Sangon, C510026) and the deubiquitinase inhibitor N-Ethylmaleimide (NEM) (Sigma, E1271). The cells were lysed with FastPrep (MP Biomedicals) bead-beating. The lysate was digested with Benzonase nuclease (Millipore, 70664) to release histones from the chromatin to the supernatant. The cleared supernatant as input was incubated with anti-FLAG M2 affinity gel (Sigma, A2220) for 2 h at 4 °C. Immunoprecipitated proteins were then washed 3 times with lysis buffer and eluted with 2x SDS-loading buffer for 10 min at 70 °C.

### Statistical analysis

Experiments were repeated two or more times with independent biological repeats. Data collection and statistical analysis were performed using Microsoft Office Excel and GraphPad Prism software. All data are expressed as mean values with indicated error bars and are statistically analyzed using Fisher’s exact test, Student’s *t* test, and ordinary one-way ANOVA with Dunnett’s multiple comparisons test. ns, ∗, ∗∗, ∗∗∗, and ∗∗∗∗ indicates no significance, *p* < 0.05, *p* < 0.01, *p* < 0.001, and *p* < 0.0001, respectively.

## Data availability

The RNA-seq data have been deposited to the NCBI Gene Expression Omnibus (GEO) under accession number GSE212629. All data that support this study are included in the article and its supporting information.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: H2B oncohistones cause homologous recombination defect and genomic instability through reducing H2B monoubiquitination in Schizosaccharomyces pombe
**Source:** J Biol Chem. 2024 May 7;300(6):107345. doi: 10.1016/j.jbc.2024.107345

**cdc10 ts synchronization and without MMS block WT**

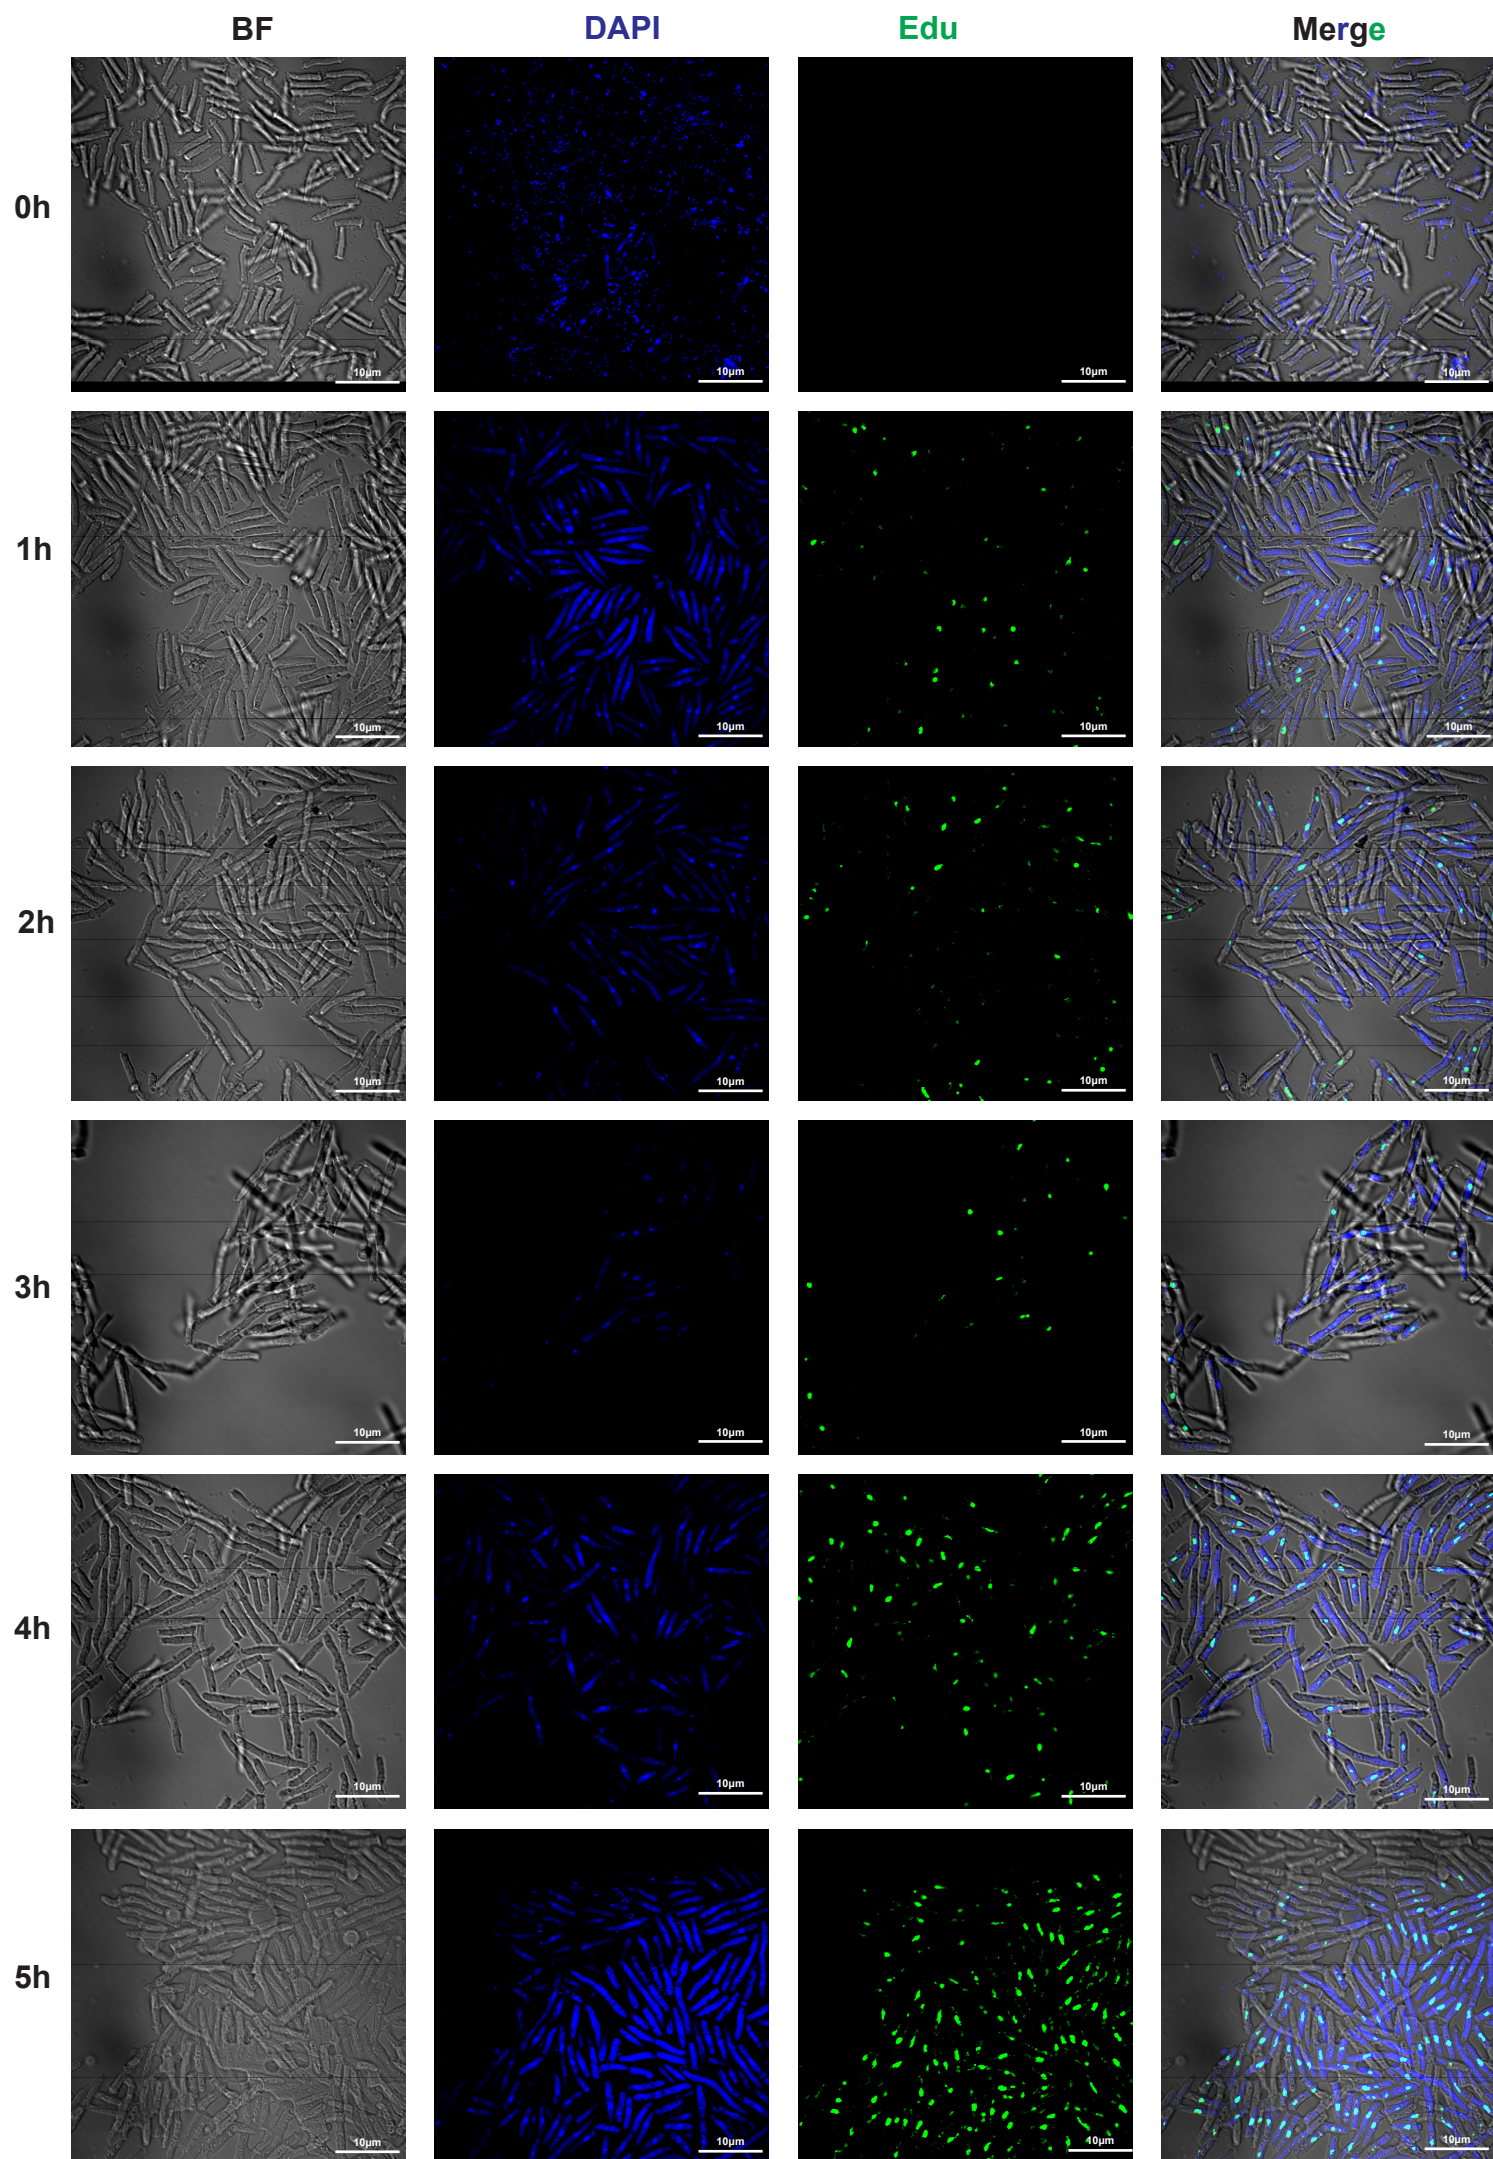

**cdc10 ts synchronization and without MMS block htb1-G52D**

**BF**

**DAPI**

**Edu**

**Merge**

**0h**

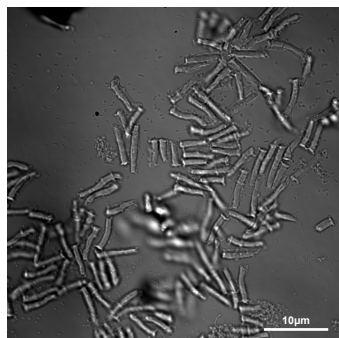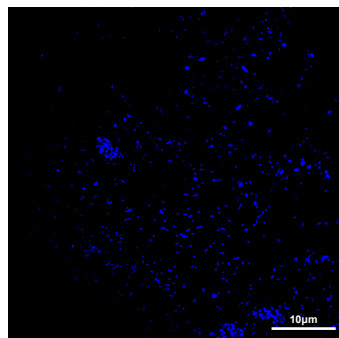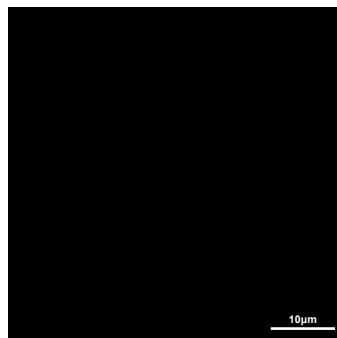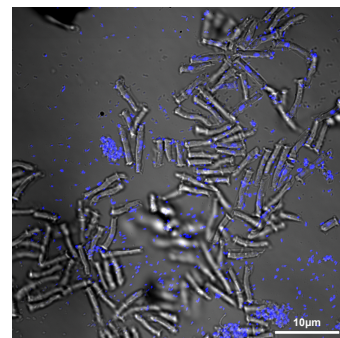

**1h**

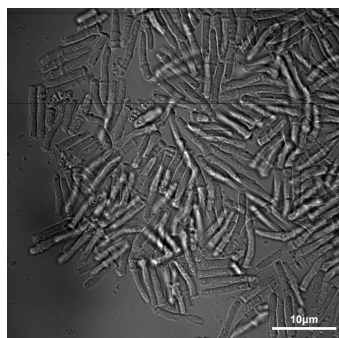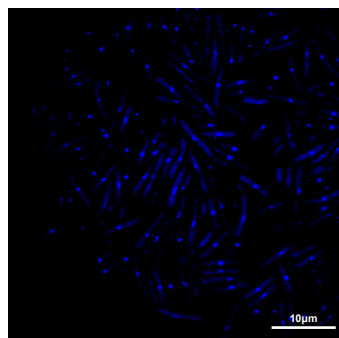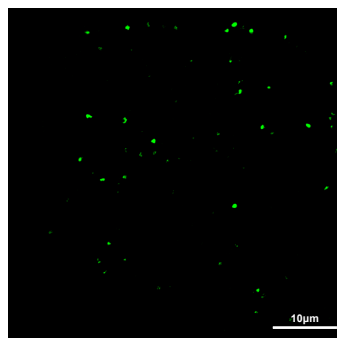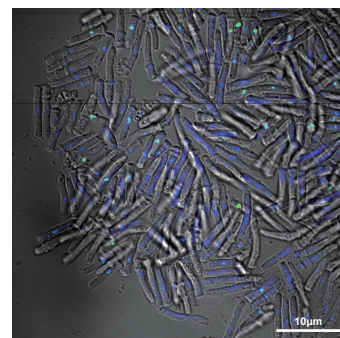

**2h**

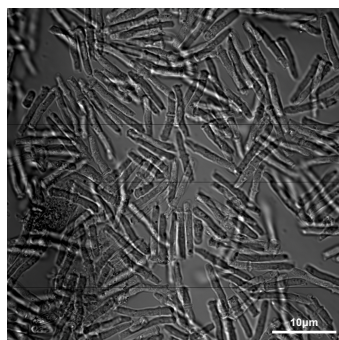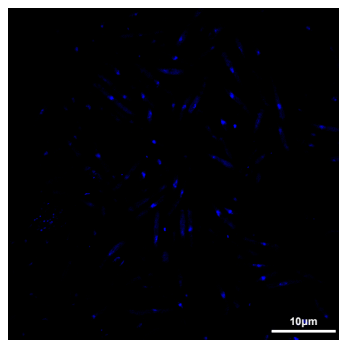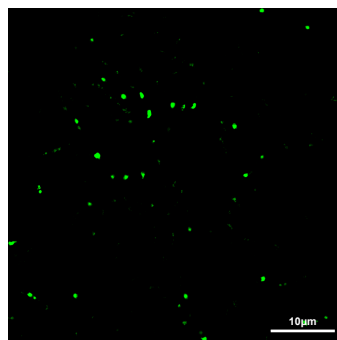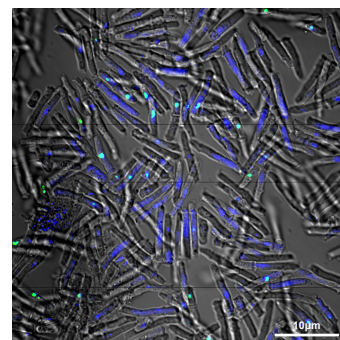

**3h**

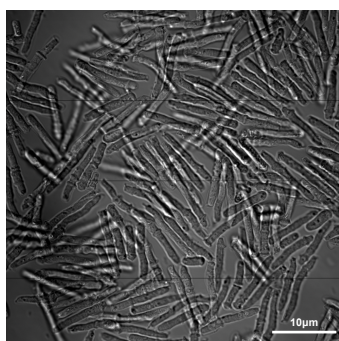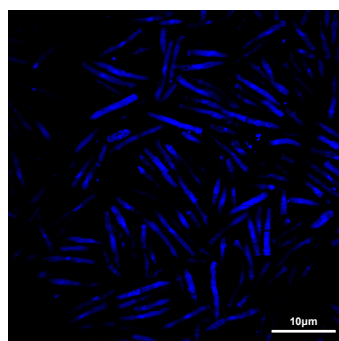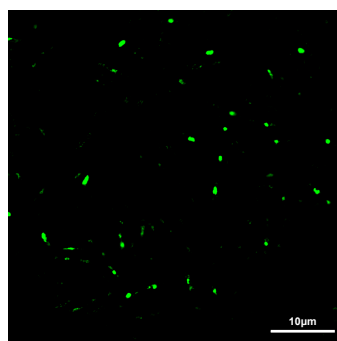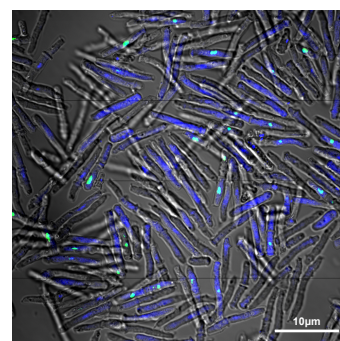

**4h**

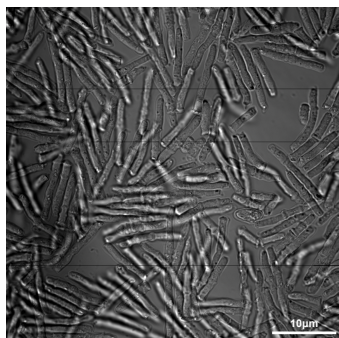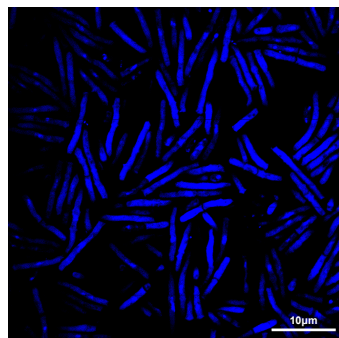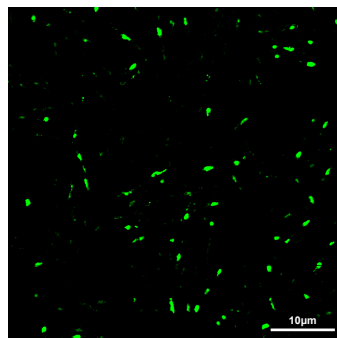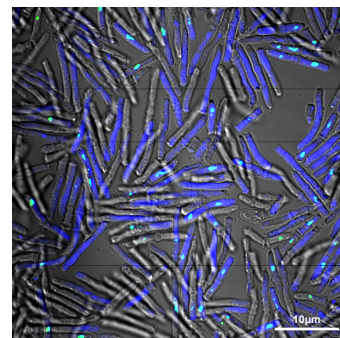

**5h**

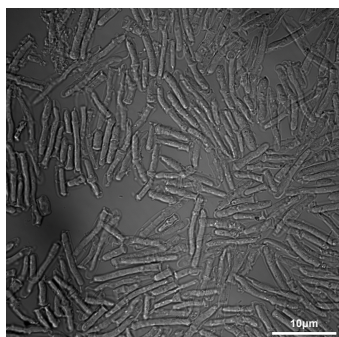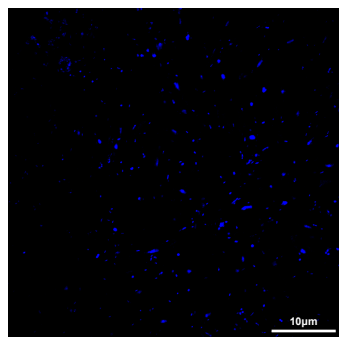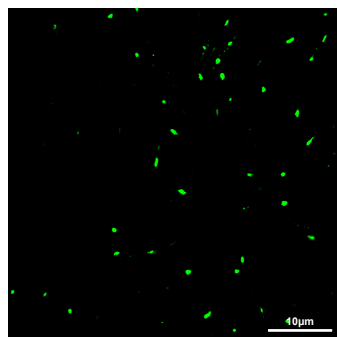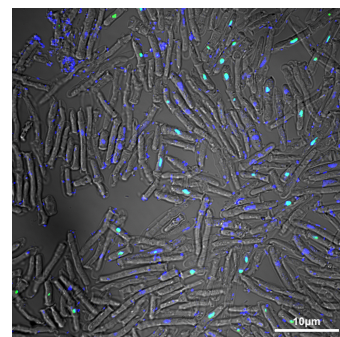

**cdc10 ts synchronization and without MMS block htb1-P102L**

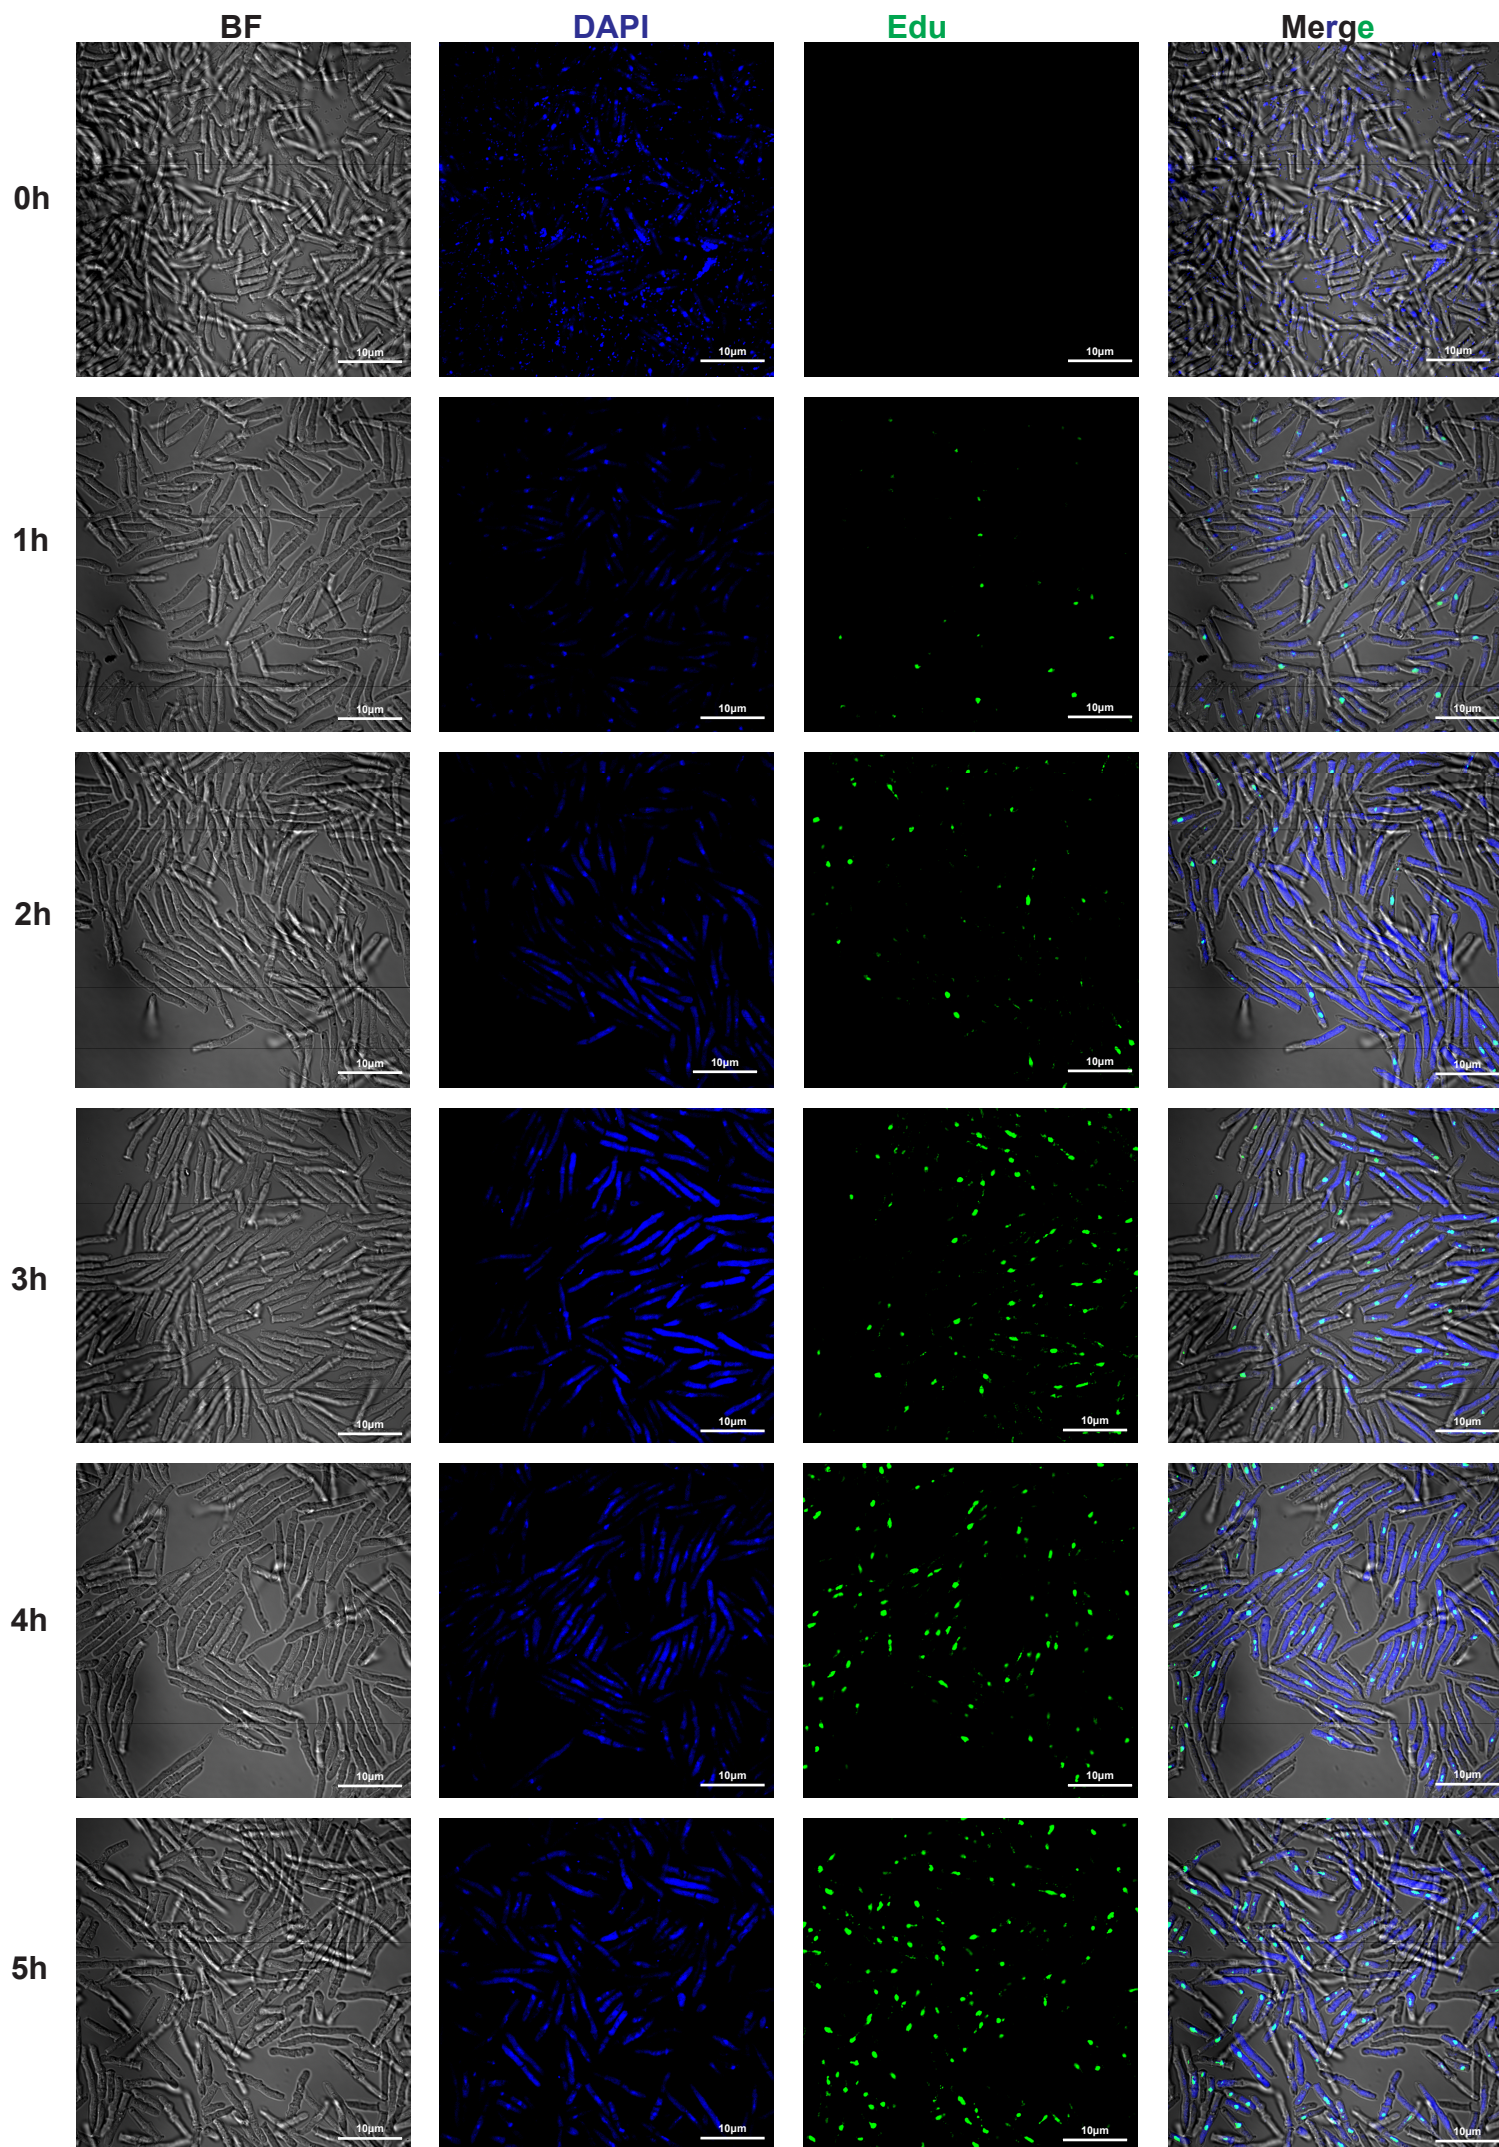

**Supplement:** Supporting Figure S12

# Supplementary material for: H2B oncohistones cause homologous recombination defect and genomic instability through reducing H2B monoubiquitination in Schizosaccharomyces pombe
**Source:** J Biol Chem. 2024 May 7;300(6):107345. doi: 10.1016/j.jbc.2024.107345
**Supplement:** Supporting Figure S13

## cdc 10 ts synchronization and MMS block htb1

BF

DAPI

Edu

Merge

0h

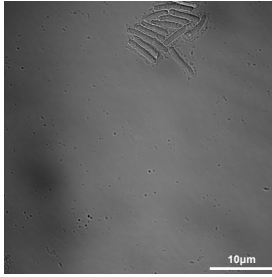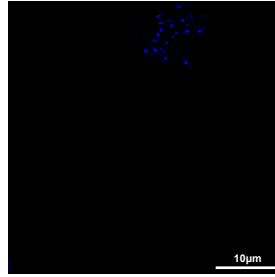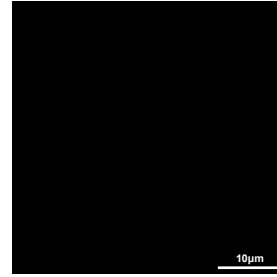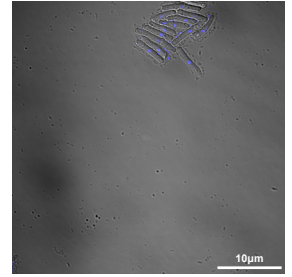

1h

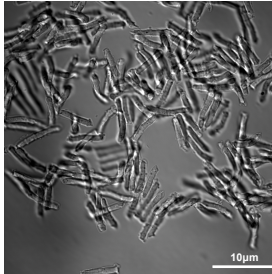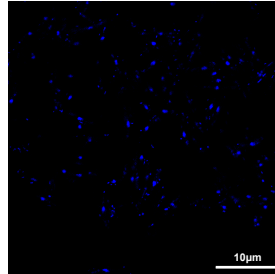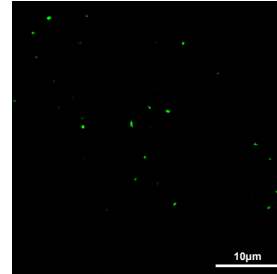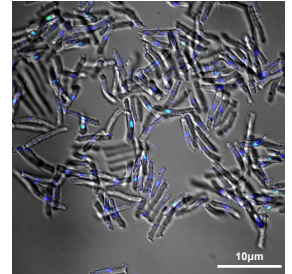

2h

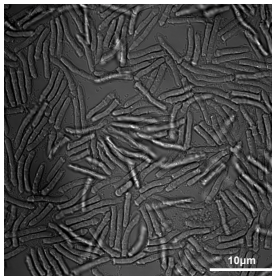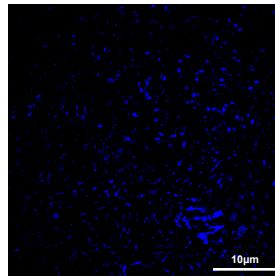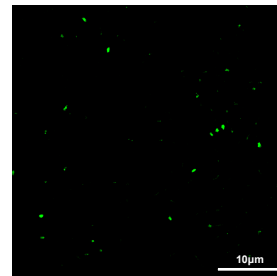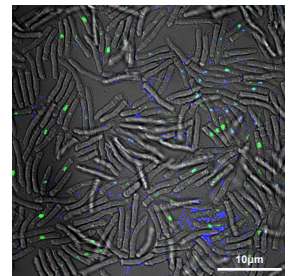

1h

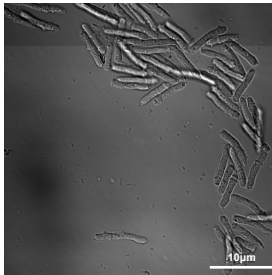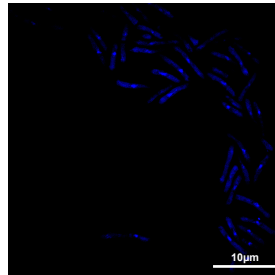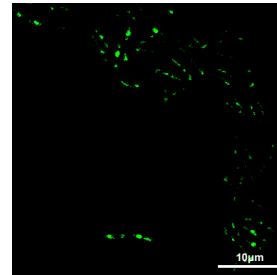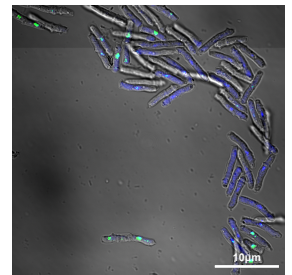

2h

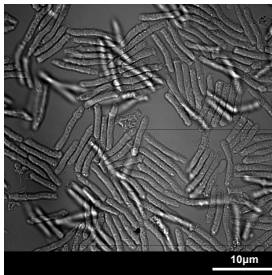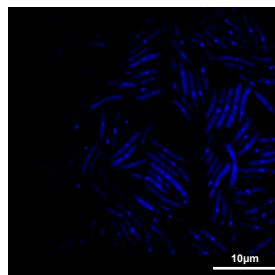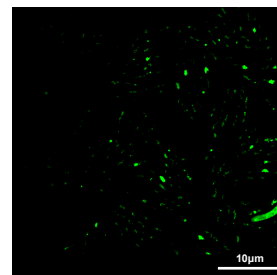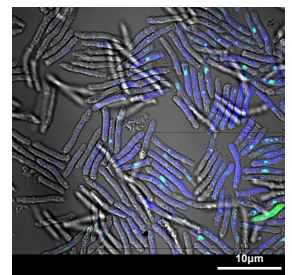

3h

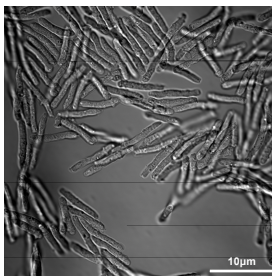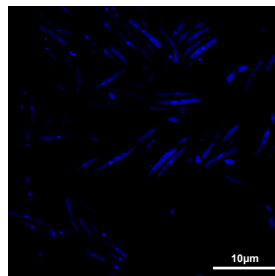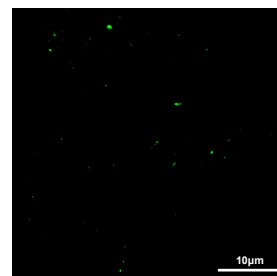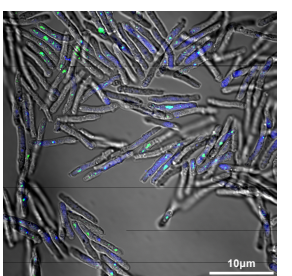

4h

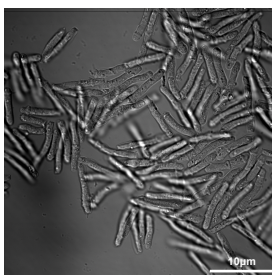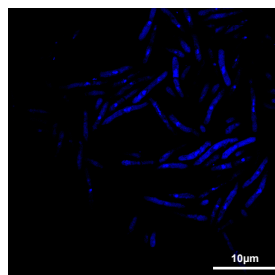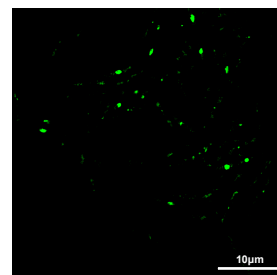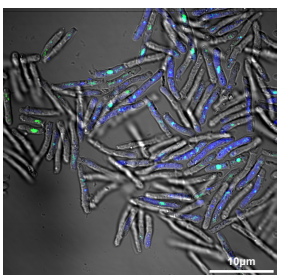

MMS block

Release

**cdc10 ts synchronization and MMS block htb1-G52D**

**MMS block**

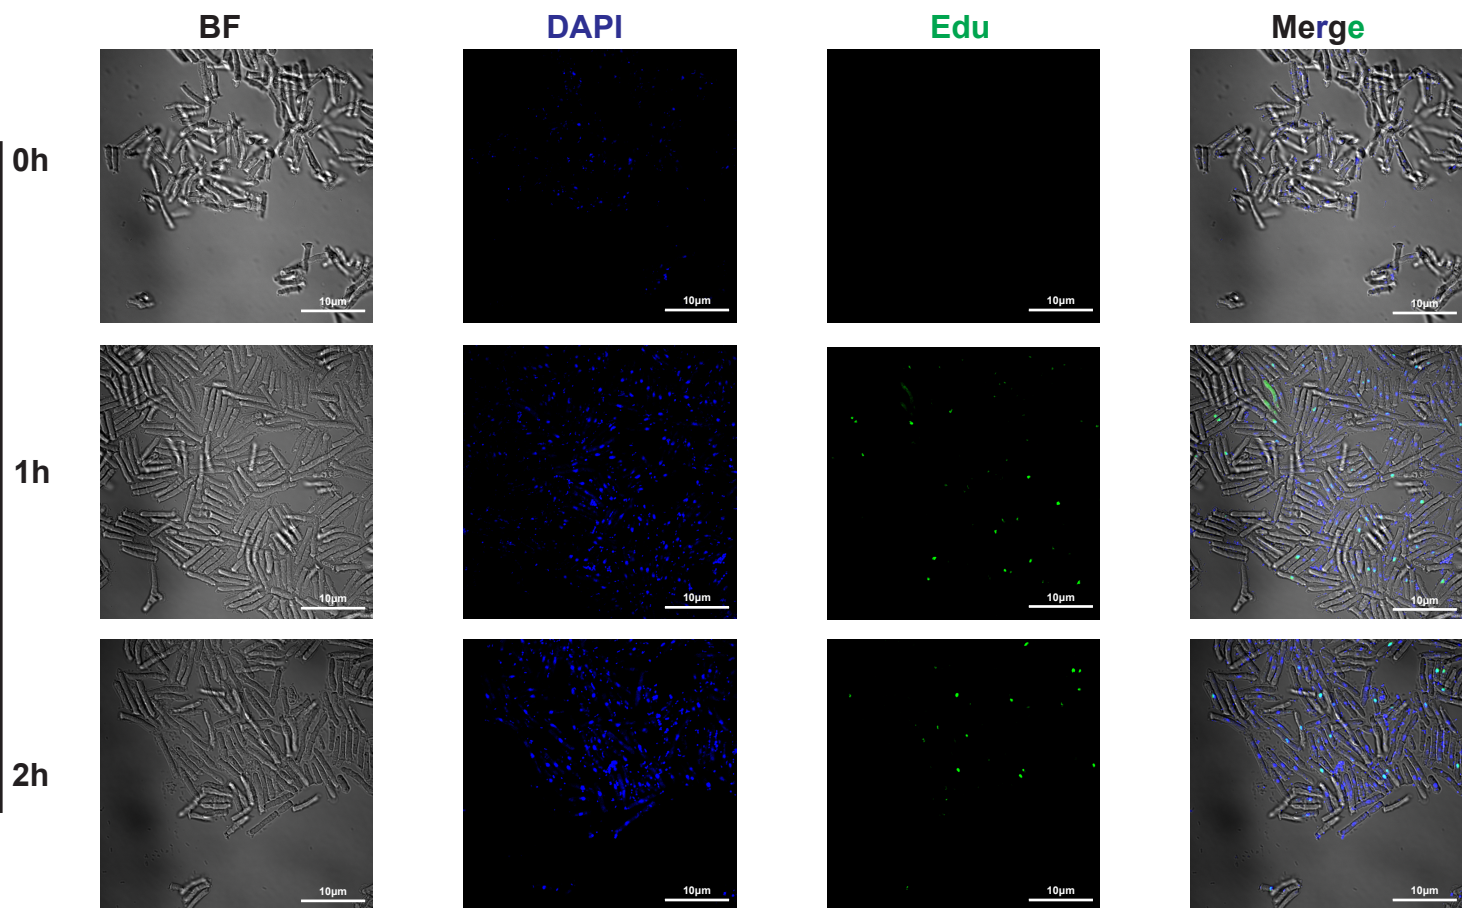

**Release**

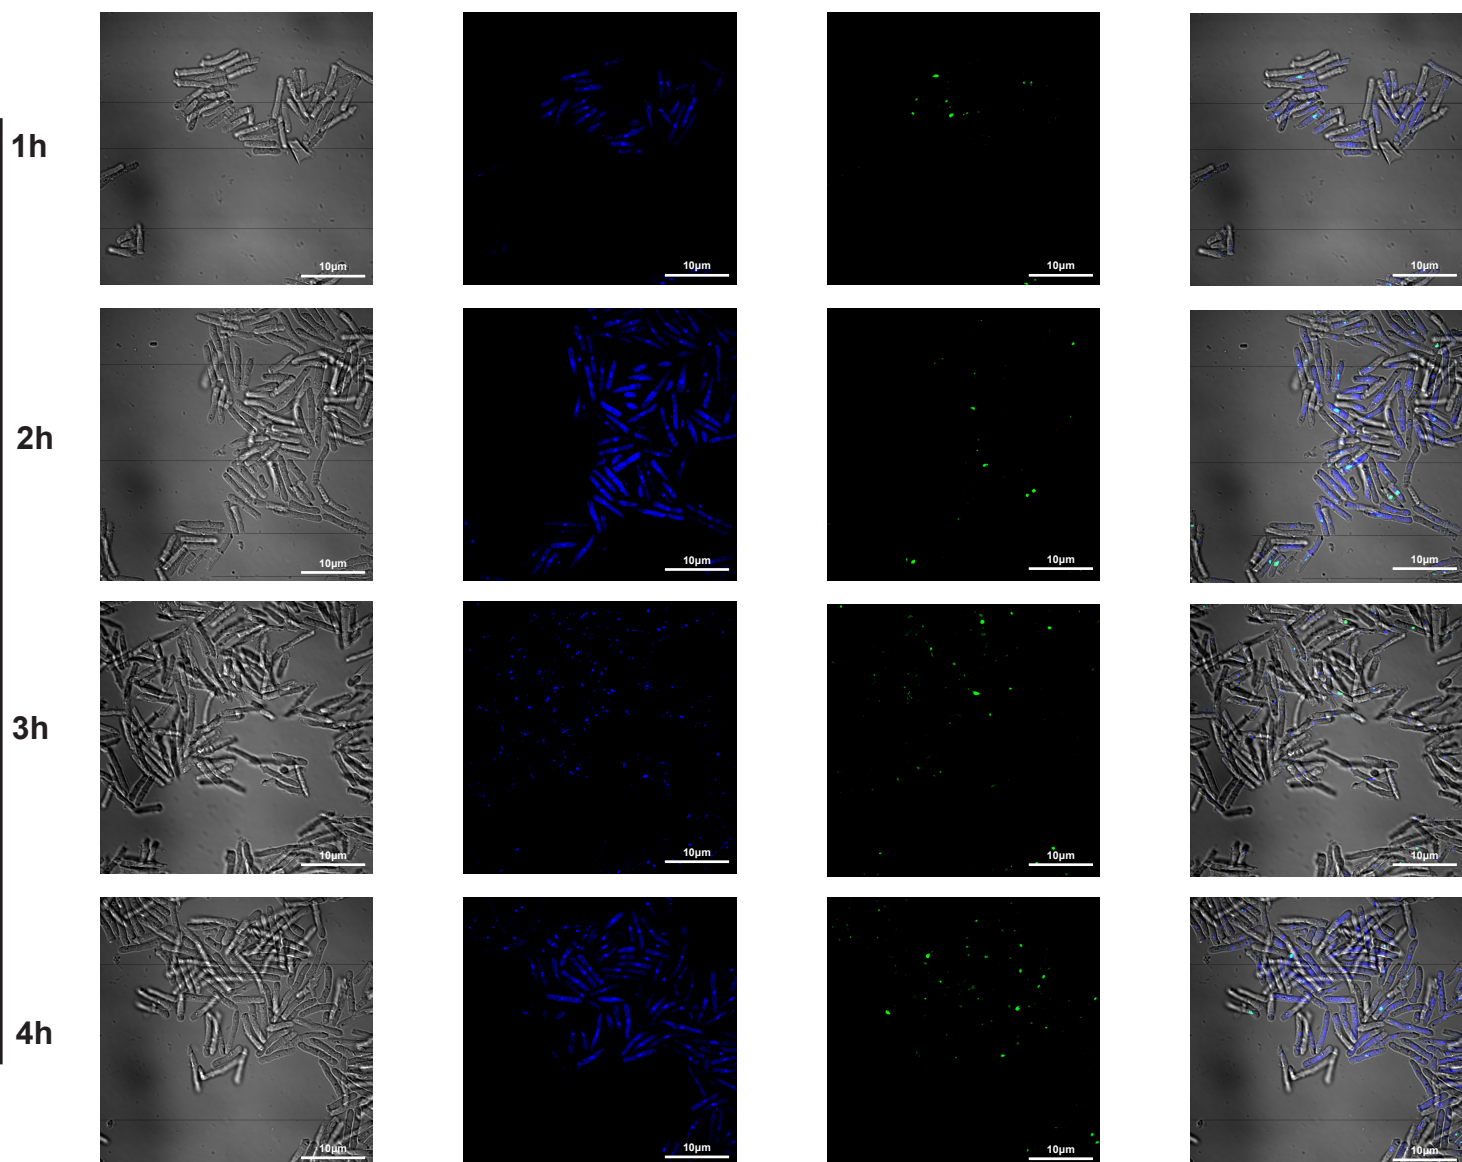

cdc10 ts synchronization and MMS block htb1-P102L

BF

DAPI

Edu

Merge

MMS block

0h

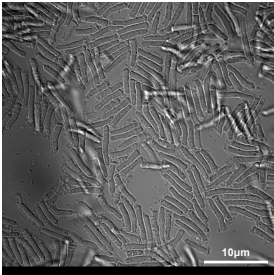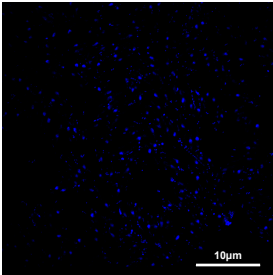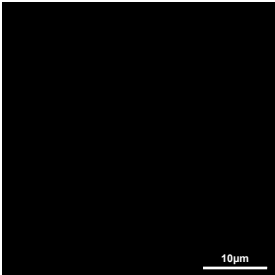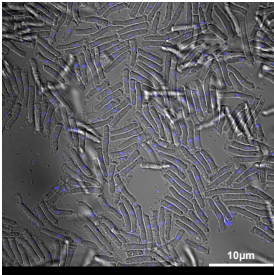

1h

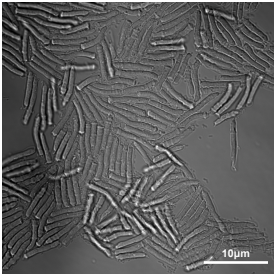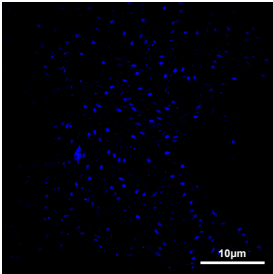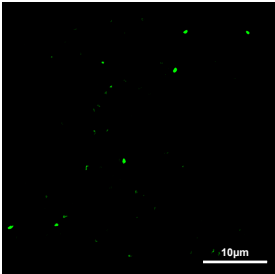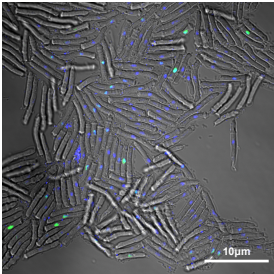

2h

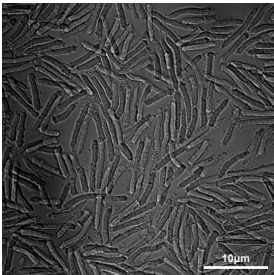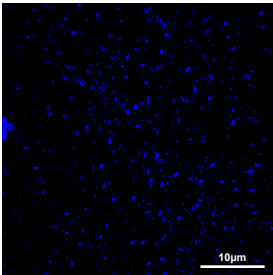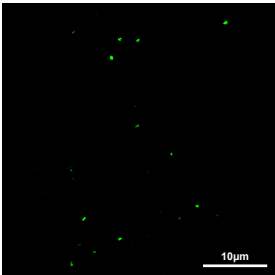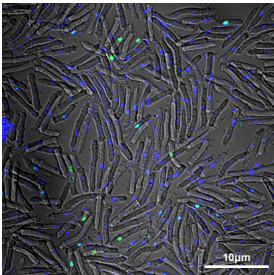

1h

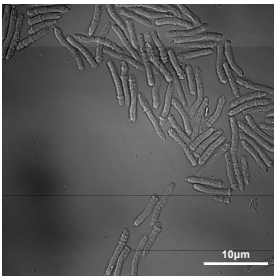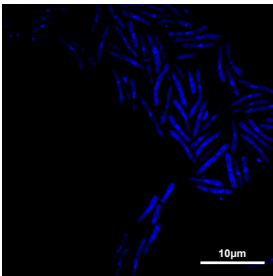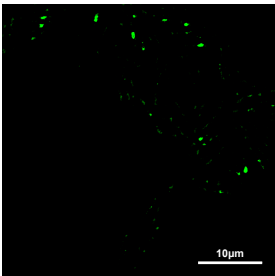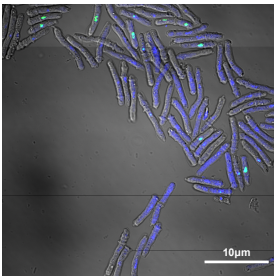

2h

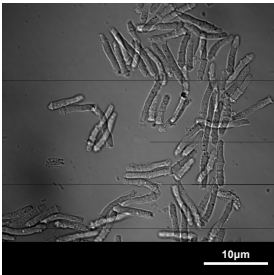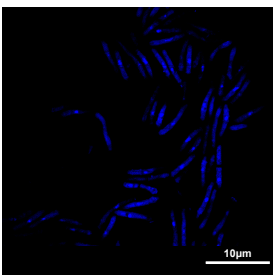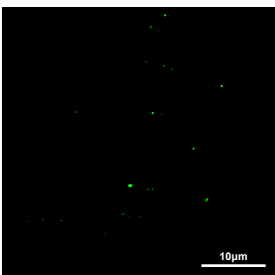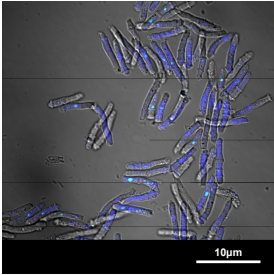

3h

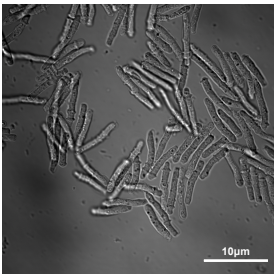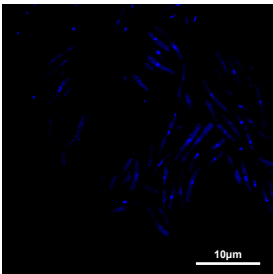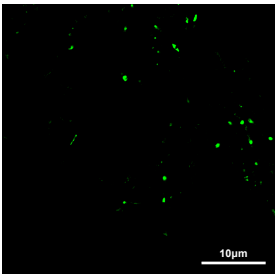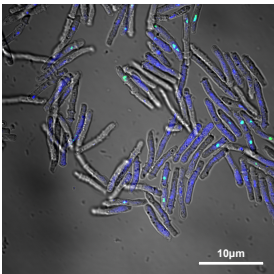

4h

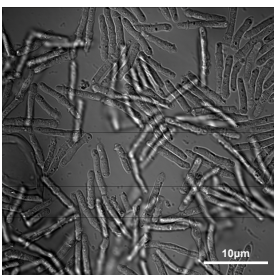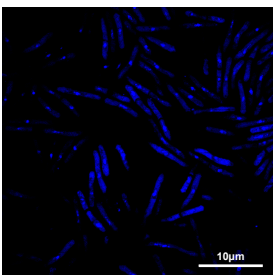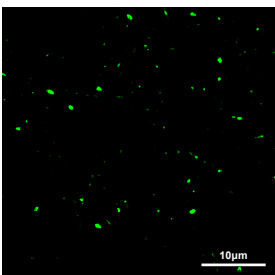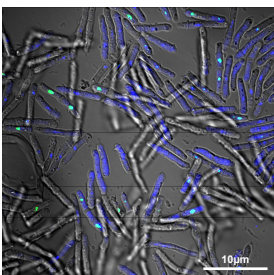

Release

# Supplementary material for: H2B oncohistones cause homologous recombination defect and genomic instability through reducing H2B monoubiquitination in Schizosaccharomyces pombe
**Source:** J Biol Chem. 2024 May 7;300(6):107345. doi: 10.1016/j.jbc.2024.107345

Asynchronization and without MMS *htb1*

BF

DAPI

EdU

Merge

0min

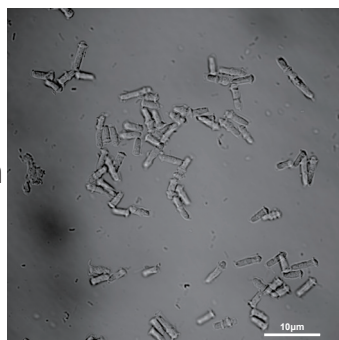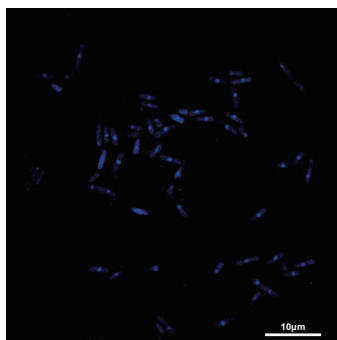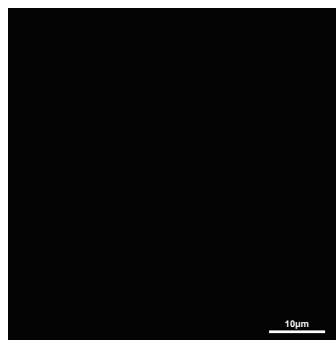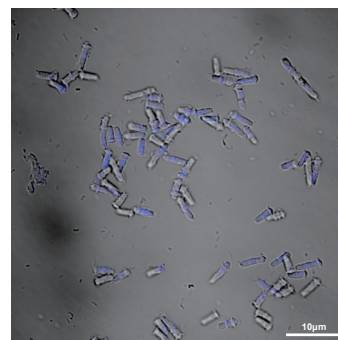

7.5min

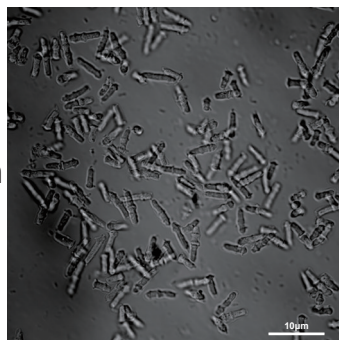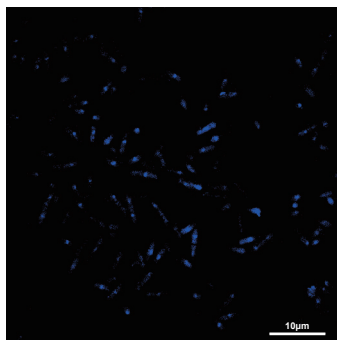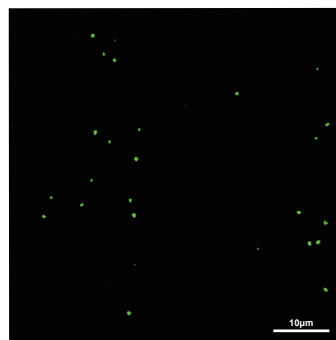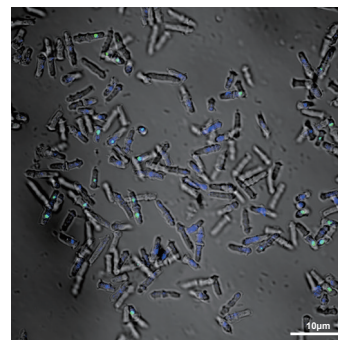

15min

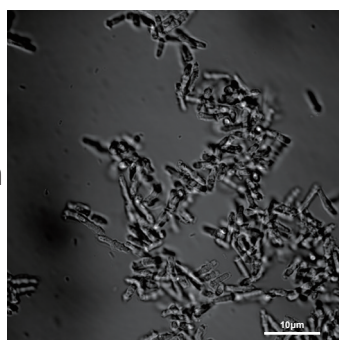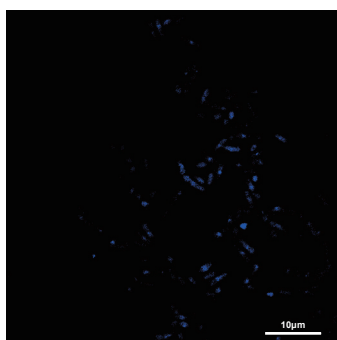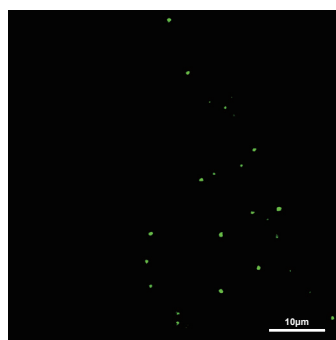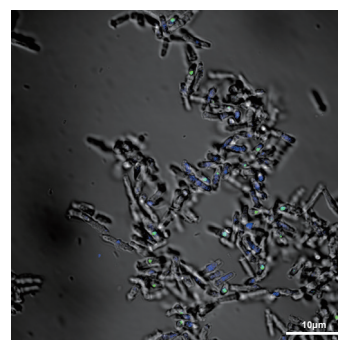

30min

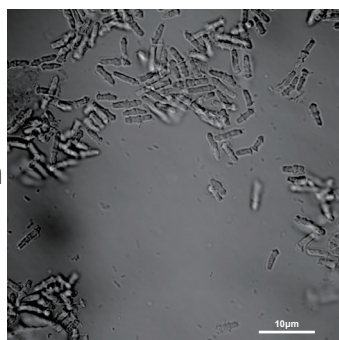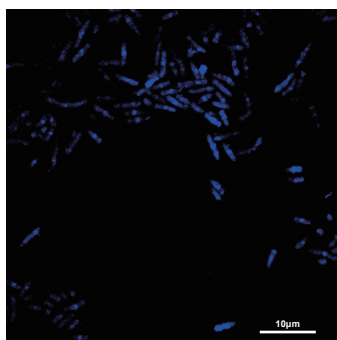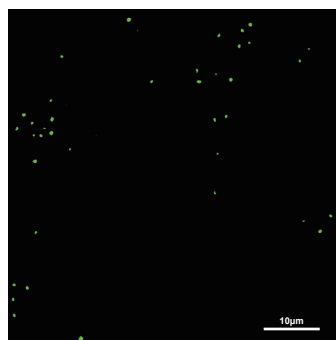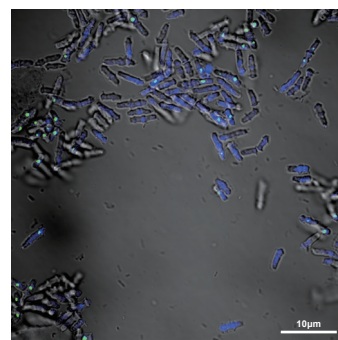

1h

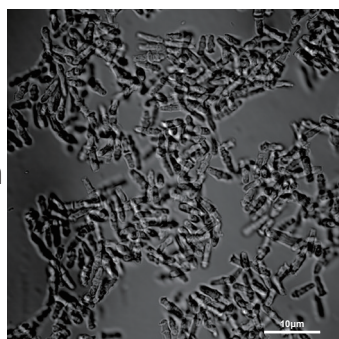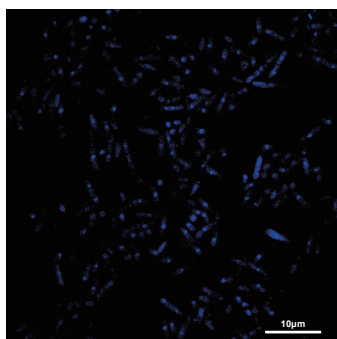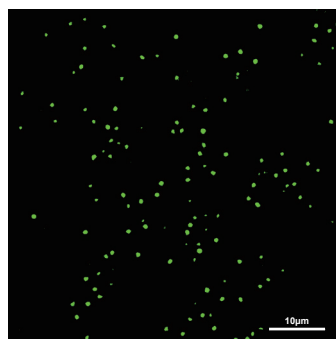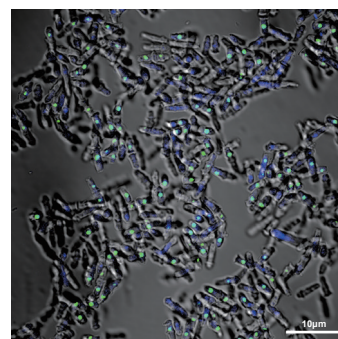

2h

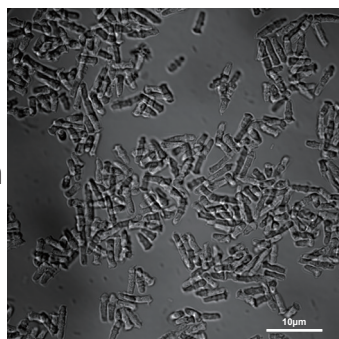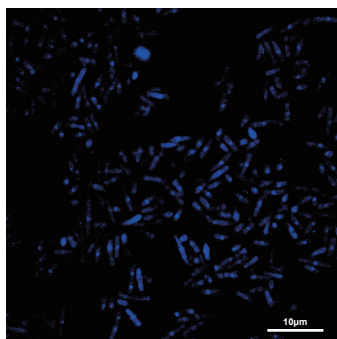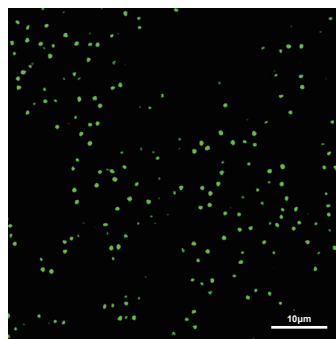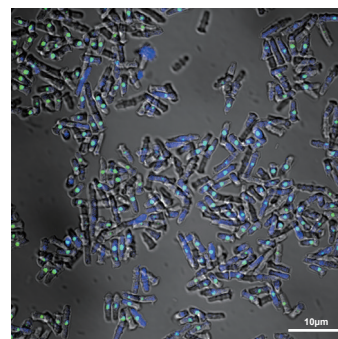

# Asynchronization and without MMS *htb1-G52D*

BF

DAPI

EdU

Merge

0min

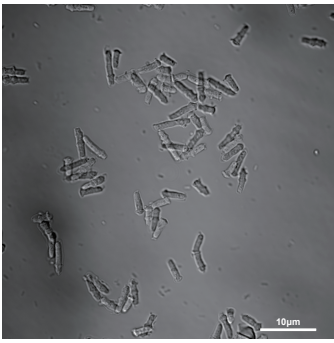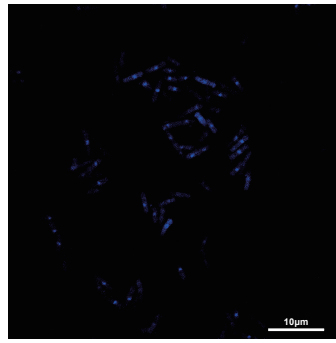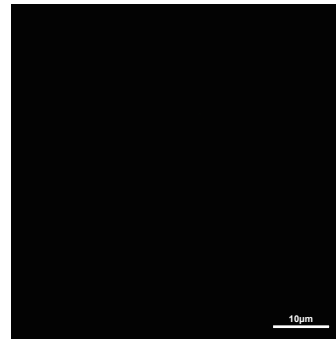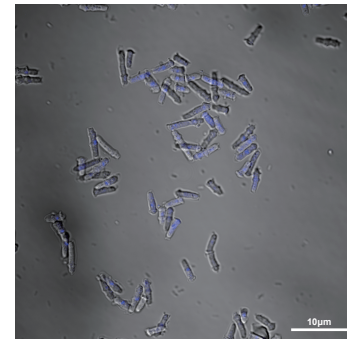

7.5min

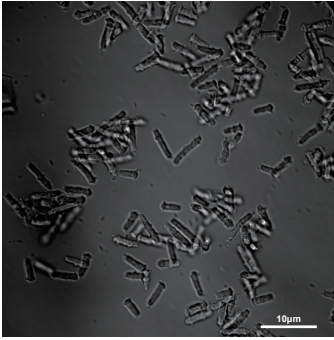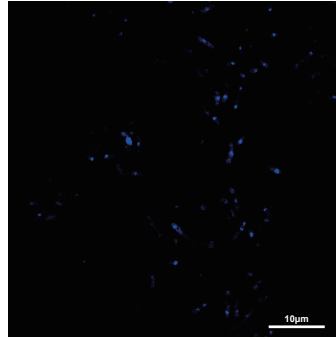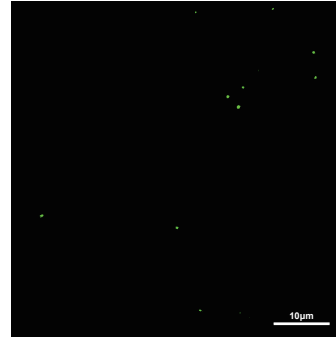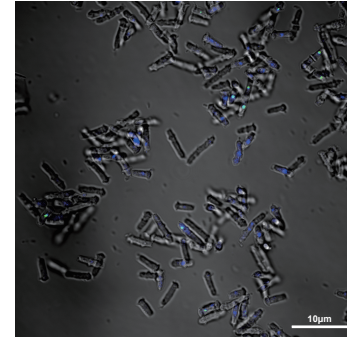

15min

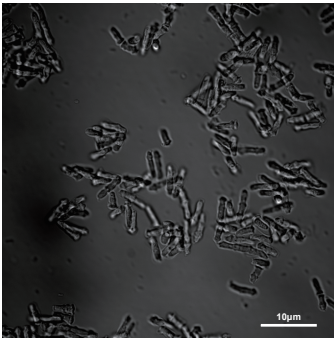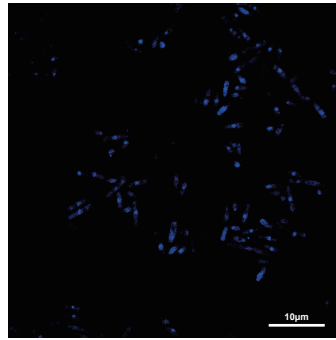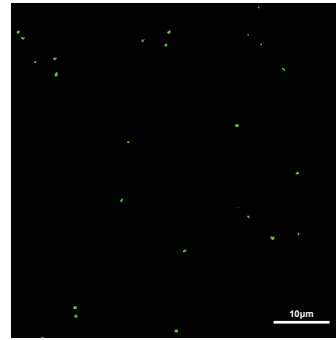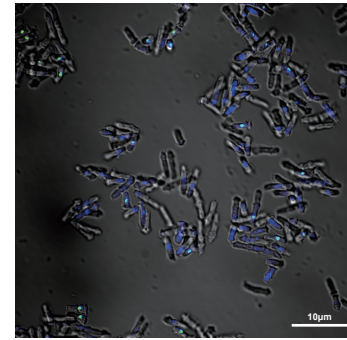

30min

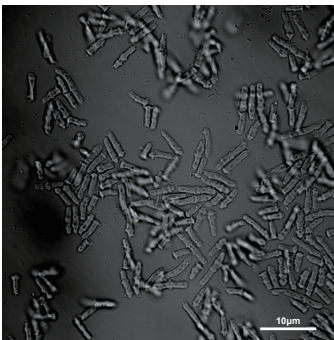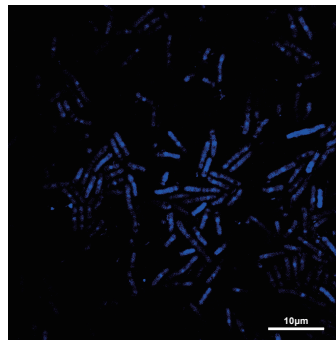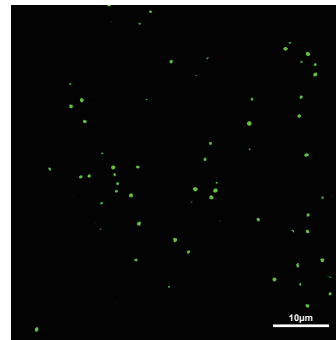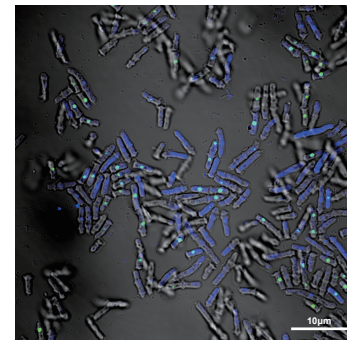

1h

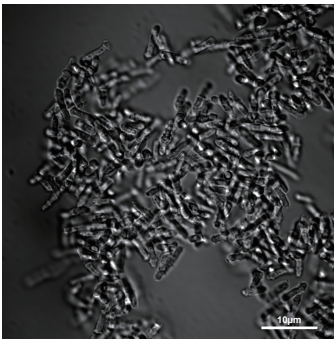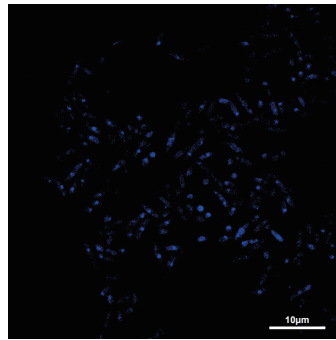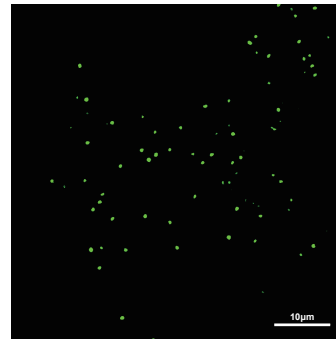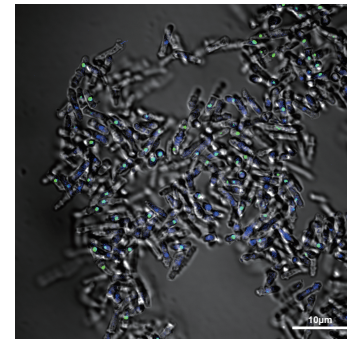

2h

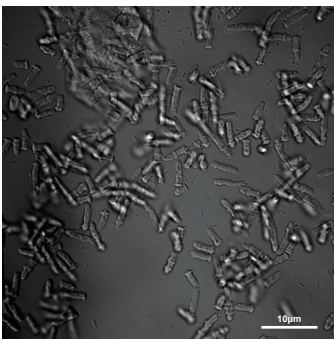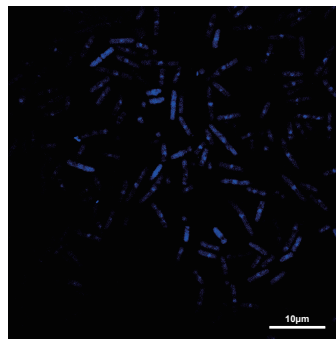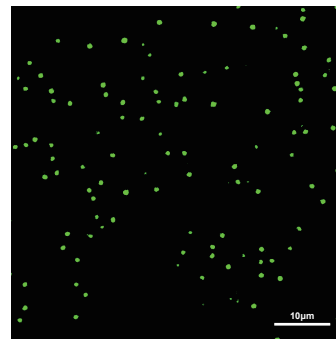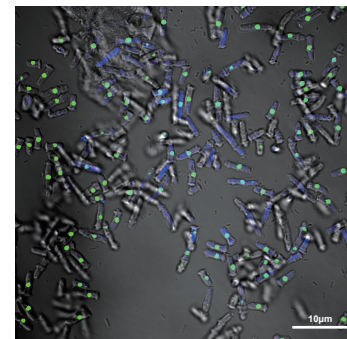

# Asynchronization and without MMS *htb1*-P102L

BF

DAPI

EdU

Merge

0min

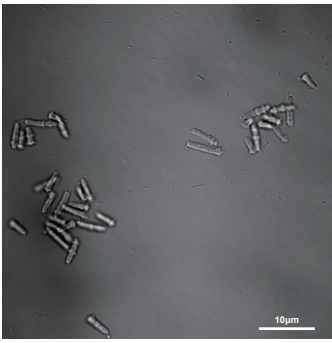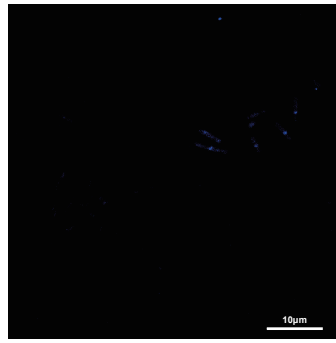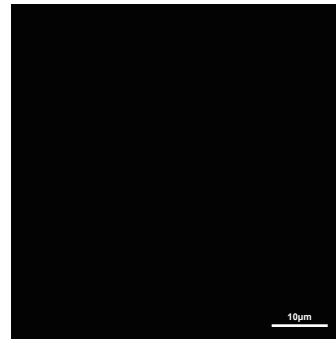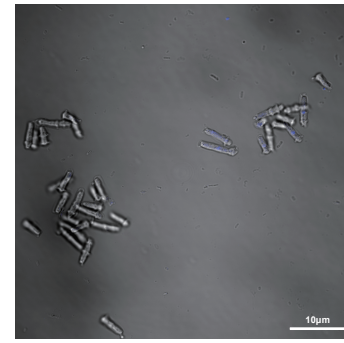

7.5min

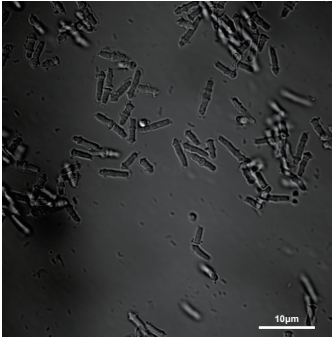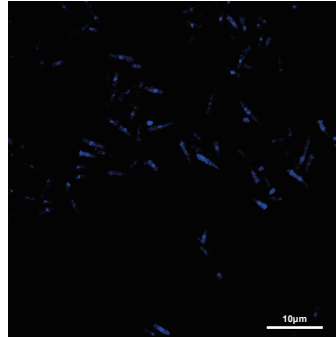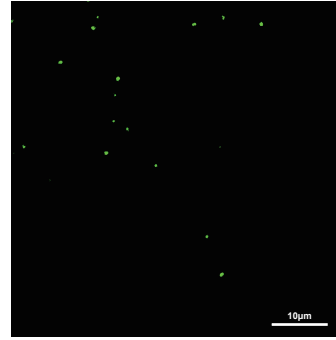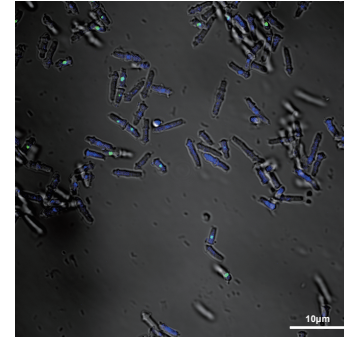

15min

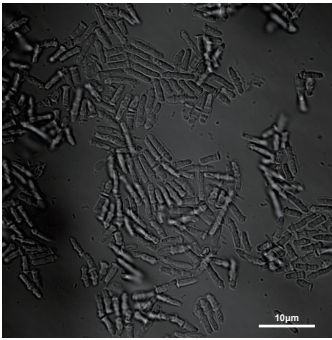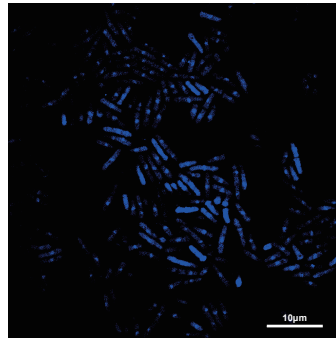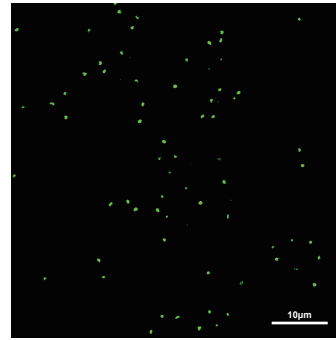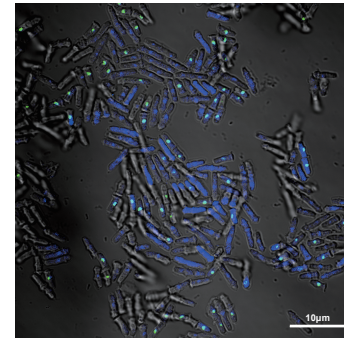

30min

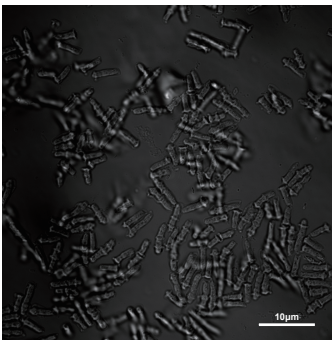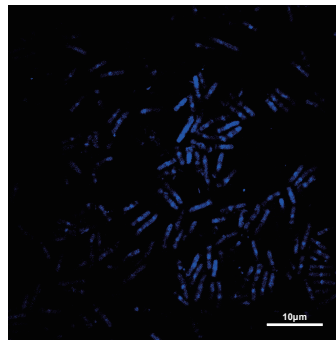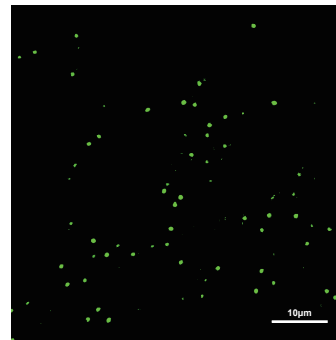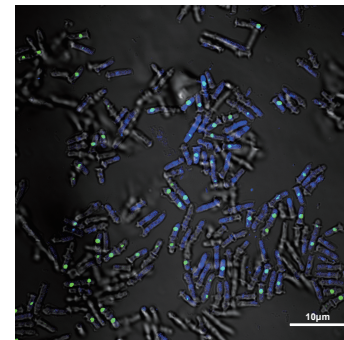

1h

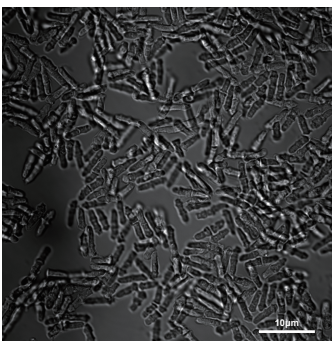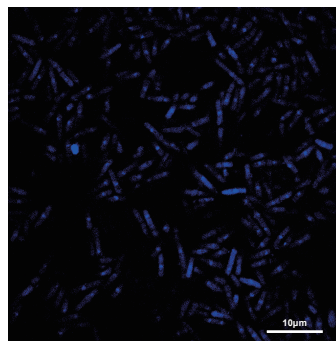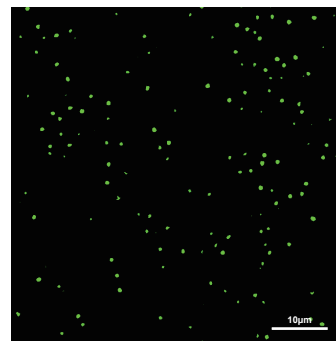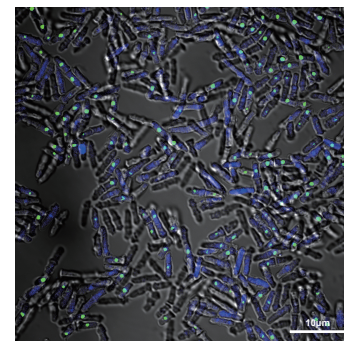

2h

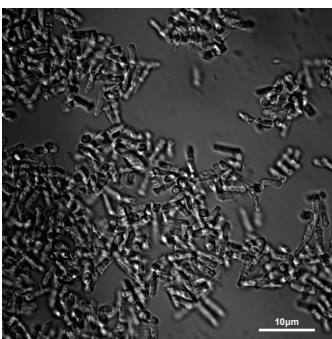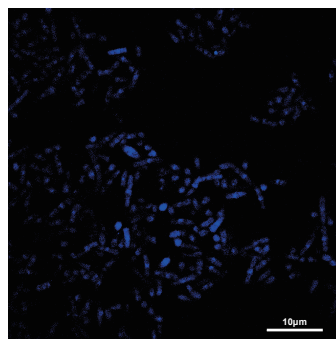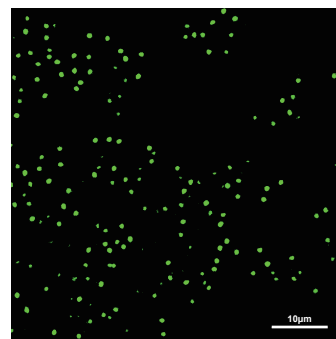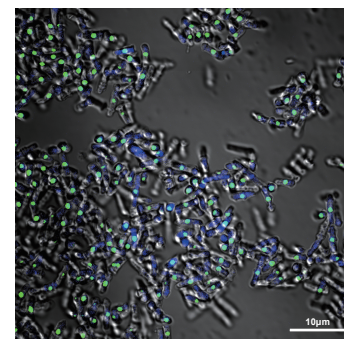

**Supplement:** Supporting Figure S14

# Supplementary material for: H2B oncohistones cause homologous recombination defect and genomic instability through reducing H2B monoubiquitination in Schizosaccharomyces pombe
**Source:** J Biol Chem. 2024 May 7;300(6):107345. doi: 10.1016/j.jbc.2024.107345
**Supplement:** Supporting Figure S15

Asynchronization and with MMS *htb1*

BF

DAPI

EdU

Merge

0min

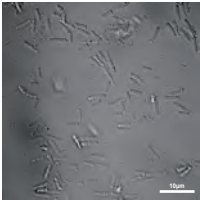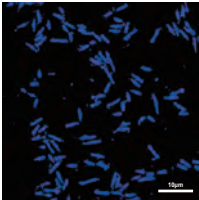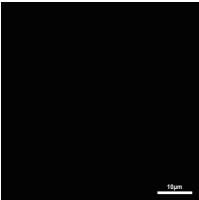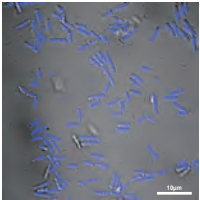

7.5min

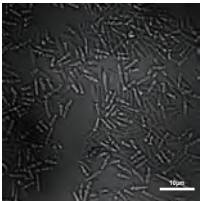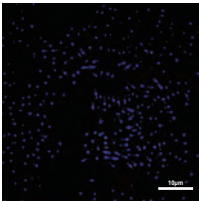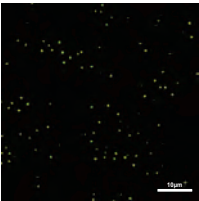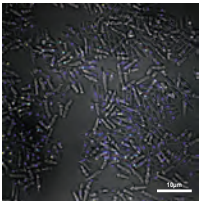

15min

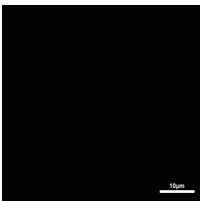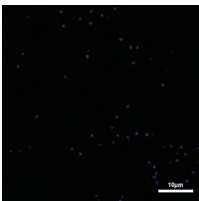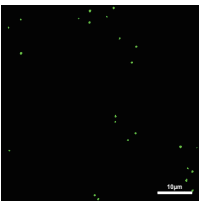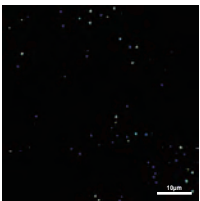

30min

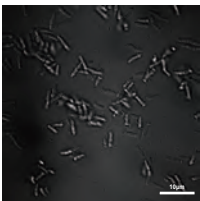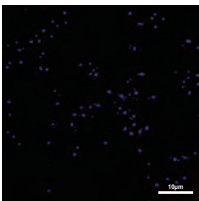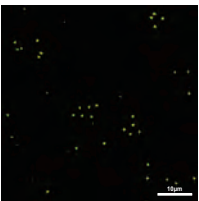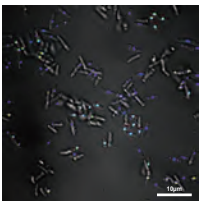

1h

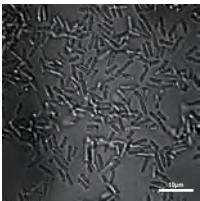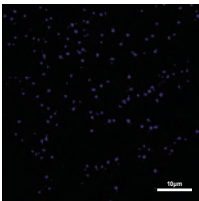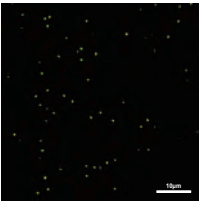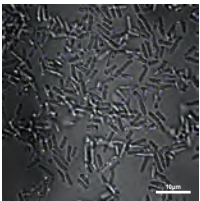

2h

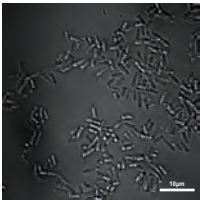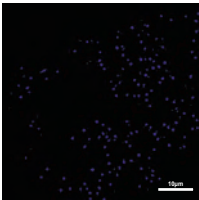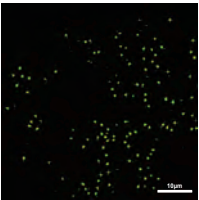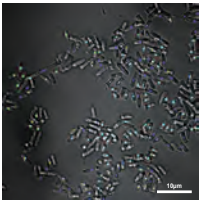

1h

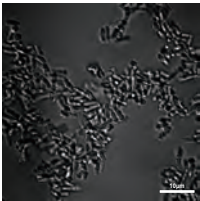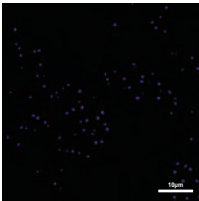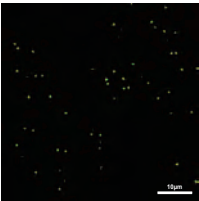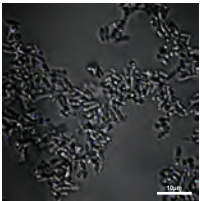

2h

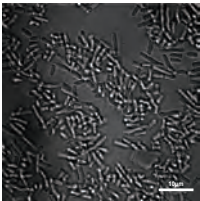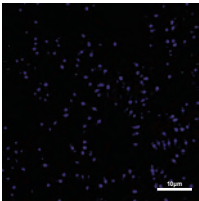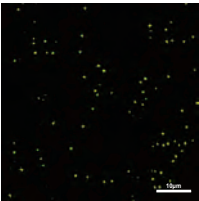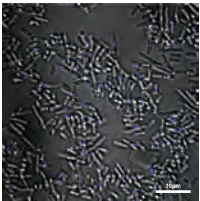

3h

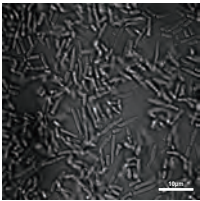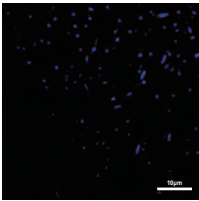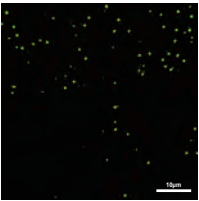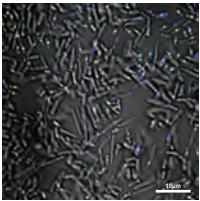

4h

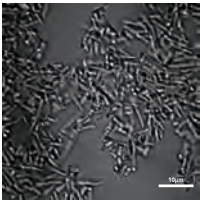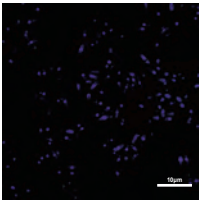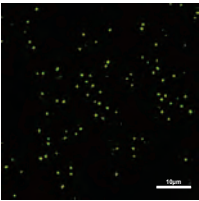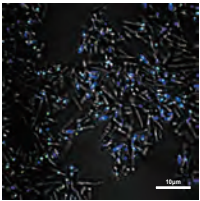

MMS block

Release

# Asynchronization and with MMS *htb1-G52D*

BF

DAPI

EdU

Merge

0min

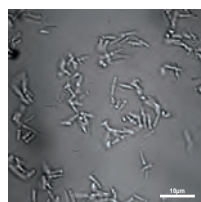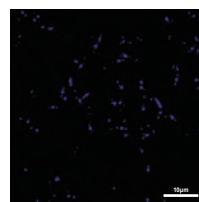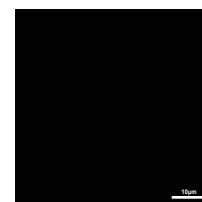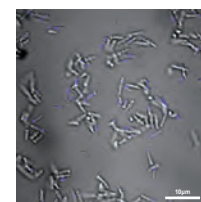

7.5min

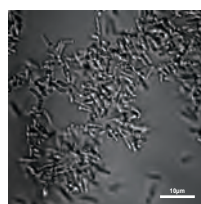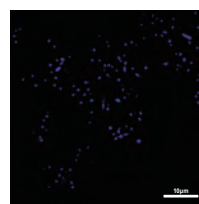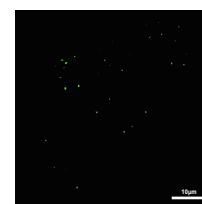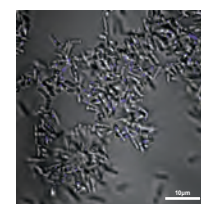

15min

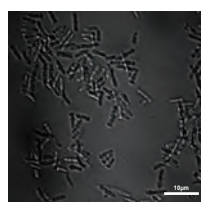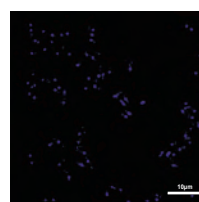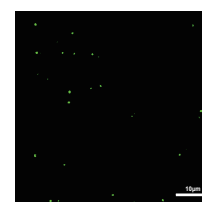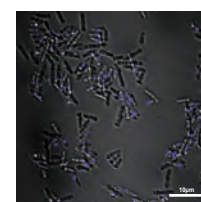

30min

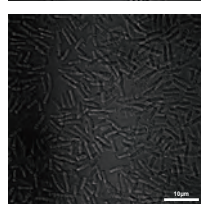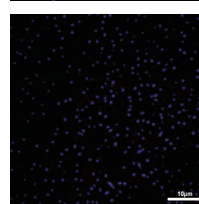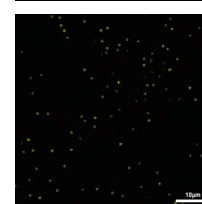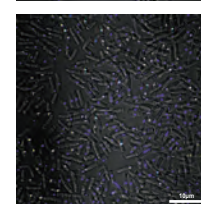

1h

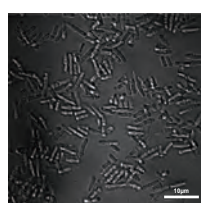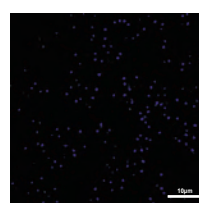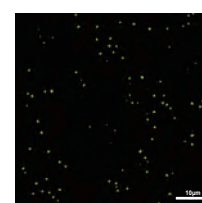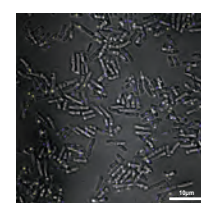

2h

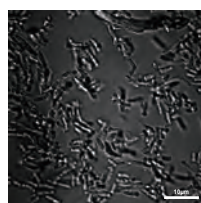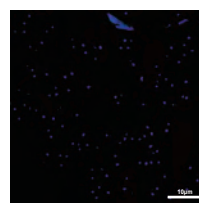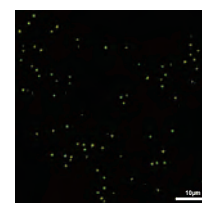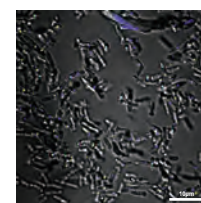

1h

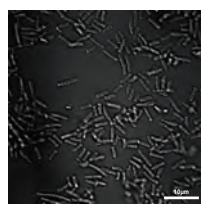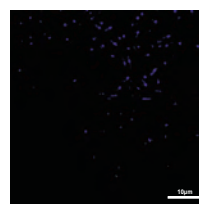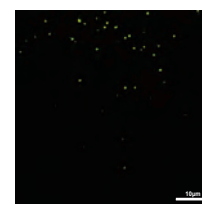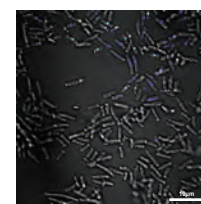

2h

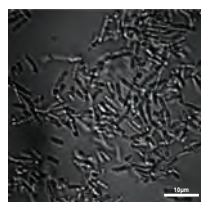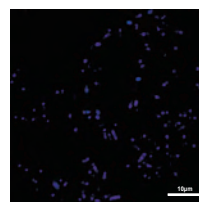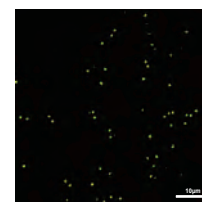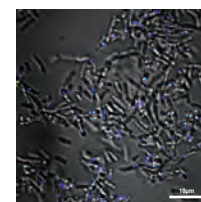

3h

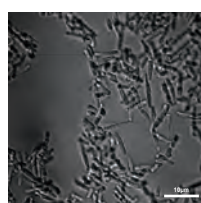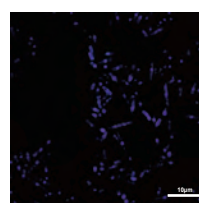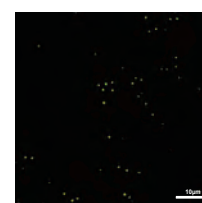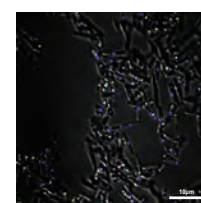

4h

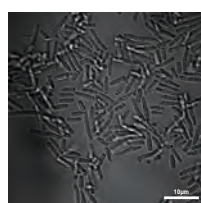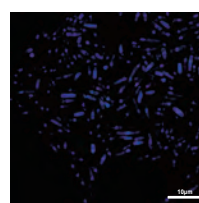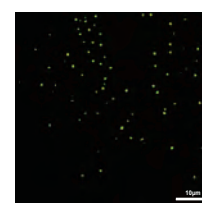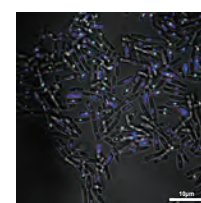

MMS block

Release

# Asynchronization and with MMS *htb1*-P102L

BF

DAPI

EdU

Merge

0min

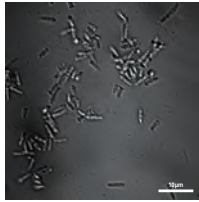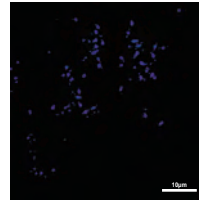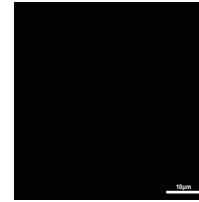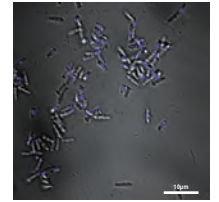

7.5min

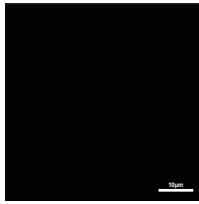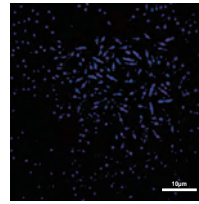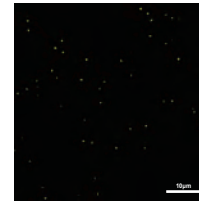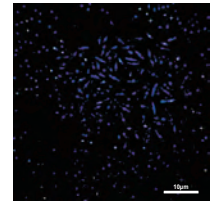

15min

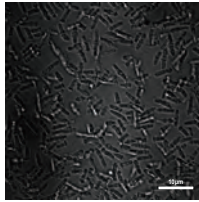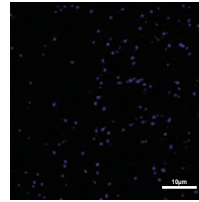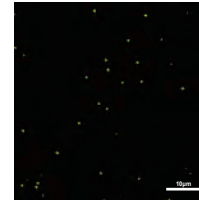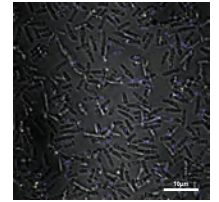

30min

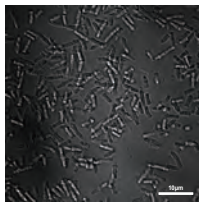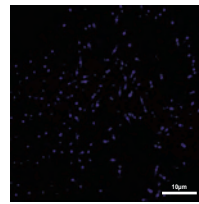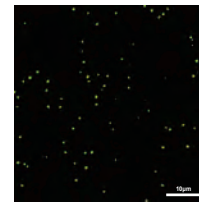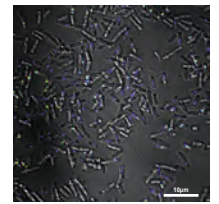

1h

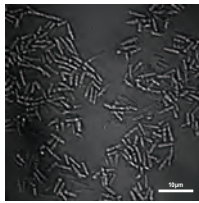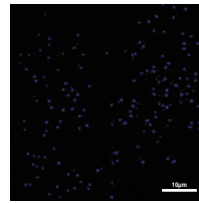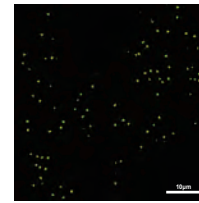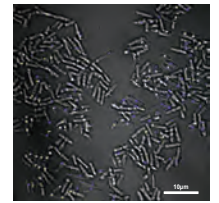

2h

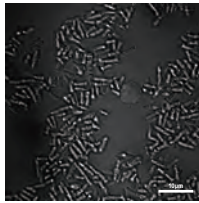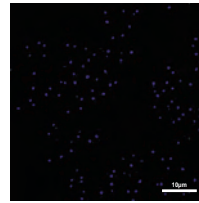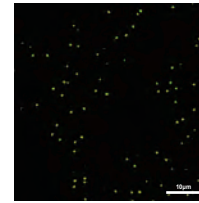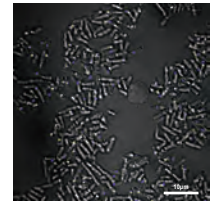

1h

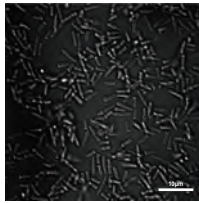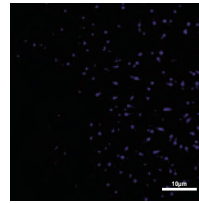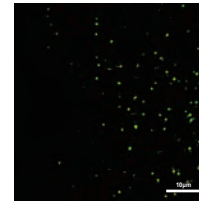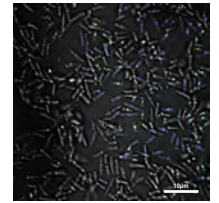

2h

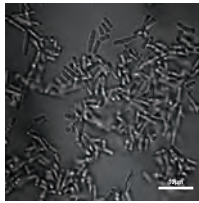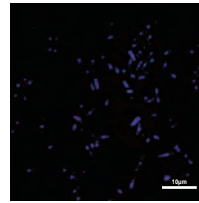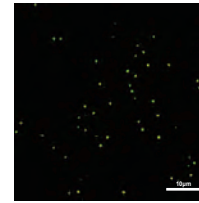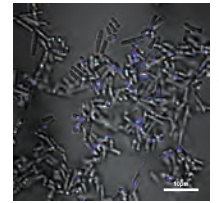

3h

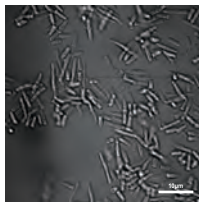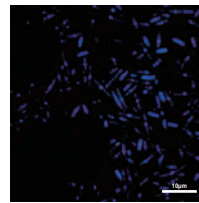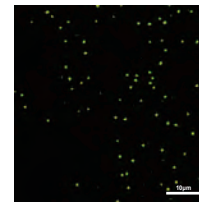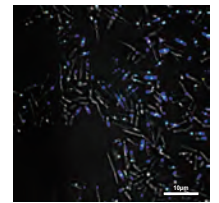

4h

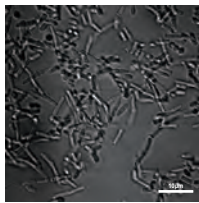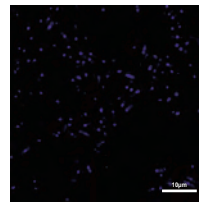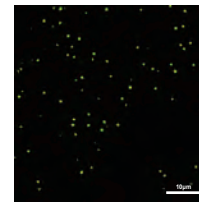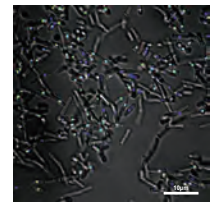

MMS block

Release

# Supplementary material for: H2B oncohistones cause homologous recombination defect and genomic instability through reducing H2B monoubiquitination in Schizosaccharomyces pombe
**Source:** J Biol Chem. 2024 May 7;300(6):107345. doi: 10.1016/j.jbc.2024.107345
**Supplement:** Supporting Information

## Supporting Information

### **H2B oncohistones cause homologous recombination defects and genomic instability through reducing H2B monoubiquitination in *Schizosaccharomyces pombe***

Bingxin Qin<sup>1,3</sup>, Guangchun Lu<sup>1,3</sup>, Xuejin Chen<sup>2</sup>, Chenhua Zheng<sup>2</sup>, Huanteng Lin<sup>2</sup>, Qi Liu<sup>1</sup>, Jinjie Shang<sup>1</sup>, and Gang Feng<sup>1,2,\*</sup>

<sup>3</sup>These authors contributed equally to this work

#### **A list of the materials**

Figures of S1-S11

Figures of S12-S15 are separate pdf files

Tables of S1, S2, S3, S8, S9

Tables of S4, S5, S6, S7 are separate excel files

# Figure S1

**A**

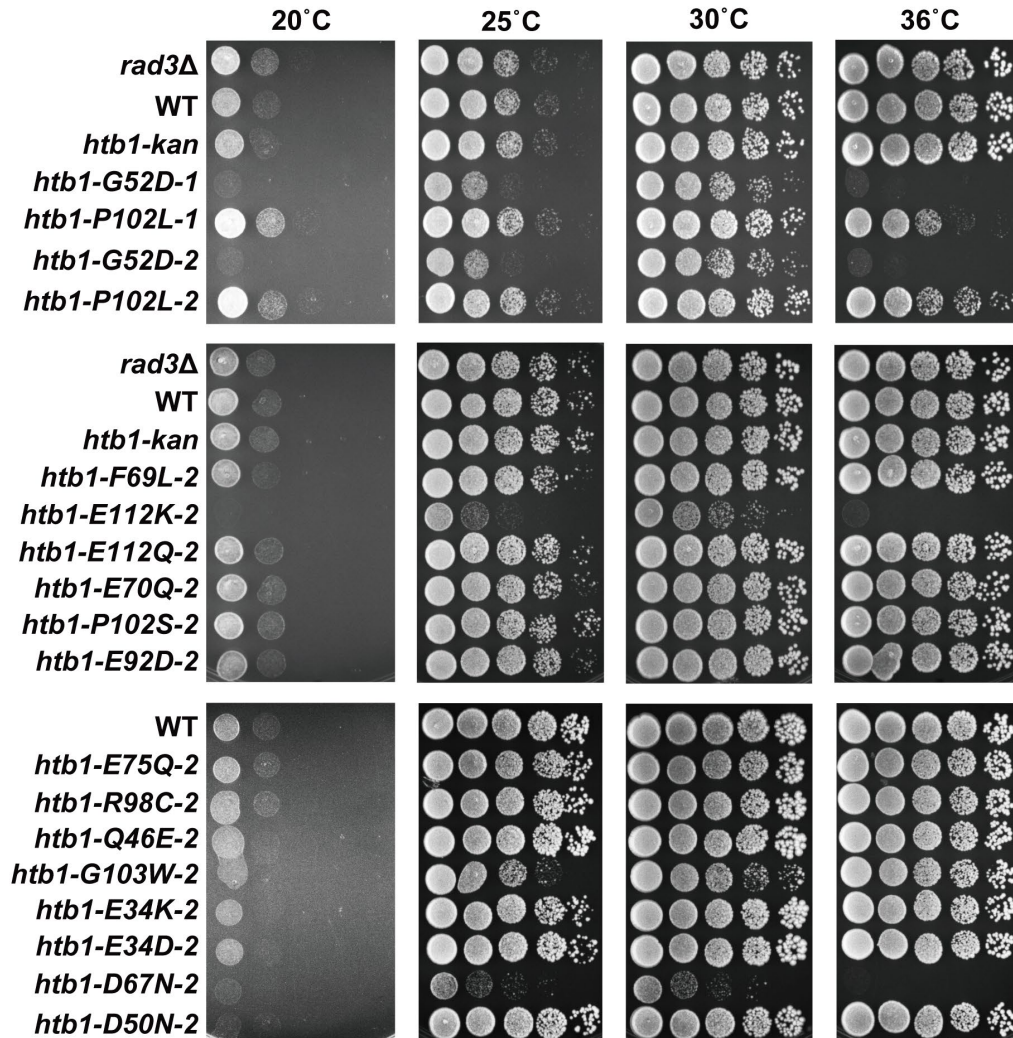

**Figure S1 (related to Figure 1).** *A*, the growth phenotypes of the second independent biological repeats of 16 H2B onco-mutants under indicated conditions. The images in the top row of the 25°C, 30°C, and 36°C are reuse of Figure 1A, additionally with 2nd repeats of *htb1-G52D/P102L*.

# Figure S1

**B**

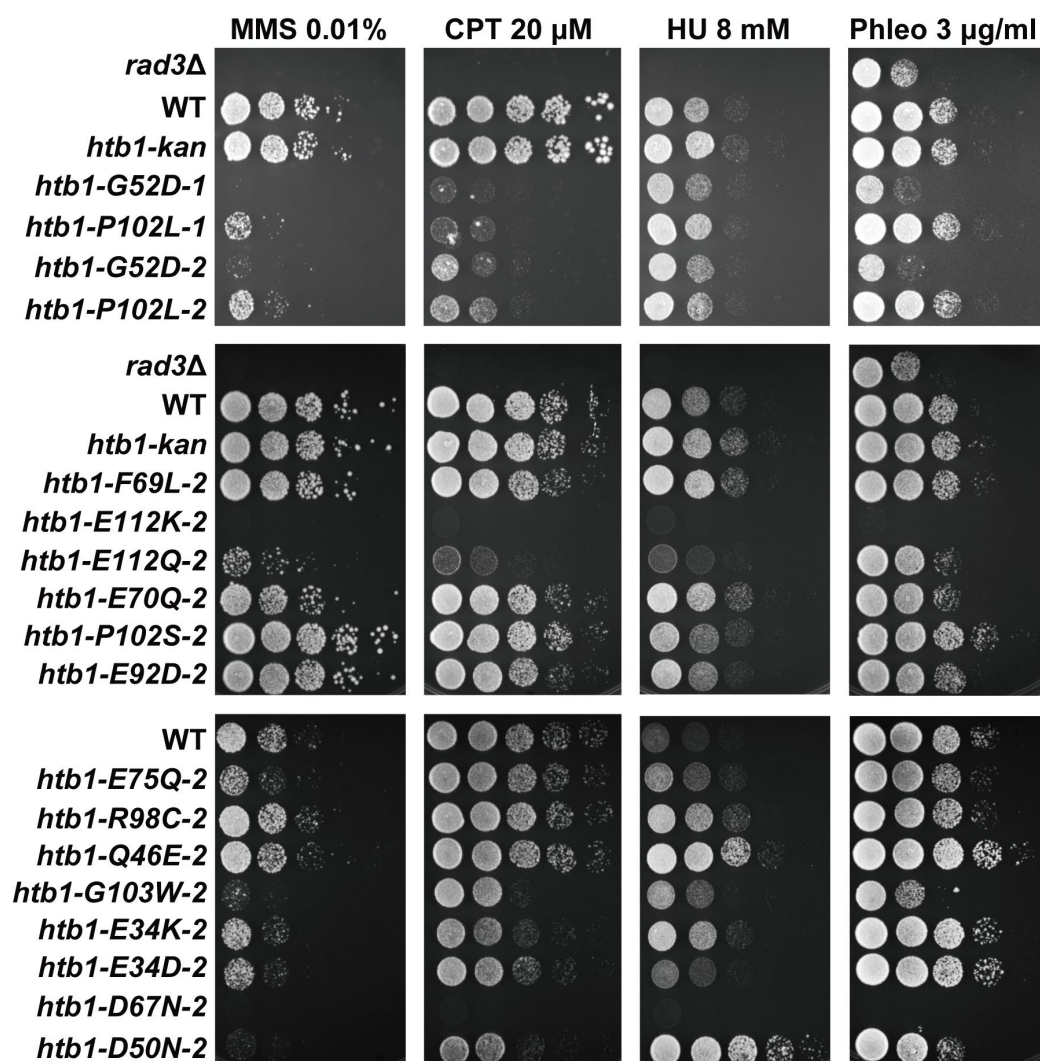

**Figure S1 (related to Figure 1).** *B*, the growth phenotypes of the second independent biological repeats of 16 H2B onco-mutants under indicated conditions. The images in the top row of the MMS, CPT, HU, and Phleo are reuse of Figure 1, *A* and *B*, additionally with 2nd repeats of *htb1-G52D/P102L*.

**Figure S1**  
**D**

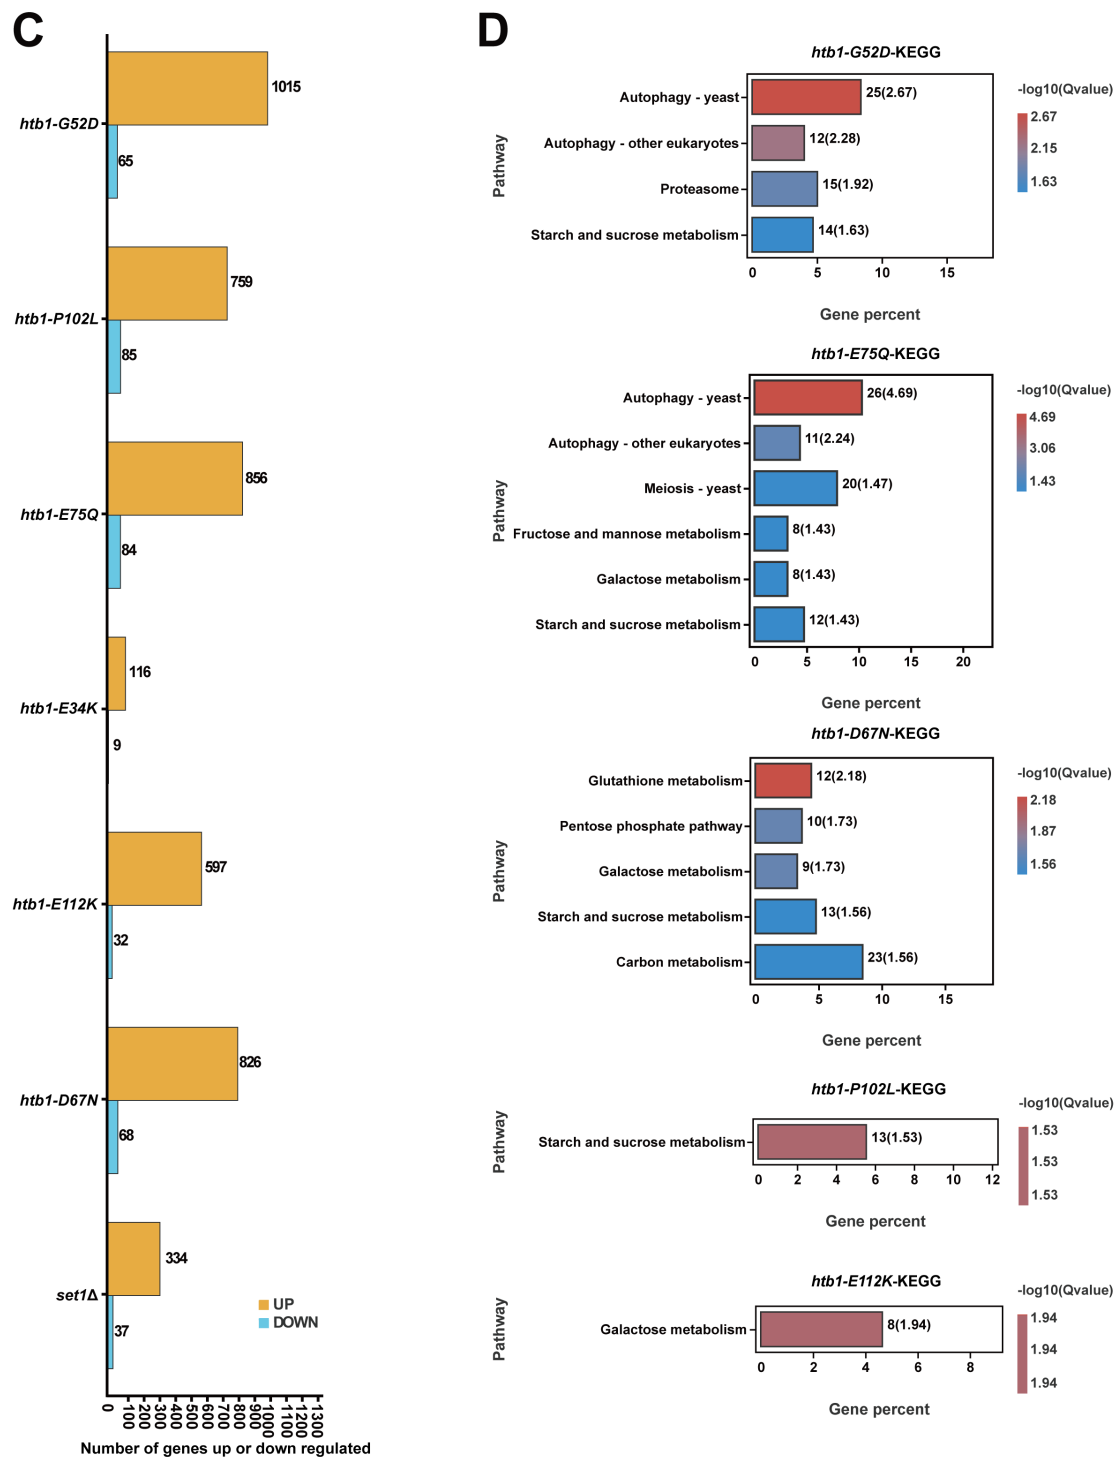

**Figure S1 (related to Figure 1).** C, the analysis of the differentially expressed genes (DEGs) of *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), *htb1-E34K* (YGF275), *htb1-E75Q* (YGF317), *htb1-E112K* (YGF328), *htb1-D67N* (YGF324), and *set1Δ* (YGF285) compared with WT (TK8) cells. D, top 10 significantly ( $q < 0.05$ ) enriched KEGG pathways in the indicated H2B onco-mutants. The number of enriched genes and  $-\log_{10}(q)$  value in each pathway are shown.

# Figure S1

E

F

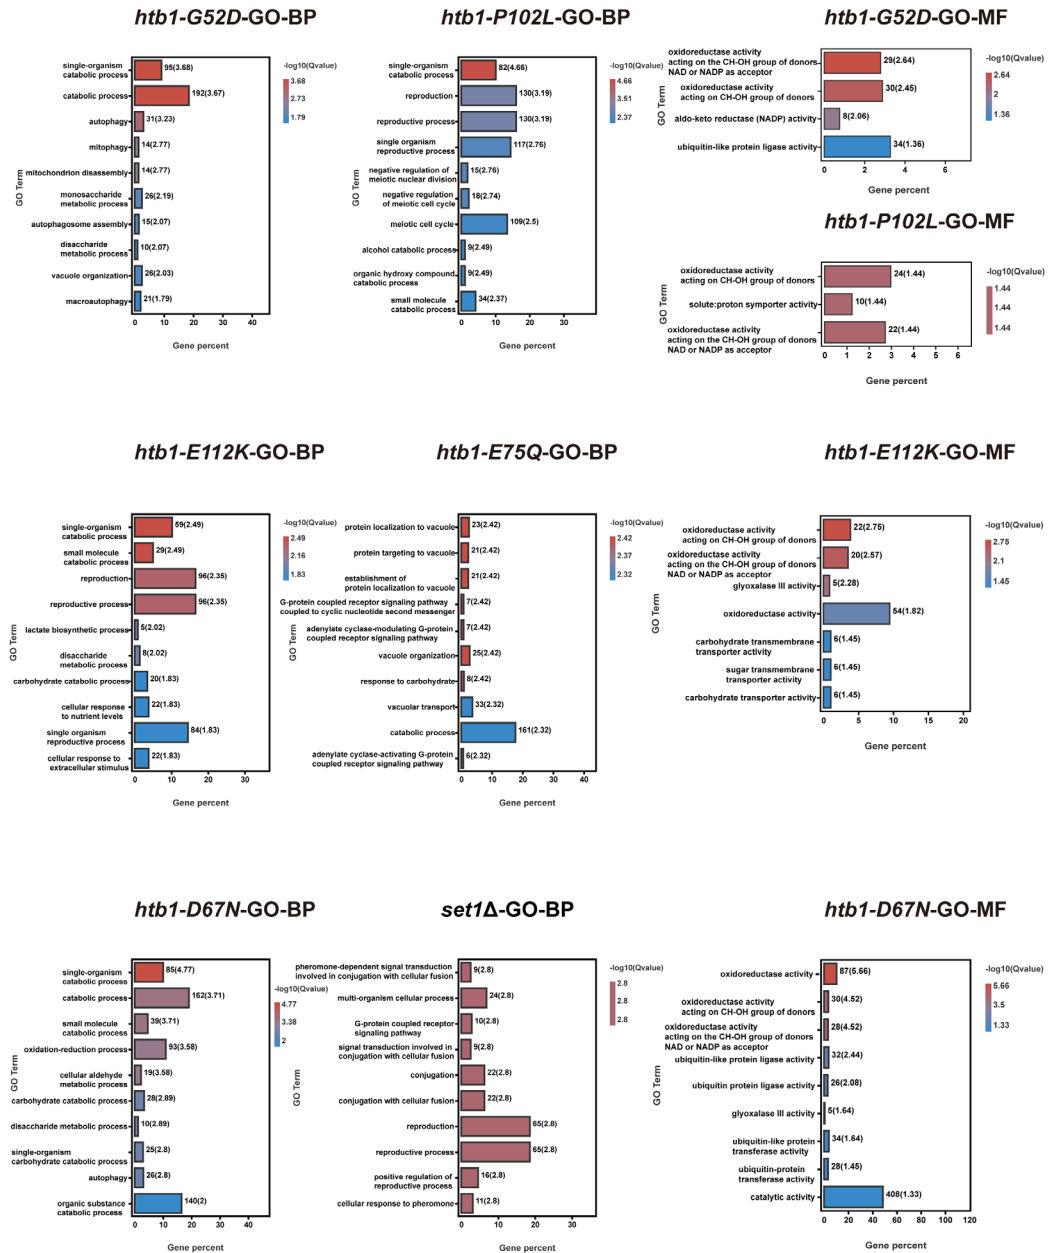

**Figure S1 (related to Figure 1).** *E*, top 10 significantly ( $q < 0.05$ ) enriched GO-BP pathways in the indicated H2B onco-mutants. The number of enriched genes and  $-\log_{10}(q)$  value in each GO term are shown. *F*, top 10 significantly ( $q < 0.05$ ) enriched GO-MF pathways in the indicated H2B onco-mutants. The number of enriched genes and  $-\log_{10}(q)$  value in each GO term are shown.

**Figure S1**

**G**

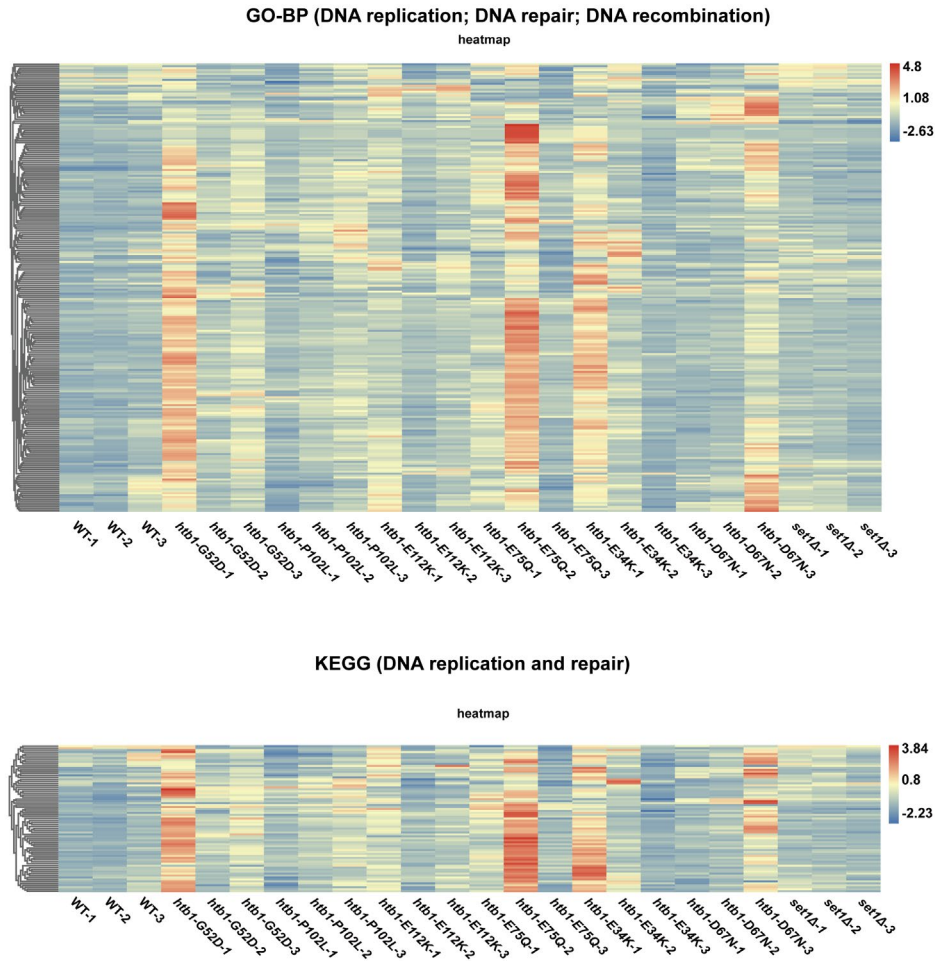

**Figure S1 (related to Figure 1).** *G*, upper panel, gene expression of GO-BP ontology 0006260 (DNA replication), 0006281 (DNA repair), and 0006310 (DNA recombination) are shown in the heatmap. Lower panel, gene expression of KEGG ontology of 03030 (DNA replication), 03410 (base excision repair), 03420 (nucleotide excision repair), 03430 (mismatch repair), 03440 (homologous recombination), and 03450 (non-homologous end-joining) are demonstrated in the heatmap.

**Figure S2**

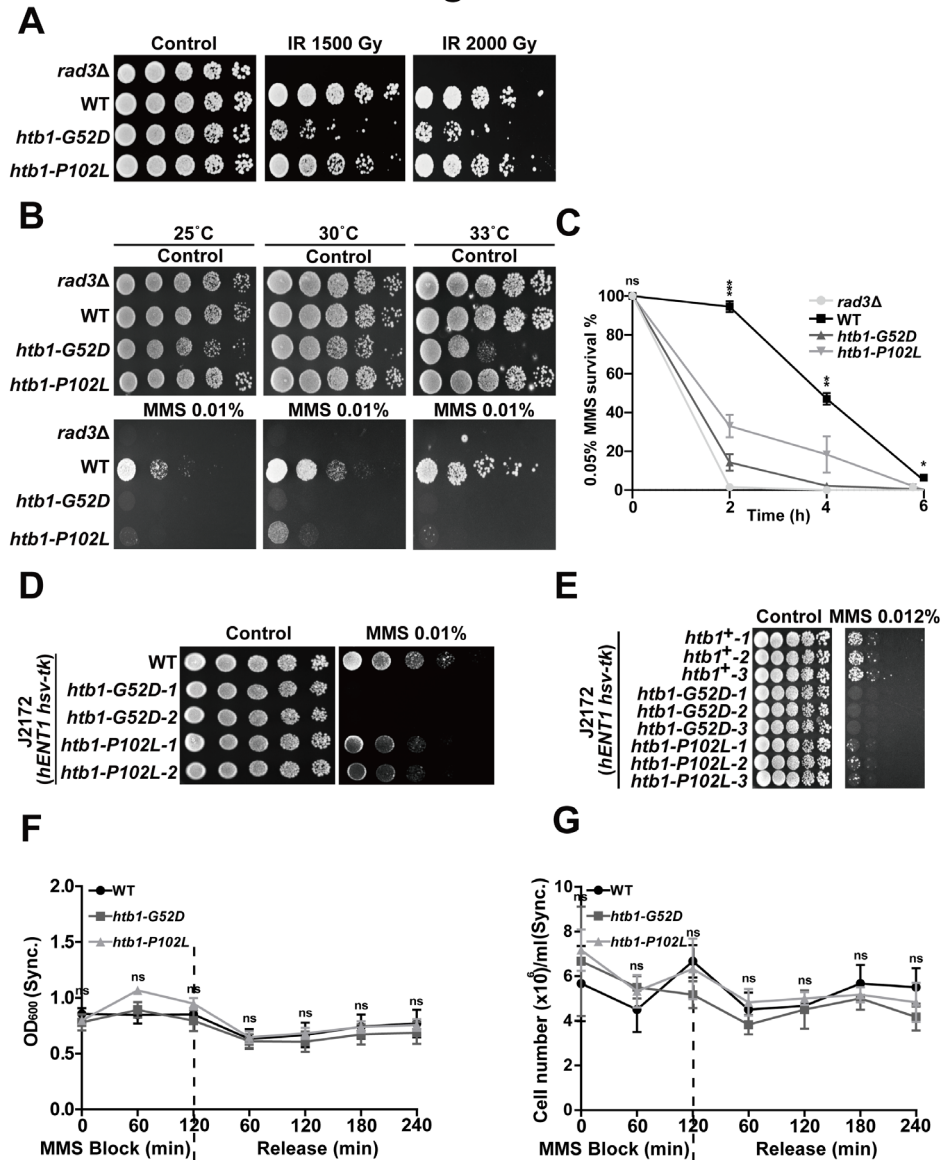

**Figure S2 (related to Figure 2).** *A*, the growth of the *htb1-G52D* and *htb1-P102L* mutant under the indicated intensity of IR. *B*, the growth of WT (TK8), *htb1-G52D* (YGF277), and *htb1-P102L* (YGF279) strains under 0.01% MMS at 25°C, 30°C, and 33°C. *C*, the survival percentage of *rad3Δ* (LD297) as a positive control, WT (TK8), *htb1-G52D* (YGF277), and *htb1-P102L* (YGF279) cells after 0.05% MMS treatment at the indicated timepoints. The survival percentage from two independent biological repeats is averaged and SEM is shown as the error bar. One-way ANOVA is statistically performed at each timepoint. *D* and *E*, the growth of EdU-incorporating strains of WT (J2172), *htb1-G52D* (YGF281), and *htb1-P102L* (YGF282) under 0.01% (*D*) and 0.012% (*E*) MMS. *F* and *G*, EdU-incorporating strains of WT (J2172), *htb1-G52D* (YGF281), and *htb1-P102L* (YGF282) were synchronized into early S phase by 12 mM HU treatment, and then labeled with EdU at the indicated timepoints under 0.05% MMS block and release conditions. MMS block is shown on the left of dotted line, and then release into normal condition is shown on the right. The numbers of OD<sub>600</sub> (*F*) and cell concentrations (*G*) from three independent biological repeats are averaged and error bars represent SEM. One-way ANOVA is statistically performed at each timepoint for multiple comparisons.

**Figure S3**

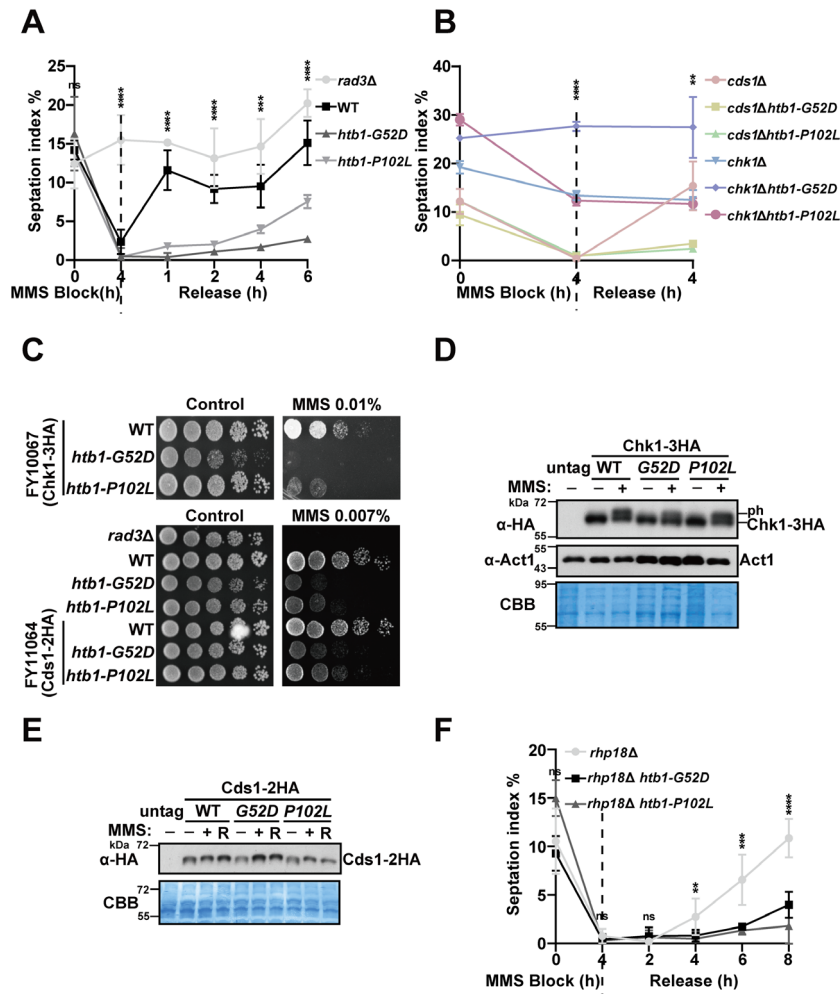

**Figure S3 (related to Figure 3).** *A*, the septation index of WT (TK8), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279) and *rad3Δ* (LD297) under 0.05% MMS block and release at the indicated time point. The septation percentage of each sample is averaged from two independent biological repeats. Error bars reflect SDs. One-way ANOVA is statistically performed at each timepoint. *B*, the septation index of *cds1Δ* (Ets13), *cds1Δ htb1-G52D* (YGF287), *cds1Δ htb1-P102L* (YGF288), *chk1Δ* (Ets12), *chk1Δ htb1-G52D* (YGF291) and *chk1Δ htb1-P102L* (YGF292) under 0.05% MMS block (on the left of dotted line) and recovery (on the right of dotted line). The septation percentage of each sample is averaged from two independent biological repeats. Error bars represent SDs. One-way ANOVA is statistically performed at each timepoint. *C*, *upper panel*, the MMS sensitivity of Chk1-3HA (FY10067), Chk1-3HA *htb1-G52D* (YGF289), and Chk1-3HA *htb1-P102L* (YGF290) strains. *Lower panel*, the MMS sensitivity of Cds1-2HA (FY11064), Cds1-2HA *htb1-G52D* (YGF303), and Cds1-2HA *htb1-P102L* (YGF304). *D*, immunoblots of Chk1-3HA activation after treatment with 0.05% MMS for 2 h. Phosphorylated Chk1-3HA is labeled as ph. *E*, the immunoblot of Cds1-2HA activation after 2 h of 0.05% MMS block and 1 h of release (indicated as R). *F*, the septation index of *rhp18Δ* (FY20976), *rhp18Δ htb1-G52D* (YGF299) and *rhp18Δ htb1-P102L* (YGF300) under 0.05% MMS block and release at the indicated timepoint. The septation percentage of each sample is averaged from three independent biological repeats. Error bars reflect SDs. One-way ANOVA is statistically performed at each timepoint.

**Figure S4**

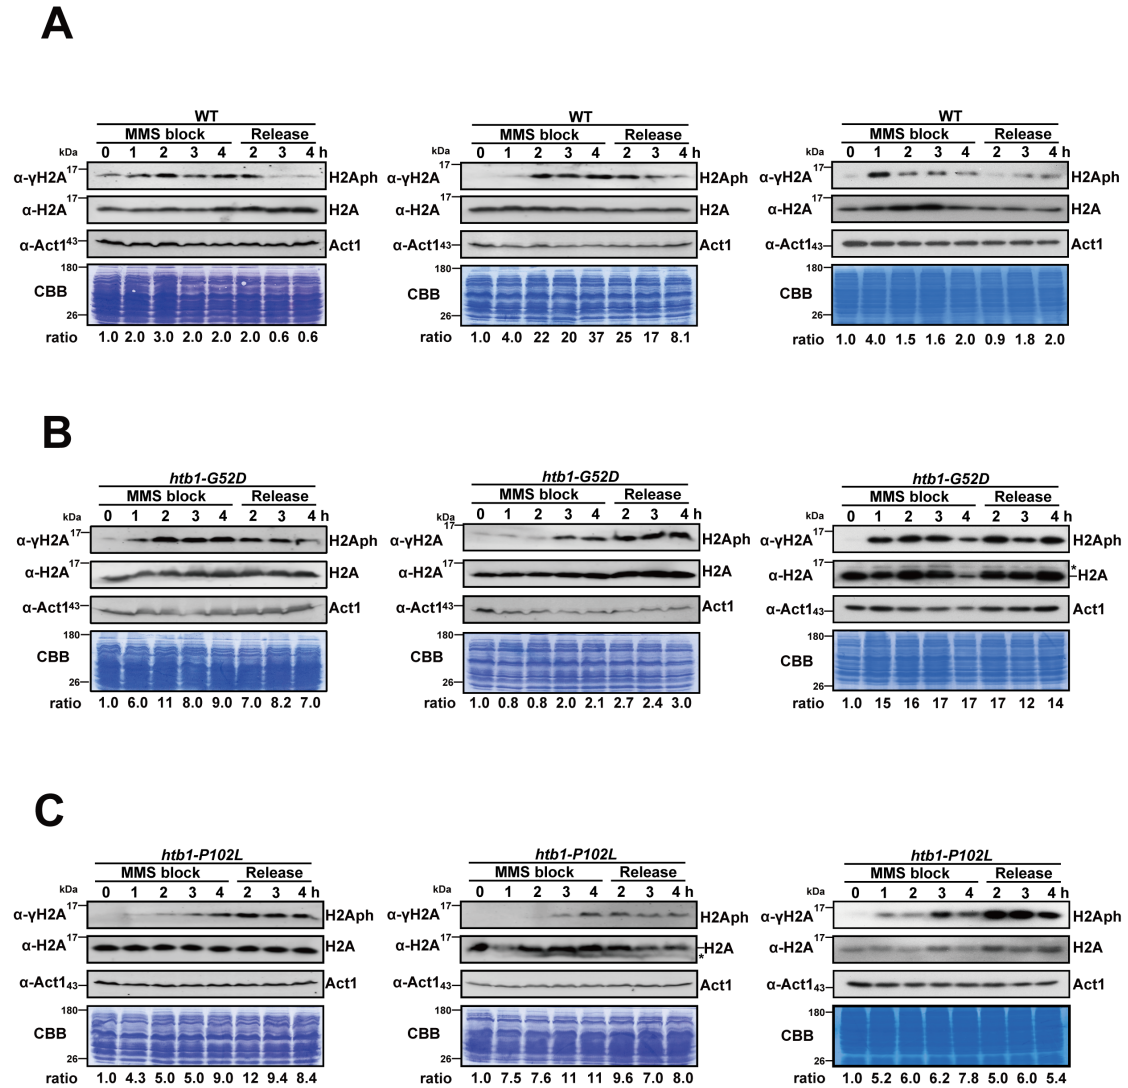

**Figure S4 (related to Figure 4).** The immunoblots of  $\gamma$ H2A and H2A abundance during MMS block and release at the indicated timepoints in another three independent biological repeats of WT (TK8) (A), *htb1-G52D* (YGF277) (B), and *htb1-P102L* (YGF279) (C) cells. The  $\gamma$ H2A signal normalized to H2A is used to calculate the ratio of the indicated timepoints to 0 h.

## Figure S4

D

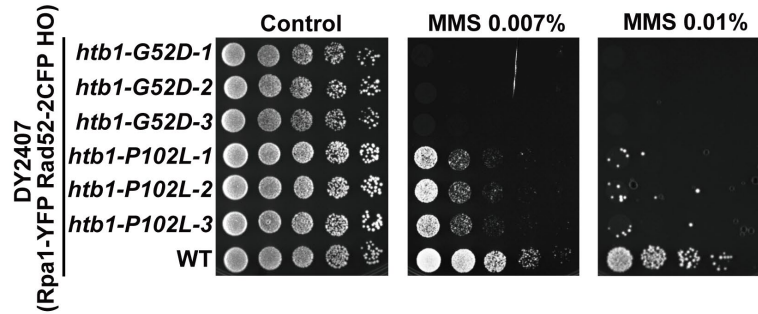

E

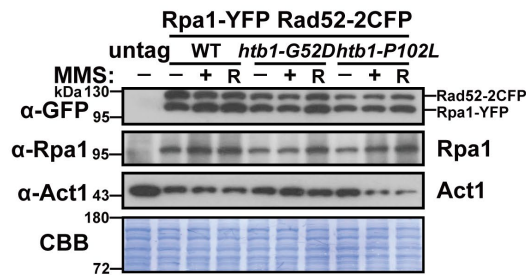

**Figure S4 (related to Figure 4).** *D*, MMS sensitivities of WT (DY2407), *htb1-G52D* (YGF276), and *htb1-P102L* (YGF278) strains with Rpa1-YFP and Rad52-2CFP. *E*, immunoblots of Rpa1-YFP and Rad52-2CFP with antibodies against GFP and Rpa1 in WT (DY2407), *htb1-G52D* (YGF276), and *htb1-P102L* (YGF278) cell extracts under MMS block and release.

**Figure S5**

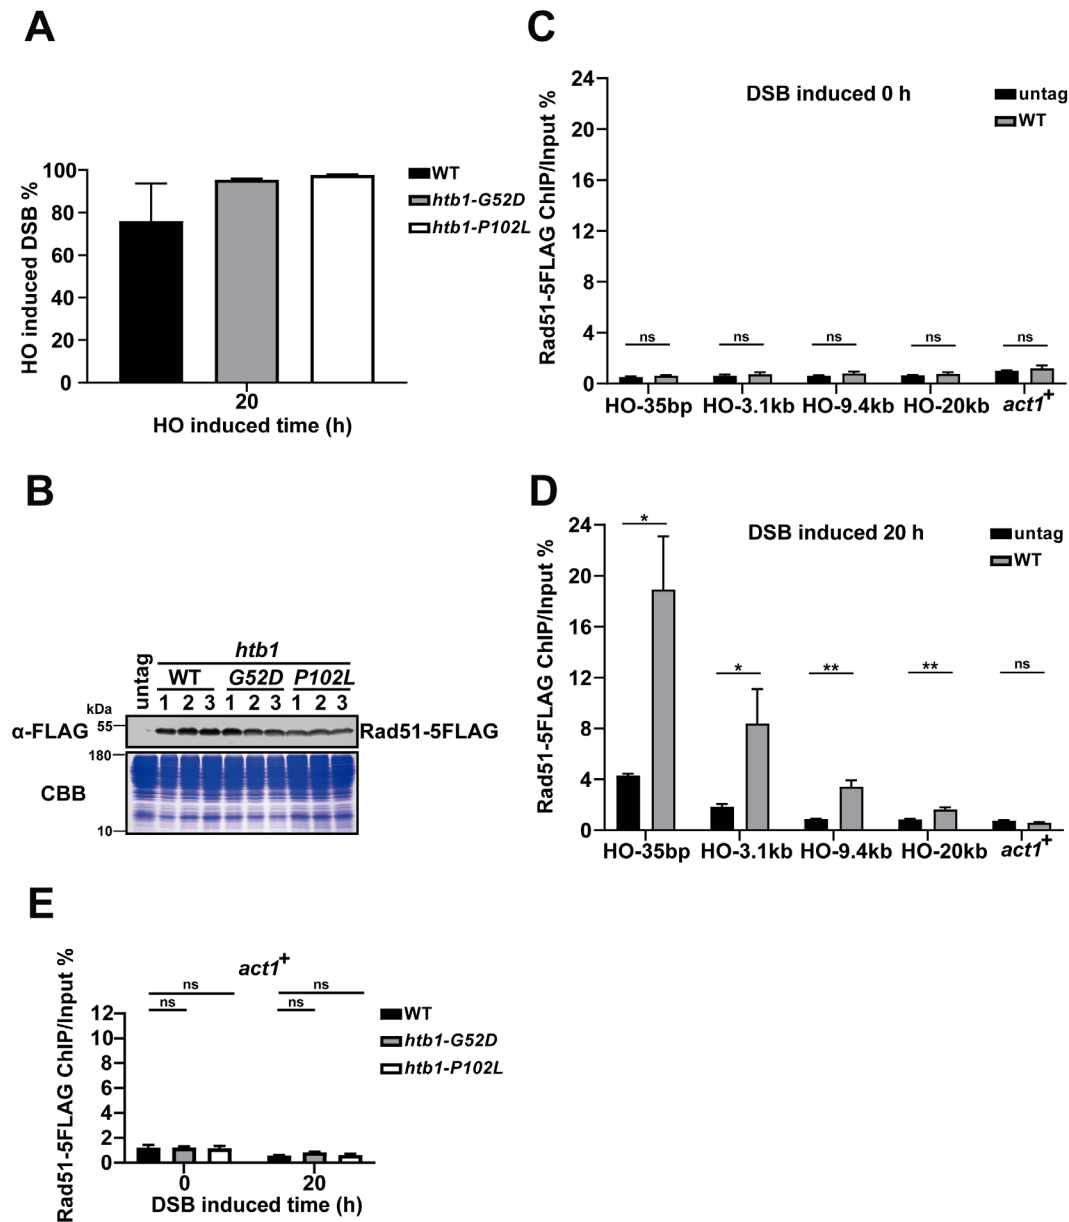

**Figure S5 (related to Figure 5).** *A*, DSB percentages after HO induction for 20 h in WT (DY2407), *htb1-G52D* (YGF276), and *htb1-P102L* (YGF278) strains. *B*, the immunoblots of Rad51-5FLAG in WT (YGF466), *htb1-G52D* (YGF462), and *htb1-P102L* (YGF463) strains. *C-D*, the ChIP-qPCR analysis of Rad51-5FLAG enrichment in untag cells (DY49) and WT (YGF466) at 35 bp, 3.1 kb, 9.4 kb, 20 kb adjacent to the HO-induced DSB site and *act1*<sup>+</sup> after HO-induced 0 h (*C*) and 20 h (*D*). The data from three independent biological repeats are averaged. Error bars represent SEMs. Student's t-test is used for comparing WT with untagged cells. *E*, the ChIP-qPCR analysis of Rad51-5FLAG enrichment in WT (YGF466), *htb1-G52D* (YGF462) and *htb1-P102L* (YGF463) at *act1*<sup>+</sup> after HO-induced 0 h and 20 h. The data from three independent biological repeats are averaged. Error bars represent SEMs. One-way ANOVA is used for multiple comparisons between the indicated samples and WT at HO-induced 0 h and 20 h.

**Figure S6**

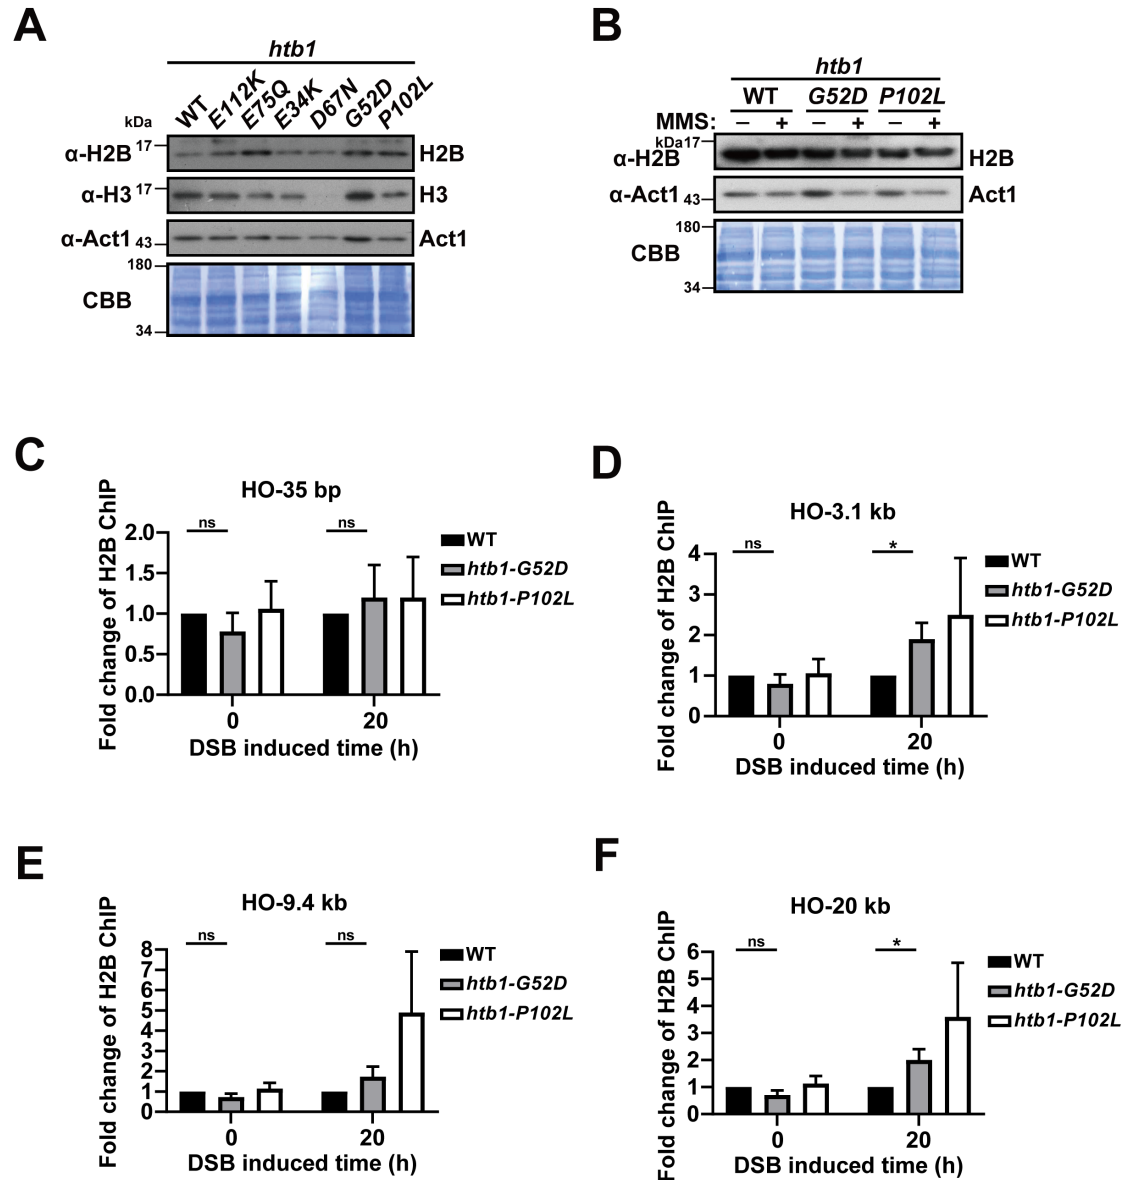

**Figure S6 (related to Figure 6).** *A*, the immunoblots of H2B levels in WT (TK8), *htb1-E112K* (YGF328), *htb1-E75Q* (YGF317), *htb1-E34K* (YGF275), *htb1-D67N* (YGF324), *htb1-G52D* (YGF277), and *htb1-P102L* (YGF279) strains. *B*, the immunoblots of H2B abundance in WT (TK8), *htb1-G52D* (YGF277), and *htb1-P102L* (YGF279) strains before and after 0.05% MMS treatment. *C-F*, the ChIP-qPCR analysis of H2B enrichment at 35 bp (*C*), 3.1 kb (*D*), 9.4 kb (*E*), and 20 kb (*F*) adjacent to the HO-induced DSB site. The data from two or three independent biological repeats are averaged. Error bars represent SEMs. Student's t-test is used for comparing *htb1-G52D* with WT at HO-induced 0 h and 20 h.

**Figure S6**

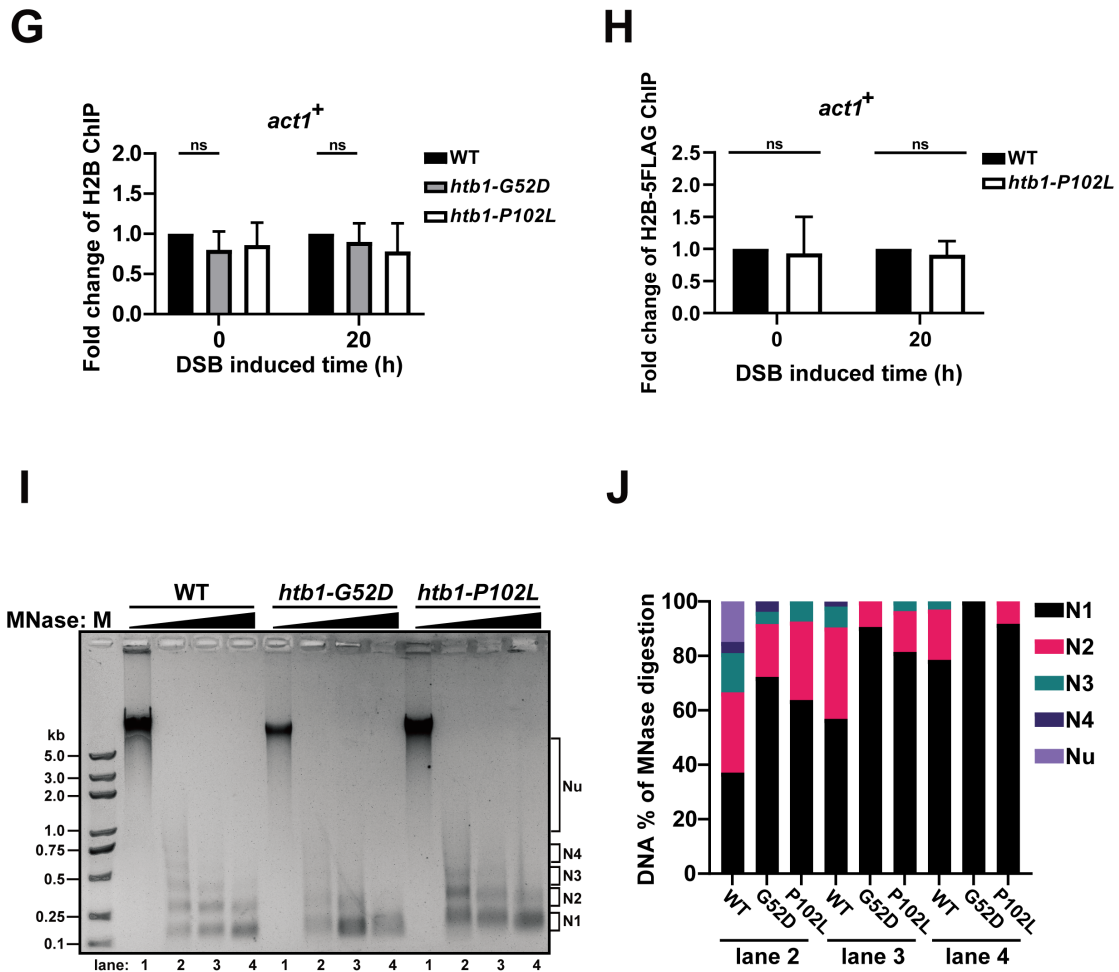

**Figure S6 (related to Figure 6).** *G*, after HO-induced 0 h or 20 h, the fold change of H2B enrichment in the *htb1-G52D* (YGF276) and *htb1-P102L* (YGF278) relative to WT (DY2407) at *act1*<sup>+</sup> gene body is shown. *H*, the ChIP-qPCR analysis of H2B-5FLAG enrichment at *act1*<sup>+</sup> gene body after HO-induced 0 h and 20 h. The fold change of H2B-5FLAG enrichment in the *htb1-P102L* (YGF492) relative to WT (DY49) is shown. The data from two or three independent biological repeats are averaged. Error bars represent SEMs. Student's t-test is used for comparing *htb1-P102L* with WT at HO-induced 0 h or 20 h. *I* and *J*, MNase assay was performed in second independent repeat of WT (TK8), *htb1-G52D* (YGF277) and *htb1-P102L* (YGF279) strains. *I*, the DNA gel after MNase digestion. N indicates the nucleosome DNA band; Nu indicates upper nucleosome DNA bands. *J*, quantification of nucleosomal DNA bands in lanes 2-4.

# Figure S7

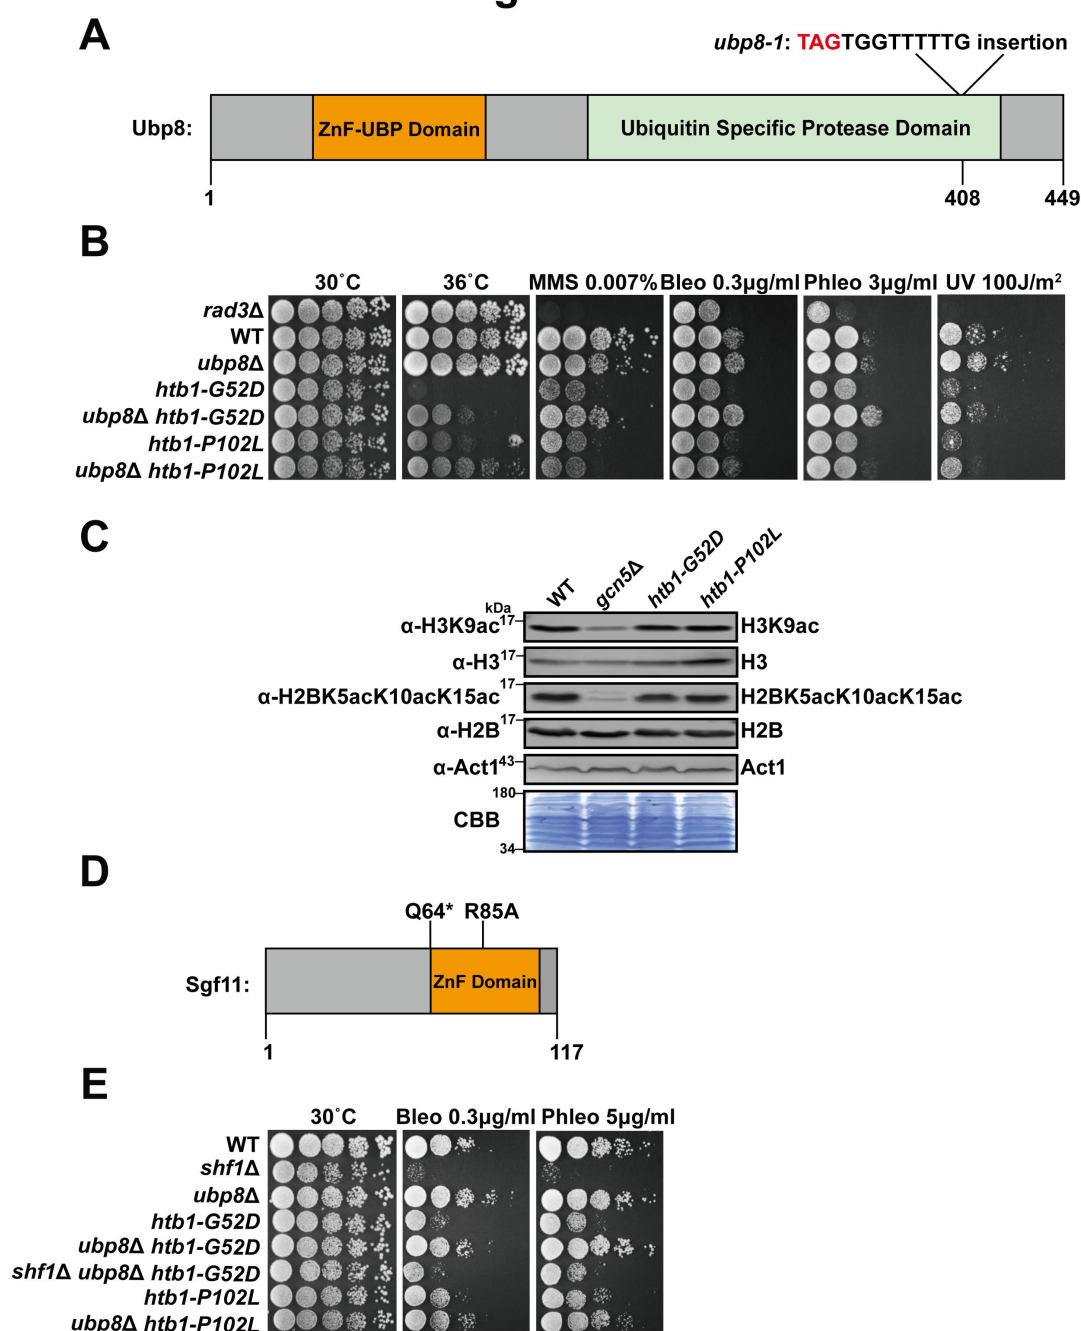

**Figure S7 (related to Figure 7).** *A*, the diagram of the *ubp8-1* mutation. *B*, the growth of the second independent biological repeats of *ubp8Δ* (YGF415), *htb1-G52D* (YGF277), *ubp8Δ htb1-G52D* (YGF416), *htb1-P102L* (YGF279), and *ubp8Δ htb1-P102L* (YGF417) strains in the presence of 36°C, MMS, bleomycin, phleomycin, and UV. *C*, the immunoblots of levels of H3K9ac and H2BK5acK10acK15ac in *gcn5Δ* (BN1), *htb1-G52D* (YGF277), and *htb1-P102L* (YGF279) cells. The specificity of the antibody against H2BK5acK10acK15ac was verified (our unpublished data). *D*, the diagram of the *sgf11-Q64\** and *sgf11-R85A* mutations. \* indicates the stop codon. *E*, the growth of the second independent biological repeat of *shf1Δ* (YGF431), *ubp8Δ* (YGF415), *htb1-G52D* (YGF277), *ubp8Δ htb1-G52D* (YGF416), *shf1Δ ubp8Δ htb1-G52D* (YGF432), *htb1-P102L* (YGF279), and *ubp8Δ htb1-P102L* (YGF417) strains in the presence of 30°C, bleomycin, and phleomycin.

## Figure S8

**A**

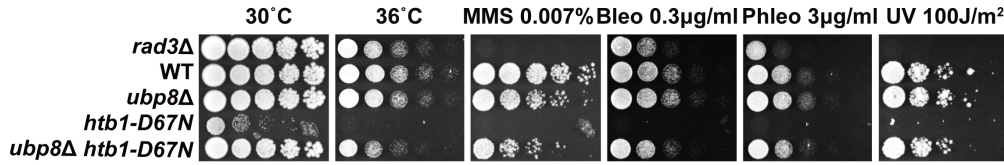

**B**

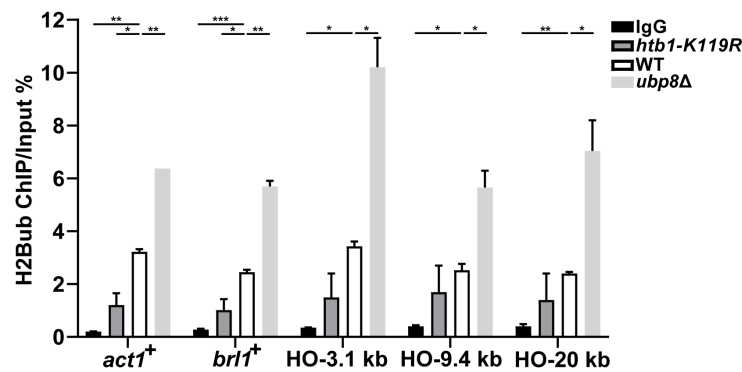

**C**

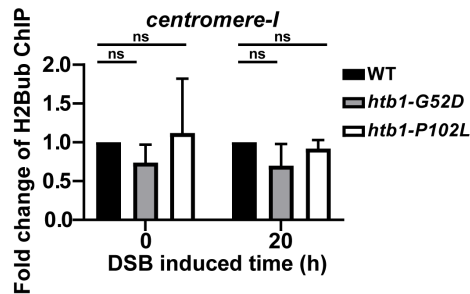

**D**

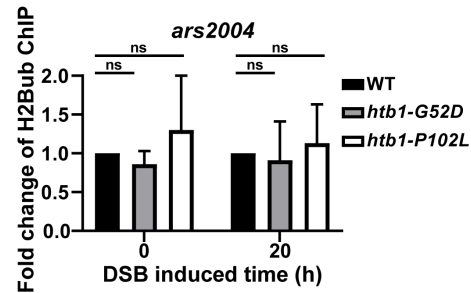

**Figure S8 (related to Figure 8).** *A*, the growth of *ubp8Δ* (YGF415), *htb1-D67N* (YGF324), and *ubp8Δ htb1-D67N* (YGF443) cells in the presence of 36°C, MMS, bleomycin, phleomycin, and UV. *B*, the ChIP-qPCR analysis of H2Bub enrichment at the indicated genomic positions. The H2Bub enrichments as the percentages in IP DNA relative to input DNA from the IgG mock, WT (DY2407), *htb1-K119R* (YGF226), and *ubp8Δ* (YGF415) are shown. The data from two or three independent biological repeats are averaged. Error bars represent SEMs. One-way ANOVA is used for multiple comparisons between the indicated samples and WT. *C* and *D*, the ChIP-qPCR analysis of H2Bub enrichment at *centromere-I* (*C*) and *ars2004* (*D*) after HO-induced 0 h or 20 h. The fold change of H2Bub enrichment in the *htb1-G52D* (YGF276) and *htb1-P102L* (YGF278) relative to WT (DY2407) is shown. The data from two or three independent biological repeats are averaged. Error bars represent SEMs. One-way ANOVA is used for multiple comparisons between the indicated samples and WT at HO-induced 0 h or 20 h.

Figure S9

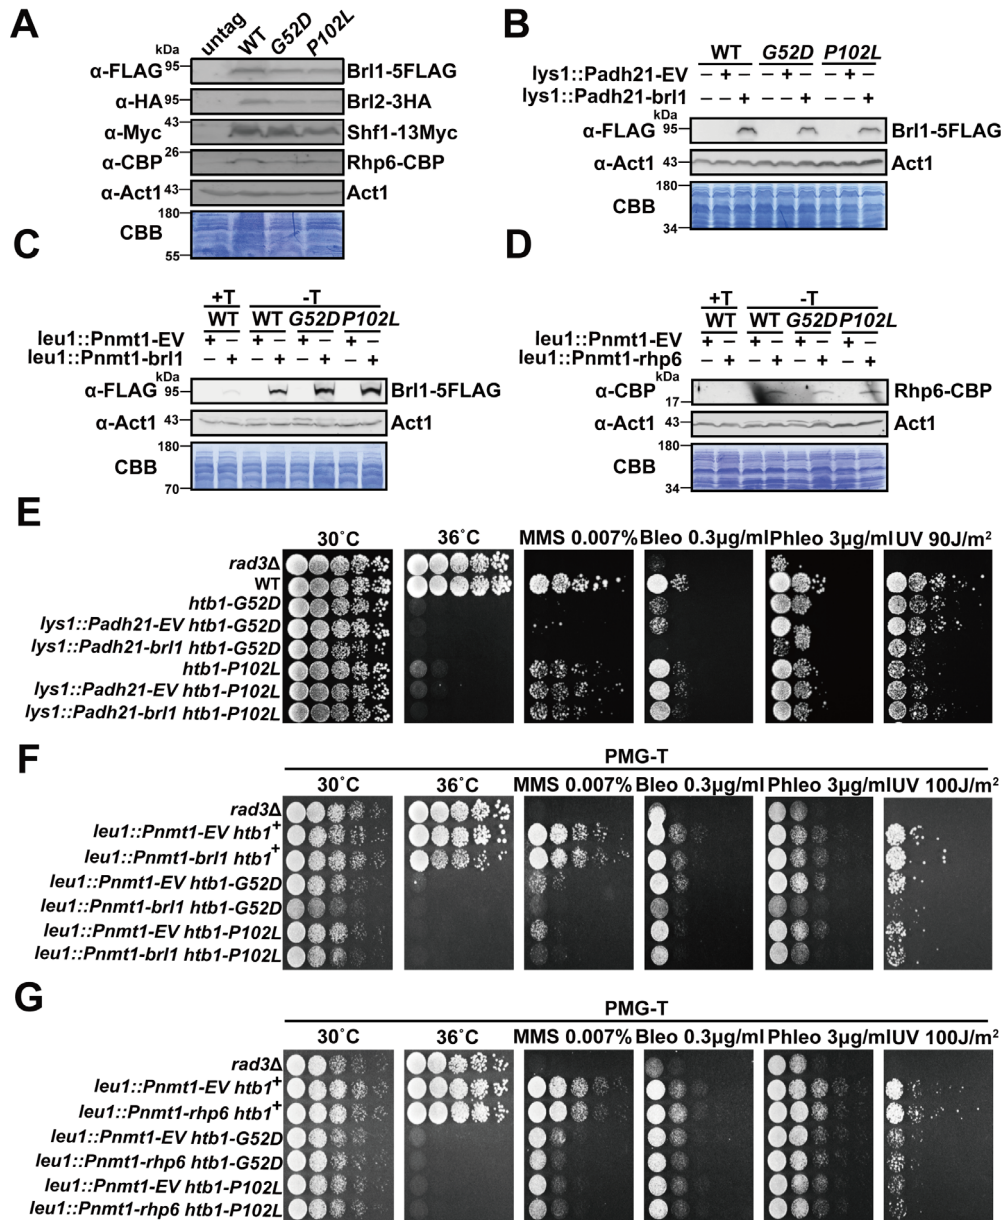

**Figure S9 (related to Figure 9).** *A*, the immunoblots of Brl1-5FLAG, Brl2-3HA, Shf1-13myc, and Rhp6-CBP in *htb1*<sup>+</sup> (YGF479), *htb1-G52D* (YGF496), and *htb1-P102L* (YGF497) cells. *B*, the immunoblots of overexpressed Brl1-5FLAG from *adh21* promoter in *htb1*<sup>+</sup>, *htb1-G52D* (YGF426), and *htb1-P102L* (YGF427) cells. *C*, the immunoblots of overexpressed Brl1-5FLAG from *nmt1* promoter in *htb1*<sup>+</sup> (YGF471), *htb1-G52D* (YGF474), and *htb1-P102L* (YGF477) cells. *D*, the immunoblots of overexpressed Rhp6-CBP from *nmt1* promoter in *htb1*<sup>+</sup> (YGF472), *htb1-G52D* (YGF475), and *htb1-P102L* (YGF478) cells. *E*, the growth of *htb1-G52D* (YGF426) and *htb1-P102L* (YGF427) integrated with overexpressed *Padh21-brl1-5FLAG* at *lys1*<sup>+</sup> in the presence of 36°C, MMS, bleomycin, phleomycin, and UV. *F*, the growth of *htb1*<sup>+</sup> (YGF471), *htb1-G52D* (YGF474), and *htb1-P102L* (YGF477) integrated with overexpressed *Pnmt1-brl1-5FLAG* at *leu1*<sup>+</sup> in the presence of 36°C, MMS, bleomycin, phleomycin, and UV. *G*, the growth of *htb1*<sup>+</sup> (YGF472), *htb1-G52D* (YGF475), and *htb1-P102L* (YGF478) integrated with overexpressed *Pnmt1-rhp6-CBP* at *leu1*<sup>+</sup> in the presence of 36°C, MMS, bleomycin, phleomycin, and UV.

## Figure S9

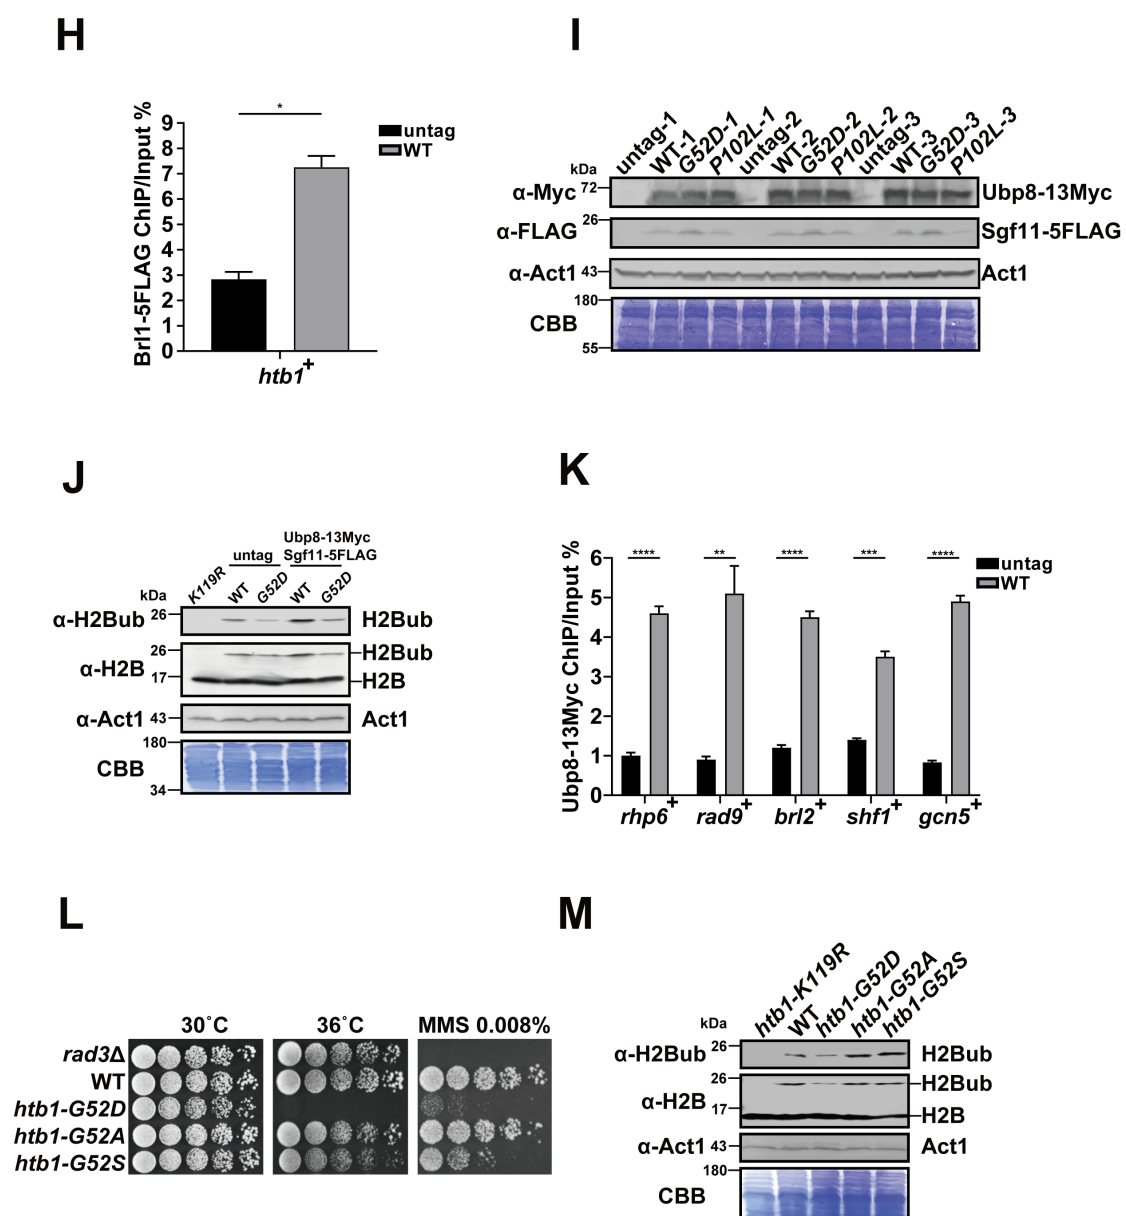

**Figure S9 (related to Figure 9).** *H*, the ChIP-qPCR of Brl1-5FLAG enrichment at *htb1*<sup>+</sup>. The Brl1-5FLAG enrichments from the untag control (TK8) and WT (YGF479) are shown as the percentages of IP DNA relative to input DNA. The data from two independent biological repeats are averaged. Error bars represent SEMs. Student's t-test is used for comparisons between the untag control and WT. *I*, the immunoblots of Ubp8-13Myc and Sgf11-5FLAG in *htb1*<sup>+</sup> (YGF502), *htb1-G52D* (YGF503), and *htb1-P102L* (YGF504) cells. *J*, the immunoblots of H2Bub in untagged WT (TK8) and *htb1-G52D* (YGF277) cells as well as WT (YGF502) and *htb1-G52D* (YGF503) tagged with Ubp8-13Myc and Sgf11-5FLAG. *K*, the ChIP-qPCR of Ubp8-13Myc enrichment at *rhp6*<sup>+</sup>, *rad9*<sup>+</sup>, *brl2*<sup>+</sup>, *shf1*<sup>+</sup>, and *gcn5*<sup>+</sup> from the untag control (TK8) and WT (YGF502). The data from three independent biological repeats are averaged. Error bars represent SEMs. Student's t-test is used for comparisons between the untag control and WT. *L*, the growth of *htb1-G52D* (YGF277), *htb1-G52A* (YGF459), and *htb1-G52S* (YGF460) in the presence of 36°C and MMS. *M*, immunoblots of H2Bub in *htb1-G52D* (YGF277), *htb1-G52A* (YGF459), and *htb1-G52S* (YGF460) cells.

Figure S10

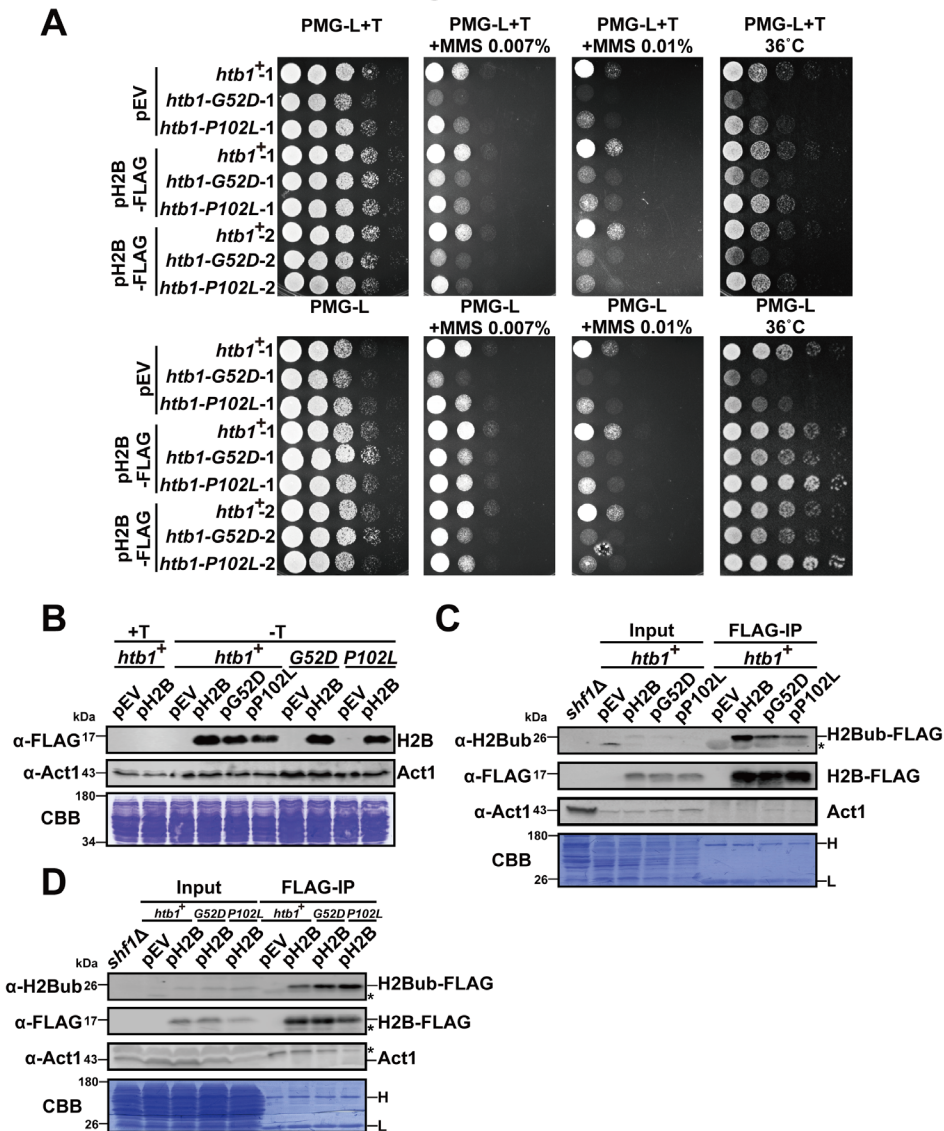

**Figure S10 (related to Figure 10).** *A*, MMS and temperature sensitivities of the second independent biological repeats of *htb1*<sup>+</sup>/pEV (YGF311), *htb1-G52D*/pEV (YGF312), *htb1-P102L*/pEV (YGF313), *htb1*<sup>+</sup>/pH2B-FLAG (YGF314), *htb1-G52D*/pH2B-FLAG (YGF315), and *htb1-P102L*/pH2B-FLAG (YGF316) strains. pEV is the empty vector of pREP1 plasmid. pH2B-FLAG indicates the C-terminal FLAG tagged *htb1*<sup>+</sup> gene under control of *nmt1*<sup>+</sup> promoter in pREP1. T indicates thiamine. The images are reuse of Figure 10B, additionally with 2nd repeats of *htb1-G52D*/P102L transformed with pH2B-FLAG. *B*, immunoblots of H2B-FLAG, H2BG52D-FLAG, and H2BP102L-FLAG overexpression in *htb1*<sup>+</sup> (TK8), *htb1-G52D* (YGF277), and *htb1-P102L* (YGF279) cell extracts with the FLAG antibody. pEV is the empty vector of pREP1. pH2B, pG52D, and pP102L indicate FLAG tag at the C-terminus of the *htb1*<sup>+</sup>, *htb1-G52D*, and *htb1-P102L* genes in pREP1, respectively. *C*, immunoblots of H2Bub-FLAG in the FLAG IP from another repeat of WT transformed with plasmids of H2B-FLAG, H2BG52D-FLAG, and H2BP102L-FLAG. *D*, immunoblots of H2Bub-FLAG in the FLAG IP from another repeat of *htb1*<sup>+</sup>, *htb1-G52D*, and *htb1-P102L* strains transformed with the H2B-FLAG plasmid. Asterisk indicates cross-reactive protein bands. H and L indicates heavy and light chain of antibody, respectively.

# Figure S11

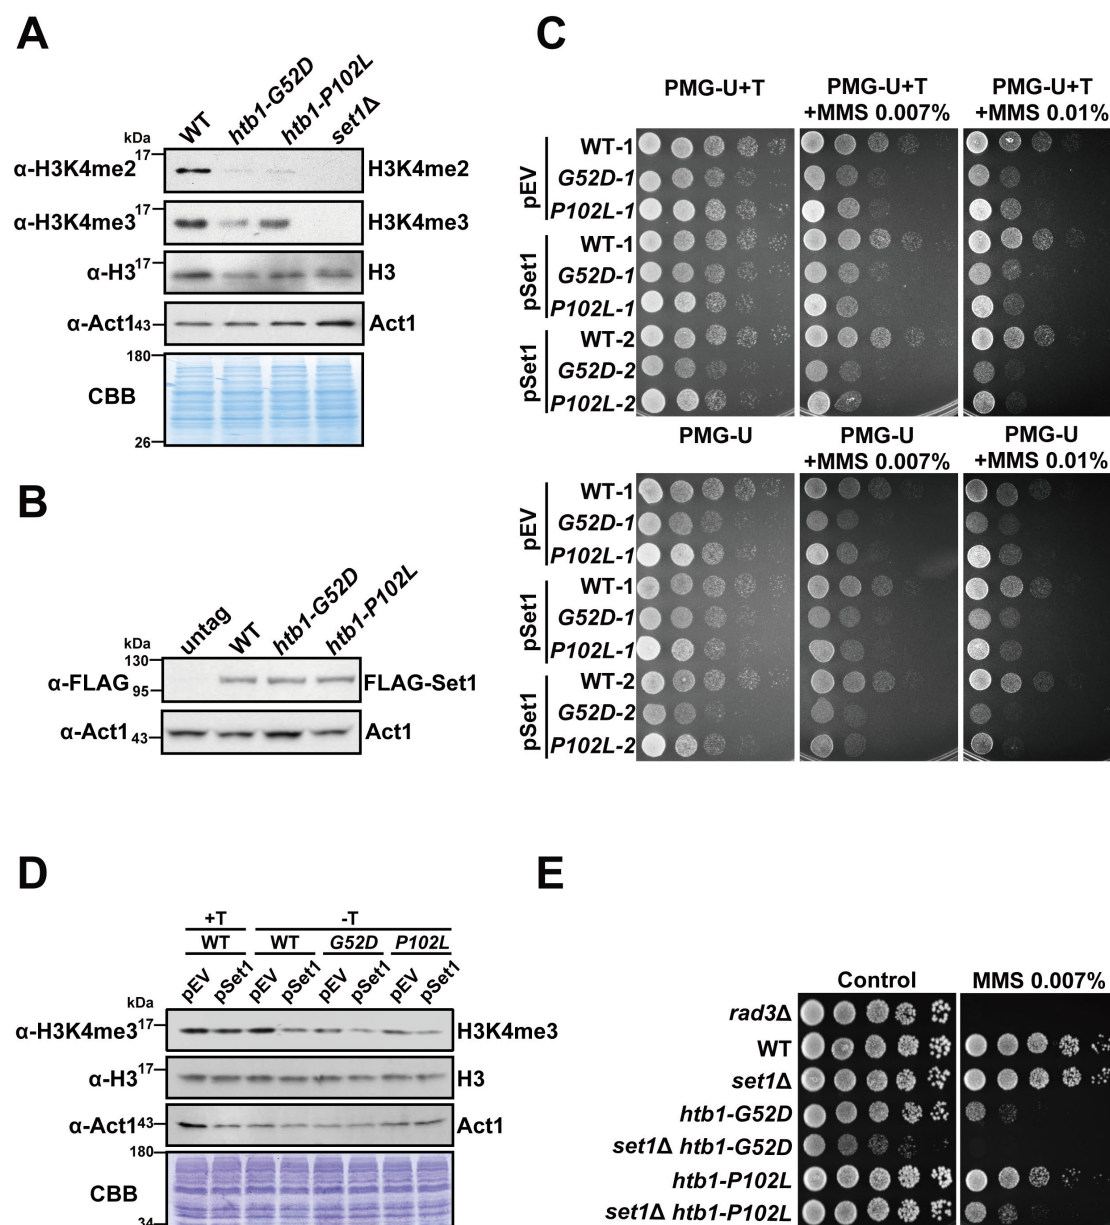

**Figure S11.** *A*, immunoblots of the abundance of H3K4me2 and H3K4me3 in WT (TK8), *htb1-G52D* (YGF277), *htb1-P102L* (YGF279), and *set1Δ* (FY14106) strains. *B*, immunoblots of FLAG-tagged Set1 in untag (YGF401), WT (YGF402), *htb1-G52D* (YGF403), and *htb1-P102L* (YGF404) strains, in which the native *set1*<sup>+</sup> gene is deleted and another copy of FLAG-*set1* under the *nmt1*<sup>+</sup> promoter is integrated at *leu1*<sup>+</sup>. *C*, MMS sensitivities of WT/pEV (YGF305), *htb1-G52D*/pEV (YGF306), *htb1-P102L*/pEV (YGF307), WT/pSet1 (YGF308), *htb1-G52D*/pSet1 (YGF309), and *htb1-P102L*/pSet1 (YGF310) strains with and without Set1 overexpression. pEV is the empty vector of pDUAL; pSet1 indicates the *set1*<sup>+</sup> gene under *nmt1*<sup>+</sup> promoter in pDUAL. *D*, immunoblots of H3K4me3 abundance in WT/pEV (YGF305), *htb1-G52D*/pEV (YGF306), *htb1-P102L*/pEV (YGF307), WT/pSet1 (YGF308), *htb1-G52D*/pSet1 (YGF309), and *htb1-P102L*/pSet1 (YGF310) strains before or after Set1 overexpression. *E*, MMS sensitivities of *set1Δ htb1-G52D* (YGF297) and *set1Δ htb1-P102L* (YGF298) mutants.

**Figure S11**

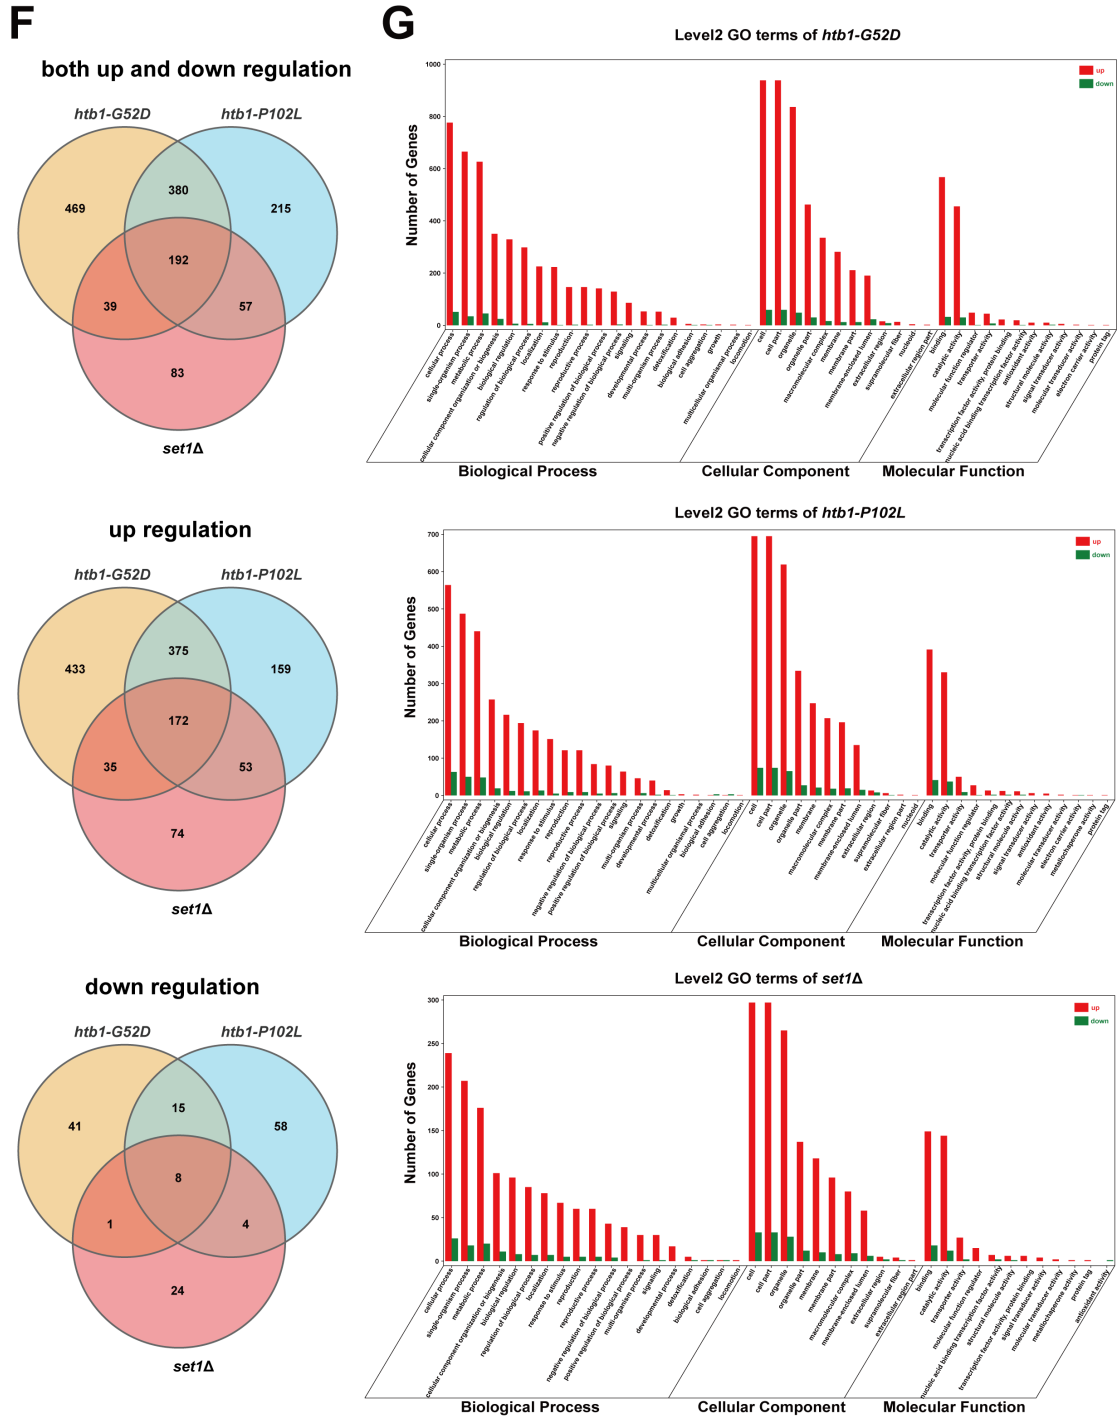

**Figure S11.** *F*, venn graph of differentially-regulated, up-regulated, and down-regulated genes among *htb1-G52D* (YGF277), *htb1-P102L* (YGF279) and *set1Δ* (FY14106) mutants. *G*, the analysis of the GO level2 terms including biological process, cellular component, and molecular function in *htb1-G52D* (YGF277), *htb1-P102L* (YGF279) and *set1Δ* (FY14106) mutants.

**Table S1****Yeast strains used in this study**

---

**Table S2****Plasmids used in this study**

---

**Table S3****Antibodies used in this study**

**Table S8****Raw data for homologous recombination assay**

**Table S9****Primers used in the qPCR assay**

---

How the deposited data were processed for this re-analysis (not part of the article)

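RNA-seq of 24 *S. pombe* libraries was used, 3 for each of 8 genotypes: WT, 6 H2B mutants and a strain labelled *set1*Δ. Conditions and replicates were taken from the sample labels and the paper, and no library was left without a condition. They give the same genotypes except for 1: the labels describe the *set1* libraries as a deletion in the title but as a knockdown in the genotype field, and the paper describes a deletion. The strain given for it in the legend of Fig. S1*C* is another than in the legend of Fig. S11*F*, and only the latter was found in Table S1. RNA was selected with oligo(dT) beads and sequenced on an Illumina instrument. The authors filtered the reads with fastp, removed reads that Bowtie2 aligned to rRNA, aligned the rest to an Ensembl release of the *S. pombe* genome with HISAT2 and quantified genes with StringTie on the Omicsmart platform. The program that produced the counts, its version and its use of the strand are not stated.

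The authors deposited 14 tables, a full and a called-gene table for each of 7 comparisons with WT, with 5195 genes, 59 of them new transcripts named by StringTie and 11 mitochondrial. They hold raw read counts per gene and library as the authors counted them, FPKM per gene and library (fragments scaled by transcript length and by the mapped reads of the library) and the mean FPKM of each group, with 0.001 in place of a mean of 0. The log2 fold change deposited by the authors is the log2 ratio of the mean FPKM of the 2 groups. The p-value and adjusted p-value of each gene are the authors', from a test that the paper's text does not name. The count columns of WT are the same in all full tables. Of the genes, 5109 were matched by locus tag to the ASM294v3 annotation, which was used only for gene length, GC content and which genes overlap or neighbour each other, since it may differ from the authors' build. No coordinates are given for that reason. In all, 42 genes had no count in any library.

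From the counts, each mutant was compared with WT alone, 3 libraries against 3, in edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM scaling, and glmQLFit with glmQLFTest. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size, the thresholds of the paper. The libraries labelled *set1*Δ were compared with *htb1-G52D* and *htb1-P102L* in the same way in 2 direct comparisons. Standard errors come from the fitted model, CPM use the TMM-scaled library size, and SDs are over 3 libraries. Pathways were tested by a one-sided hypergeometric test over KEGG pathways and GO process terms with at least 5 tested genes, with the tested genes that have a term as background. The Table S6 list was tested by Fisher's exact test and by camera and fry in limma 3.58.1. Overlaps between comparisons that share WT were set beside 20 simulations of unchanged groups. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for the rest.

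The depth was 18935513 to 28181070 counts per library. A count of 0 allows up to 3 counts, and a fold against a group at 0 in every library is given as at least the fold against that floor; such limits cover counting error only. The fits were tested on simulated data made from the means and library sizes of each comparison, with 200 genes changed by a log2 fold of 2. Of the changed genes, 95.5% were called among 4862 simulated for *htb1-D67N*, 91.5% among 4862 for *htb1-E34K*, 93% among 4868 for *htb1-E75Q*, 97.5% among 4915 for *htb1-E112K*, 95% among 4894 for *htb1-G52D*, 99% among 4862 for *htb1-P102L* and 98.5% among 4845 for the libraries labelled *set1*Δ, with 3, 8, 8, 7, 10, 5 and 6 false calls.

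Before the data were examined, the comparisons, the tests, the lists and the following alternatives were fixed: DESeq2 1.42.0, total-count scaling, no low-count filter, at least 10 counts in every library, a replicate block, all 24 libraries in one fit, the authors' FPKM fold change in place of edgeR's, the adjusted p alone for the Table S6 list, genes called higher alone for pathways, and each library left out in turn (6 fits per comparison). After the data were seen, a gene-length correction was added (a loess of each library on log2 gene length with a span of 0.5, as an offset), the alternatives were also run for single genes and the stress list, *htb1-G52D* and *htb1-P102L* were refitted without the libraries that hold *ura4* counts, pathways were tested among the genes called lower alone, and *htb1-E75Q* was compared with *htb1-E34K* for the *htb1* transcript.

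Genes are named by rules fixed in advance: the genes that the paper names beside an RNA result, 14 repair and checkpoint genes it uses, strain and mating-type markers, a list of 10 stress-response genes (*ctt1*, *gpd1*, *hsp9*, *hsp16*, *hsp104*, *tps1*, *ntp1*, *gpx1*, *zym1* and *pyp2*), and in each comparison, over all genes and over Table S6, the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean of at least 10 CPM in the higher group and every mutant library beyond every WT library. The text gives part of these, with a result on the repair genes left out, and the genes named as overlapping them were added as their limit. The mating-type genes *mat1-Pc* and *mat1-Pi* are not analysed here.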

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

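The tests of explanations in this part, for *set1*, *htb1* and the stress genes, and the comparison of *htb1-E75Q* with *htb1-E34K* were chosen only after the results were seen, so the p-value of that comparison is for a pair picked by its difference.

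In the libraries labelled *set1*Δ, the transcript of *set1* itself was higher than in WT in 3 of 3 libraries, by a log2 fold change of 3.66 (standard error 0.187, adjusted p = 1.75e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The tables argue against libraries of WT or of an H2B mutant under a wrong label, since the lowest *set1* level in these libraries was 14.5 CPM and the highest in the other 21 libraries was 5.16 CPM. Reads spilling over from the neighbouring genes stay open. By the same test *cnd2* changed by −0.377 (standard error 0.3, adjusted p = 0.384) and *ins1* rose by 0.582 (standard error 0.126, adjusted p = 0.00664). Both changes are smaller than that of *set1*, but without the position of the reads they cannot decide this. Transcription across the deletion cassette, or on the opposite strand, may give such counts. It cannot be told apart from transcription of an intact gene, because the files hold 1 count per gene (at least 336 in these libraries) and neither the position nor the strand of the reads. An effect of the genotype itself was not tested.

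The *htb1* transcript differed between H2B mutants. It was higher in *htb1-E75Q* than in *htb1-E34K* by a log2 fold change of 2.77 (standard error 0.443, adjusted p = 0.00868 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 3 libraries above every *htb1-E34K* library. Against WT the log2 fold change was 3.48 in *htb1-D67N*, 2.70 in *htb1-E75Q* and 2.47 in *htb1-E112K*, while *htb1* was not called in *htb1-G52D*, *htb1-P102L* or *htb1-E34K*. *hta1*, a gene of H2A, was not called in any H2B mutant. The tables argue against the *kanMX6* marker beside *htb1*, since Table S1 lists it for *htb1-E34K* as well, where the log2 fold change was 0.024. They argue against reads of the overlapping gene *sec5*, which reached 78.1 CPM at most, while the smallest gain of *htb1* was 4450 CPM. They also argue against the scaling, since the lowest log2 fold change in the 3 mutants was 2.39 over TMM, total counts, DESeq2 and the gene-length correction. A change in the number of *htb1* copies or in its 3′ end during strain construction could raise the transcript, by 3.48 at most here, and cannot be told apart from an effect of the amino acid change, since no DNA data were used. The amino acid change stays open as an untested explanation. These are RNA levels and do not give the amount of H2B protein. The paper immunoblotted H2B in these strains (Fig. S6*A*), and its text states an unchanged amount for *htb1-G52D* and *htb1-P102L*.

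The list of 10 stress-response genes moved in opposite directions in the H2B mutants and in the libraries labelled *set1*Δ, whose own label *set1* counts go against. Its median log2 fold change against WT was 1.87 in *htb1-G52D* and 1.64 in *htb1-P102L*, with 10 of 10 genes called higher in each, and −0.523 in the libraries labelled *set1*Δ, with 3 genes called lower. It was 2.31 in *htb1-E75Q* (10 called higher), 1.51 in *htb1-D67N* (7), 1.21 in *htb1-E112K* (6) and 0.297 in *htb1-E34K* (0 called; SD of the 3 libraries 0.625). Compared directly, the list was lower in the libraries labelled *set1*Δ by a median of −3.01 against *htb1-G52D* and −2.42 against *htb1-P102L*, and 10 of 10 genes were called lower in both. For *ctt1*, the log2 fold changes were −3.95 (standard error 0.168, adjusted p = 9.78e-07) and −4.11 (standard error 0.143, adjusted p = 9.91e-10), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The tables argue against the scaling as the cause, since the smaller of the 2 medians was −2.53 under total counts, and against gene length, since it was −2.35 with the gene-length correction. The genotype is the difference that the design names, and a difference in growth stage between cultures may also act on these genes; neither was tested.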

How the results depend on the processing

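The gene-length correction, the fits without the libraries that hold *ura4* counts, the pathway tests with lower genes only, and all alternatives for single genes chosen by size and for the stress list were chosen only after the results were seen. Where no cause is given for a change under an alternative, the cause was not tested.

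Total-count scaling moved the counts of called genes most. It gave 879 higher and 48 lower genes in *htb1-D67N*, 1387 and 69 in *htb1-E75Q*, 745 and 28 in *htb1-E112K*, 1660 and 55 in *htb1-G52D*, 865 and 72 in *htb1-P102L*, and 381 and 35 in the libraries labelled *set1*Δ. The median log2 fold change of all tested genes then rose by construction, to 0.765 in *htb1-G52D*, since this scaling does not centre it. The FPKM fold change with edgeR's adjusted p gave 864 higher and 60 lower genes in *htb1-D67N*, 950 and 83 in *htb1-E75Q*, 626 and 32 in *htb1-E112K*, 1157 and 65 in *htb1-G52D*, 792 and 80 in *htb1-P102L*, and 39 lower in the libraries labelled *set1*Δ. In these 6 comparisons, the counts stayed within 1.5 times with DESeq2, no low-count filter, at least 10 counts in every library, all 24 libraries in one fit, the gene-length correction and each library left out in turn.

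In *htb1-E34K*, 5 higher and 0 lower genes became 105 and 22 with DESeq2, 114 and 4 with total-count scaling, 11 and 4 with at least 10 counts in every library, 177 and 24 with all 24 libraries in one fit, and 15 and 7 with the gene-length correction. Across the 6 fits that each left out 1 library, higher genes ranged from 0 (without WT replicate 2) to 58 (without *htb1-E34K* replicate 1) and lower genes from 0 to 27 (without *htb1-E34K* replicate 3). The list for *htb1-E34K* thus rests on the setting. This comparison has 3 libraries per group and the largest spread of the 7, but whether that is the cause was not tested.

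The percent of tested genes higher in *htb1-G52D* was 83.2 with total-count scaling, 83.2 with the deposited FPKM means, 51.1 with DESeq2's size factors and 48.0 with the gene-length correction. In *htb1-P102L* it was 74.2 with total-count scaling, 74.0 with the FPKM means and 44.4 with the gene-length correction. It moved by less than the spread between libraries with no low-count filter and with at least 10 counts in every library.

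For the Table S6 list, the adjusted p alone gave 63 genes in *htb1-D67N*, 56 in *htb1-E112K*, 91 in *htb1-G52D* and 70 in *htb1-P102L*, as fewer conditions are set. In *htb1-E34K* the list had 4 called genes with DESeq2, 3 with total-count scaling and 11 with all 24 libraries in one fit, and from 0 to 2 when 1 library was left out. In *htb1-E112K* it had 51 with total-count scaling, 13 with at least 10 counts in every library, 13 with the gene-length correction and 37 with the FPKM fold change, and from 13 to 25 when 1 library was left out. It had 97 with total-count scaling in *htb1-G52D* and 20 with all 24 libraries in one fit in *htb1-P102L*, and from 27 to 55 in *htb1-E75Q* when 1 library was left out, the lowest without *htb1-E75Q* replicate 2.

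The number of KEGG pathways at q under 0.05 was 3 with higher genes only, 3 with total-count scaling and 4 with the FPKM fold change in *htb1-E75Q*. It was 1, 2 and 1 under these alternatives in *htb1-E112K*, 4, 5 and 4 in *htb1-G52D*, and 2, 3 and 2 in *htb1-P102L*, and it was 4 with total-count scaling in *htb1-D67N*. With lower genes only it was 1 in *htb1-D67N*, 5 in *htb1-E75Q*, 1 in *htb1-E112K*, 3 in *htb1-G52D*, and 0 in *htb1-P102L* and *htb1-E34K*. When 1 library was left out it ranged from 0 to 3 in *htb1-D67N*, from 0 to 3 in *htb1-E75Q*, from 0 to 2 in *htb1-E112K*, from 1 to 2 in *htb1-G52D*, from 0 to 4 in *htb1-P102L* and from 0 to 1 in *htb1-E34K*. The q of Autophagy - yeast fell to 0.00132 with higher genes only, 6.14e-05 with total-count scaling and 4.81e-06 with the FPKM fold change in *htb1-E75Q*, and to 0.0246, 4.44e-06 and 0.000189 in *htb1-G52D*. Under the other alternatives it stayed between 0.365 and 1.0 in *htb1-E75Q* and between 0.649 and 1.0 in *htb1-G52D*. It stayed above 0.05 in *htb1-P102L*, *htb1-D67N* and *htb1-E112K* under every alternative run.

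Among the 9 SAGA and HULC genes, the number called was 1 with DESeq2 and 1 with all 24 libraries in one fit in *htb1-E34K*, 2 with total-count scaling in *htb1-E75Q*, 1 with all 24 libraries in one fit in *htb1-E112K*, and 2 with total-count scaling and 2 with DESeq2 in *htb1-P102L*. When 1 library was left out it ranged from 0 to 2 in *htb1-E34K*, from 2 to 4 in *htb1-E75Q*, from 1 to 3 in *htb1-E112K* and from 0 to 3 in *htb1-P102L*. It stayed within 1.5 times under every alternative run in *htb1-D67N* and *htb1-G52D*. Some small changes reversed. With total-count scaling, *sgf11* turned positive in *htb1-D67N* (0.226), *htb1-E34K* (0.296), *htb1-E75Q* (0.449) and *htb1-G52D* (0.519), *sus1* in *htb1-E34K* (0.292) and *sgf73* in *htb1-E75Q* (0.518), which follows from the shift of all genes. *rhp6* in *htb1-D67N* was −0.0513 with DESeq2, −0.0577 with all 24 libraries in one fit and −0.0348 with the gene-length correction, and ranged from −0.13 to 0.0944 when 1 library was left out. *ubp8* in *htb1-E34K* was −0.0164 with the gene-length correction and ranged from −0.0837 to 0.125, and *sgf11* in *htb1-E34K* ranged from −0.284 to 0.136, when 1 library was left out.

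With total-count scaling, 317 genes were called in both *htb1-G52D* and the libraries labelled *set1*Δ and 291 in both *htb1-P102L* and these libraries, and 82 genes were higher and 1033 lower in these libraries than in *htb1-G52D*. Against *htb1-P102L*, the counts of higher and lower genes stayed within 1.5 times under every alternative run. The median log2 fold change of the stress list kept its sign in every comparison and alternative run. With total-count scaling it was 1.88 in *htb1-D67N*, 2.97 in *htb1-E75Q*, 1.6 in *htb1-E112K*, 2.54 in *htb1-G52D*, 2.01 in *htb1-P102L* and −0.283 in the libraries labelled *set1*Δ. With the gene-length correction it was 1.77 in *htb1-G52D*, 1.55 in *htb1-P102L* and −0.596 in the libraries labelled *set1*Δ. In these libraries it was −0.548 with DESeq2 and −0.589 with all 24 libraries in one fit. When 1 library was left out it ranged from 1.72 to 1.96 in *htb1-G52D*, from 1.61 to 1.75 in *htb1-P102L* and from −0.724 to −0.407 in the libraries labelled *set1*Δ.

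The replicate numbers did not pair the libraries: the correlation across genes of the deviations of same-numbered WT and mutant libraries lay between −0.197 and 0.241. With a replicate block, 30 genes were higher and 11 lower in *htb1-E34K*, 1 gene of the Table S6 list was called there, and the stress list had a median of −0.473 in the libraries labelled *set1*Δ. No other count moved by more than 1.5 times with the block.

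Single named genes mostly stayed on their side of the thresholds. With DESeq2 144 values stayed, 2 became called and 8 were no longer called. With all 24 libraries in one fit these counts were 147, 1 and 6, with the gene-length correction 142, 0 and 11, with the replicate block 152, 1 and 2, and with total-count scaling 130, 5 and 14. Over the fits that left out 1 library they were 868, 9 and 48. The reversals given above are not among them. The depth limits the genes with few counts most: *rad3* had 9 to 18 counts per WT library, and *tel1* in *htb1-E112K* was called in only 1 of the 6 fits that left out 1 library.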

Differences from the paper's values

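The differences below rest on the comparisons and alternatives set before the data were examined. The exception is *sus1*, since the alternatives for single genes were run after the data were seen. For the DEGs of Fig. S1C, the alternatives were DESeq2, total-count scaling, no low-count filter and at least 10 counts in every library. The replicate block, all 24 libraries in one fit and the FPKM fold change were also run. Each of these alternatives that is not named as closing a gap left the value different from the paper's. The pathways of Fig. S1D were compared under fewer alternatives, which are named there.

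Fig. S1C gives the DEGs of each mutant as bars, whose values were read by eye. For higher genes, the paper's value is about 1000 in *htb1-G52D* in Fig. S1C, read by eye, against 658 here, and the FPKM fold change gave 1157. The paper's value is about 760 in *htb1-P102L* in Fig. S1C against 483 here, and total-count scaling gave 865 and the FPKM fold change 792. It is about 120 in *htb1-E34K* in Fig. S1C against 5 here, and DESeq2 gave 105, total-count scaling 114 and all 24 libraries in one fit 177. It is about 600 in *htb1-E112K* in Fig. S1C against 391 here, and total-count scaling gave 745 and the FPKM fold change 626. It is about 830 in *htb1-D67N* in Fig. S1C against 524 here, and total-count scaling gave 879 and the FPKM fold change 864.

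For lower genes, the paper's value is about 65 in *htb1-G52D* in Fig. S1C, read by eye, against 395 here, and total-count scaling gave 55 and the FPKM fold change 65. The paper's value is about 85 in *htb1-P102L* in Fig. S1C against 169 here, with 72 and 80 under the same alternatives. It is about 84 in *htb1-E75Q* in Fig. S1C against 413 here, with 69 and 83 under total-count scaling and the FPKM fold change. It is about 32 in *htb1-E112K* in Fig. S1C against 115 here, with 28 and 32 under them. It is about 68 in *htb1-D67N* in Fig. S1C against 218 here, with 48 and 60 under them. It is about 37 in *set1*Δ in Fig. S1C against 63 here, with 35 and 39 under them and 52 with at least 10 counts in every library. It is about 9 in *htb1-E34K* in Fig. S1C against 0 here, and the replicate block gave 11.

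Fig. S1D gives the called genes in enriched KEGG pathways. For Autophagy - yeast in *htb1-G52D*, the paper's value is about 25 in Fig. S1D, read by eye, against 16 here, and the FPKM fold change gave 30. For Proteasome in *htb1-G52D* it is about 15 in Fig. S1D against 2 here, and the FPKM fold change gave 19. For Carbon metabolism in *htb1-D67N* it is about 23 in Fig. S1D against 13 here, and total-count scaling gave 22 and the FPKM fold change 21. For these pathways, higher genes only, DESeq2 and the replicate block left the difference, and so did total-count scaling for Autophagy - yeast and Proteasome.

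Some statements of the paper were also set against the results here. The paper states that autophagy was enriched among the genes with changed expression. With genes in both directions the q of Autophagy - yeast was 1.0 in *htb1-G52D* and 0.966 in *htb1-E75Q*, and it fell to 0.0246 and 0.00132 with higher genes only, to 4.44e-06 and 6.14e-05 with total-count scaling, and to 0.000189 and 4.81e-06 with the FPKM fold change. The paper states that the genes annotated for DNA replication, repair and recombination were not significantly altered. Of the Table S6 list, between 22 genes in *htb1-E112K* and 48 in *htb1-E75Q* were called in 5 H2B mutants, and 0 in *htb1-E34K*. The authors' deposited calls hold between 32 genes of the list in *htb1-E112K* and 53 in *htb1-G52D* in the same 5 mutants, and 3 in *htb1-E34K*. The list was called about as often as the other tested genes, for example 20.1% against 21.6% in *htb1-G52D*. The paper states that the *sus1* transcript was not significantly changed in *htb1-G52D*. Here its log2 fold change was −1.16 (adjusted p = 0.0219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With total-count scaling it was −0.439, and *sus1* was not called. The paper's Table S7 gives −0.443 with an adjusted p of 0.0045 from the authors' unnamed test. In the paper's own values *sus1* thus passed the adjusted p and missed the 2-fold threshold. The paper states that most genes are upregulated in *htb1-G52D* and *htb1-P102L*, and no difference from this is shown here. The share of tested genes above WT was 54.6% and 51.7% under TMM. TMM sets the centre of the fold changes near 0 by construction, so these shares cannot decide the question. With total-count scaling, which gives each gene's share of the library, most tested genes were above WT (83.2% and 74.2%).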

Other observations

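The tests of explanations in this part, including the other splits of the libraries and the gene-length correction, were chosen only after the results were seen.

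Under total-count scaling, between 91.6% (libraries labelled *set1*Δ) and 96.8% (*htb1-G52D*) of called genes were higher in the 6 comparisons other than *htb1-E34K*. A few abundant genes taking a larger share of the counts in WT may account for part of this. Scaled by the counts outside the 100 most abundant genes, the median log2 ratio of all tested genes in *htb1-G52D* was 0.51 in place of 0.765, and it stayed above 0 in every mutant. A larger amount of mRNA per cell in the mutants cannot be told apart from a change in composition, since no RNA of known amount sets the scale of the 0.765. Under TMM, the smallest share of higher genes was 60.5%, in *htb1-E75Q*, and with the gene-length correction it was 53.5%, in *htb1-G52D*. The split of calls follows from where each scaling sets its 0, so abundant genes in WT and gene length cannot be told apart from a change of more genes upwards than downwards.

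The higher counts of *rad3* in 6 comparisons were weighed against gene length and against the overlapping gene *swi1*. With the gene-length correction the lowest log2 fold change among them was 1.25, and *rad3* was called in each. The summed CPM of *rad3* and *swi1* exceeded that of every WT library in 18 of the 18 libraries. The tables therefore argue against gene length as the whole cause, and, outside *htb1-D67N*, against reads moved from *swi1* as the whole cause. In *htb1-D67N* the sum was 3.34 ± 1.73 CPM (SD) against 1.97 ± 0.231 CPM in WT. Its lowest library was only 1.06 times the highest WT sum, so the sum cannot decide this there. *swi1* itself fell from 1.24 CPM in WT to 0.367 CPM in *htb1-P102L*, so a shift of some reads between the pair may add to the change of *rad3*.

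Of 3914 genes with at least 30 counts in every WT library, 12 had 0 counts in another library. Of these 12, 6 were overlapped by another gene over more than 90% of their span, against 162 of the other 3902 (odds ratio 23.1, two-sided Fisher's exact test, p = 4.27e-06). This is consistent with reads of overlapping genes being assigned to only 1 of the pair in some libraries. *shf1*, which lies within *plc1*, is an example. Its counts were at or near 0 in *htb1-D67N* and *htb1-G52D*, while the sum of *shf1* and *plc1* was 1.52 and 1.53 times that of WT, so the lower *shf1* counts may come from the assignment of reads. By the counts alone, a strain variant that removes *shf1* cannot be told apart from this in those strains. The paper reports unaltered Shf1 protein in *htb1-G52D*. It also reports that deleting *ubp8*+ restored H2Bub in both mutants, and that H2Bub is fully lost without *shf1*+. These experiments argue against such a variant in the strains that the paper tested. In *htb1-E34K*, replicate 1 had 30 *shf1* counts and replicates 2 and 3 had 0, which a variant shared by all cells of a strain would not give there.

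*ura4* and the gene *mat1-Mc* of the h- mating type were each counted in some replicates of a genotype only. A swap of WT replicate 3 with a library of *htb1-G52D* or *htb1-P102L* is argued against by its Spearman correlation across genes of at least 0.983 with the other WT libraries and at most 0.95 with those mutants. Libraries of 1 genotype grown from strains of different background are a possible explanation: in 5 of the 5 libraries with *mat1-Mc* counts, *mfm2*, another gene of that mating type, exceeded every other library. A small share of cells of another strain in the culture stays open. The *ura4* level differed by 1.13 times at most among the 3 libraries that have it (40.2 to 45.4 CPM), and the level in a pure culture was not measured. No biological explanation was tested.

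Few genes were called in *htb1-E34K*, whose libraries vary most. A single deviating library, replicate 1, does not account for it: 68 genes were called without replicate 1 and 78 without replicate 3, against 4, 0 and 9 without WT replicates 1, 2 and 3, and 7 without *htb1-E34K* replicate 2. The E34K change itself stays open as an untested explanation.

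Ribosomal genes were called lower in *htb1-G52D* (84 of 175), *htb1-E75Q* (77), *htb1-D67N* (42), *htb1-E112K* (22) and *htb1-P102L* (4) under TMM. They are short, so gene length was weighed. With the gene-length correction, 71 were still called lower in *htb1-G52D*, where 16.3 would be expected from the share of all genes called lower, which argues against length as the whole cause there. In *htb1-E75Q* 27 were called lower, against 15.1 expected in the same way and 77 without the correction. For the calls lost, an effect of length cannot be told apart from a change of these genes, since these genes are short. Under total counts 1 was called lower in *htb1-G52D* and the median log2 fold change of the 175 genes was −0.364, against 0.765 for all tested genes. This scaling shifts all genes alike, so whether ribosomal transcripts fell or other transcripts rose may be a matter of the scale alone.

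For each of the 7 comparisons with WT and the 2 direct comparisons, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many called genes. With 10 splits the share cannot be under 0.1, so these counts cannot exclude chance by themselves. The largest number of genes called in another split was 2 for *htb1-G52D*, 3 for *htb1-P102L* and 0 for the other 7 comparisons.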
